# Rab30 facilitates lipid homeostasis during fasting

**DOI:** 10.1038/s41467-024-48959-x

**Published:** 2024-05-25

**Authors:** Danielle M. Smith, Brian Y. Liu, Michael J. Wolfgang

**Keywords:** Fatty acids, Golgi, Small GTPases, Fat metabolism

## Abstract

To facilitate inter-tissue communication and the exchange of proteins, lipoproteins, and metabolites with the circulation, hepatocytes have an intricate and efficient intracellular trafficking system regulated by small Rab GTPases. Here, we show that Rab30 is induced in the mouse liver by fasting, which is amplified in liver-specific carnitine palmitoyltransferase 2 knockout mice (Cpt2^L−/−^) lacking the ability to oxidize fatty acids, in a Pparα-dependent manner. Live-cell super-resolution imaging and in vivo proximity labeling demonstrates that Rab30-marked vesicles are highly dynamic and interact with proteins throughout the secretory pathway. Rab30 whole-body, liver-specific, and Rab30; Cpt2 liver-specific double knockout (DKO) mice are viable with intact Golgi ultrastructure, although Rab30 deficiency in DKO mice suppresses the serum dyslipidemia observed in Cpt2^L−/−^ mice. Corresponding with decreased serum triglyceride and cholesterol levels, DKO mice exhibit decreased circulating but not hepatic ApoA4 protein, indicative of a trafficking defect. Together, these data suggest a role for Rab30 in the selective sorting of lipoproteins to influence hepatocyte and circulating triglyceride levels, particularly during times of excessive lipid burden.

## Abstract (web summary)

Despite the importance of Rab GTPases in maintaining the integrity of vesicle trafficking, their physiological roles are not well understood. Here, the authors define a role for Rab30 in supporting lipid homeostasis during fasting in the mouse.

## Introduction

The liver plays a crucial role in maintaining systemic glucose and lipid homeostasis in the face of an ever-changing nutritional environment. Hepatocytes, highly polarized epithelial cells, are sensitive to changes in nutrient availability and exhibit an efficient intracellular trafficking system to enable the storage, packaging, and transport of macronutrients in response to a dynamic metabolic environment^1^. The fed-to-fast transition is an example of when there is a high demand placed on the hepatocyte to both maintain blood glucose levels and to supply peripheral tissues with energetic substrates for survival. In the fasted state, there is a shift in substrate utilization from carbohydrates to lipids. This transition has been well-characterized in the liver and is marked by increased mitochondrial fatty acid β-oxidation, gluconeogenesis, and ketogenesis. Much of the lipid catabolic transcriptional program is governed by activation of the nuclear hormone receptor peroxisome proliferator activated receptor α (Pparα) through increased liganding of bioactive fatty acids derived from fasting-induced adipose tissue lipolysis^2^. Besides inducing transcription of genes involved in lipid catabolism, Pparα activation has also been suggested to influence overall hepatic energy balance by promoting autophagy, suppressing energy-costly protein secretory processes, and affecting serum triglyceride- and cholesterol-rich lipoprotein levels^3–7^.

Their robust intracellular trafficking system allows hepatocytes to vectorially exchange factors with the serum, recycle ligand-bound plasma membrane receptors, and transport cargo across several apical and basolateral domains with high fidelity. Due to this necessity for efficient endocytosis and secretion, the family of Rab GTPases play a particularly important role in polarized epithelial cells such as hepatocytes. Rabs are the principal regulators of membrane identity and control intracellular traffic by recruiting specific effectors to carry out vesicular transport and other membrane fusion events^8^. While the fission yeast *S. pombe* has 7 Rab family members, mammals have at least 60 identified Rab paralogs, implicating a correlation between the number of Rab proteins and multicellularity and cell specialization in animals^9–11^. Indeed, with the increase in tissue diversification and cellular identity comes higher demand for cooperation amongst different cell types to coordinate a uniform response to environmental changes. However, the physiological roles of many Rabs in animals have yet to be characterized.

Rab30 is one such metazoan-restricted Rab family member with an enigmatic function, especially in regards to liver physiology. Rab30 expression was found to be significantly induced in the liver during the priming phase of regeneration after partial hepatectomy, and it is the only member of the Rab family to exhibit such regulation; along with the observation that Rab30 expression exhibits significant upregulation in the livers of newborn mice, it was proposed that Rab30 could aid in a functional switch from hematopoietic support to metabolic homeostasis^12^. More evidence for the role of Rab30 in the maintenance of liver function comes from research revealing that Rab30 is among the most dysregulated genes early in the pathogenesis of drug-induced liver injury and correlates with later adverse histopathology events in rodents^13^. Furthermore, others have observed that Rab30 expression is induced in the liver in the fasting state and is blunted in Pparα knockout mouse models^14–17^. Despite these intriguing observations and associations of Rab30 and its regulation in the liver under metabolic stress, its role and requirement in liver function is not clear.

In this study, we define a physiological role for Rab30 in hepatic lipid and protein trafficking during fasting and in pathologically fatty livers. We find that Rab30 expression is specifically upregulated in the mouse liver during fasting in a Pparα-dependent manner. In live hepatocytes, Rab30 dynamically associates with the Golgi and marks post-Golgi membranes. Proximity labeling of interactors in live mice revealed that Rab30 interacts with proteins that localize to all parts of the secretory pathway, including the plasma membrane. Rab30 knockout animals are viable and fertile with normal Golgi apparatus morphology. Proteomics of 24 h fasted livers reveals that the loss of Rab30 on the Cpt2^L−/−^ background (Rab30^L−/−^; Cpt2^L−/−^ double knockouts, or DKO) results in a significant retention of hepatocyte secreted proteins compared to Cpt2^L−/−^ that are unaltered on the transcriptional level between the two genotypes, indicating a defect in protein secretion and/or turnover. The loss of Rab30 on the Cpt2^L−/−^ background also reverses serum dyslipidemia and hypercholesterolemia in the Cpt2^L−/−^ knockout mice. Corresponding to decreased serum triglyceride levels, we observe a decrease in serum apolipoprotein A4 (ApoA4) abundance in fasted DKO mice. Taken together, our results demonstrate a role for Rab30 in regulating protein and lipid trafficking during fasting in the hepatocyte.

## Results

### *Rab30* is induced in the liver by fasting and requires Pparα

Previously, we showed that the liver specific loss of carnitine palmitoyltransferase 2 (Cpt2^L−/−^) and therefore hepatic mitochondrial long chain fatty acid β-oxidation resulted in dramatic fasting induced changes in the liver transcriptome and proteome^18^. In addition to changes in well characterized lipid metabolic genes, a relatively uncharacterized Rab GTPase, Rab30, was one of the most highly upregulated transcripts and proteins in Cpt2^L−/−^ livers upon fasting (Supplementary Fig. 1a, b). 

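Supplementary Fig. 1a rests on RNA-seq of livers from Cpt2 L-/- mice and from Rab30;Cpt2 double floxed controls without Cre (ff;ff), all males fasted for 24 h, with 4 livers per genotype. The authors deposited the number of reads counted on each gene without normalization. These counts were compared here by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over the 13270 genes left by a filter on low counts. Cpt2 (ENSMUSG00000028607, chromosome 4 of GRCm38 from 107903981 to 107923610, minus strand) is the gene deleted in these livers. Its counts scaled to library size after TMM normalization (CPM) were 127 ± 30.2 (SD, n = 4) in the libraries labelled Cpt2 L-/- and 132 ± 5.16 (SD, n = 4) in those labelled ff;ff. The log2 fold change of Cpt2 was -0.07 (standard error 0.16, adjusted p = 0.788 from edgeR's test) and turned to 0.04 when the library Cpt2164 was left out. The count over the whole gene therefore does not separate these labels, and the paper's text does not name the exon that was deleted. Both of the paper's qRT-PCR primers for Cpt2 lie in exon 4, which is 55.0% of the transcript. Loss of that exon would lower the count far more than was seen, if reads fell evenly and expression did not otherwise change. The cause of this gap was not tested. Rab30 (ENSMUSG00000030643, chromosome 7 of GRCm38 from 92741603 to 92844535, plus strand) was at 147 ± 30.0 CPM (SD, n = 4) in the libraries labelled Cpt2 L-/- and at 36.6 ± 9.55 CPM (SD, n = 4) in those labelled ff;ff. This gave a log2 fold change of 1.99 (standard error 0.21, adjusted p = 2.7e-05 from edgeR's test), with each of the 4 libraries labelled Cpt2 L-/- above each of the 4 labelled ff;ff. With each library left out in turn, the log2 fold change of Rab30 stayed between 1.85 and 2.10. In the same test 3155 genes had an adjusted p under 0.05 and at least a 1.2-fold change, 1576 of them higher and 1579 lower in the libraries labelled Cpt2 L-/-. Without adjustment of p, 4733 genes passed, the largest move of this count among the alternatives tried. Among the 1576 genes that were higher, Rab30 ranked 219 by log2 fold change and 69 by p-value. Among the 41 Rab genes tested it ranked 2 by log2 fold change, after Rab6b, which was at 1.14 CPM. Genes were named further where they were protein-coding, past the thresholds, without overlap between the groups and at a mean of at least 50 normalized counts in the higher group. The 3 largest rises among these were Olfr1033, at least 34.9-fold higher, Mndal, at least 24.5-fold higher, and Fabp3, with a log2 fold change of 6.74. The 3 largest falls were those of C1s2, at least 48.9-fold lower, Fam107a, with a log2 fold change of -7.45, and Capn11, at least 26.8-fold lower. The fall of Fam107a rests in part on the library ffff242 and was -5.94 without it, and -8.08 without Cpt2802. Fabp3 had 5 counts in ffff240 and 0 in the other ff;ff libraries, and without ffff240 it was at least 44.3-fold higher. Olfr1033, C1s2 and Capn11 also fell into separate levels among the libraries of the Rab30KO mice and their littermates. Mndal was at 4.68 to 7.75 CPM in Rab30 L-/-, 8.08 to 23.2 in Rab30KO and 8.47 to 14.1 in Rab30 Ctrl. It was at most 0.139 CPM in ff;ff and, apart from DKO943 at 3.00, at most 0.0650 in DKO. Its rise was therefore not separated from a background shared by the ff;ff and DKO mice.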

To better characterize Rab30 regulation, we compared *Rab30* expression across disparate metabolic conditions. First, our analysis of *Rab30* expression in the livers of wildtype mice under different dietary states shows that *Rab30* mRNA is induced specifically in the fasting state in the mouse liver as compared to chow-fed, re-feeding after a fast, high fat diet, and ketogenic diet (Fig. 1a)^19^. We next turned to mouse models of disrupted lipid metabolism and compared *Rab30* expression in models of inhibited fatty acid oxidation with Cpt2^L−/−^ mice and inhibited triglyceride hydrolysis with adipose triglyceride lipase liver-specific knockout (Atgl^L−/−^) animals. While both models exhibit a fatty liver following a fast^20^, only the loss of Cpt2 induced *Rab30* above control levels (Fig. 1b), with fed state *Rab30* mRNA levels similar between Cpt2^L−/−^ and littermate controls (Supplementary Fig. 1c). These data show that Rab30 expression in the fasting state is exacerbated by a loss of fatty acid oxidation.

**Fig. 1:**
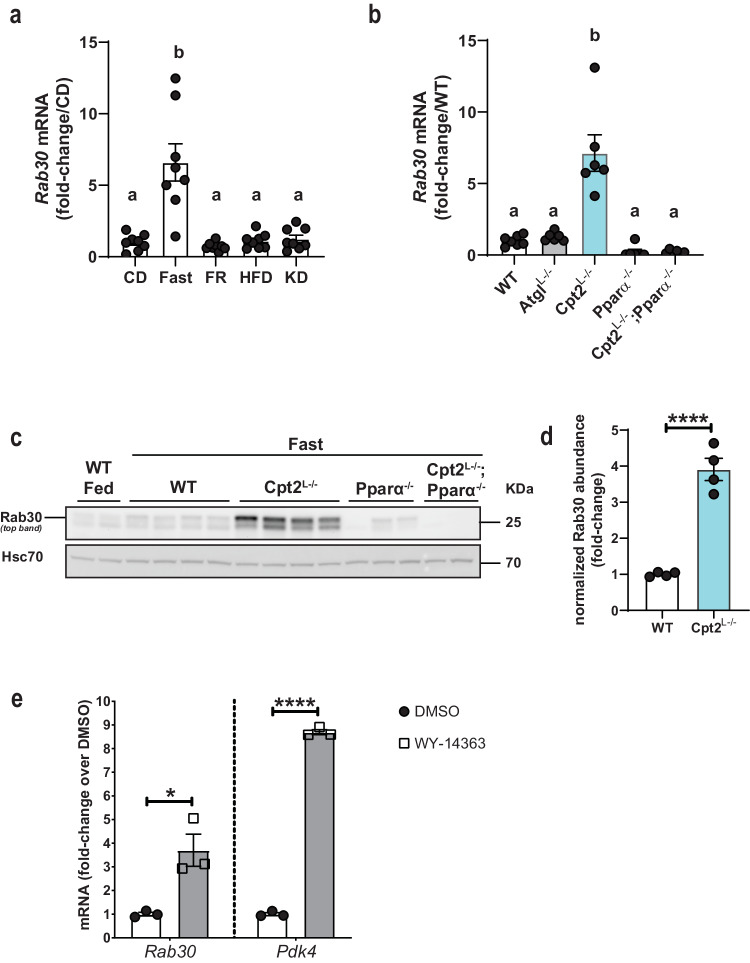
Rab30 is induced in the mouse liver upon fasting by Pparα. **a** Hepatic *Rab30* mRNA from 20-week-old male C57Bl/6J mice under different dietary states. *n* = 8/group. CD control diet, Fast CD fed mice fasted overnight, FR CD fed mice fasted for 14 h then refed for 12 h; HFD high fat (60%) diet, KD ketogenic diet. Mice were placed on the respective diets for 12 weeks^19^. Values are mean ± SEM relative to CD. Letters indicate significance groups, where different letters represent statistical significance of *p* < 0.05 following analysis by Tamhane’s T2 multiple comparisons test after Welch and Brown–Forsythe ANOVA. **b** Hepatic *Rab30* mRNA in fasted male mice (*n* = 7 for WT, *n* = 6 for all other genotypes). Values are mean ± SEM relative to WT fasted. Letters indicate significance groups by Tukey’s multiple comparisons test following one-way ANOVA. WT = Cpt2 floxed. **c** Representative immunoblots of Rab30 expression in fed and 24 h fasted livers of male mice with Hsc70 as an equal protein loading control. WT = Rab30;Cpt2 floxed. **d** Quantitation of Rab30 band intensity of fasted WT and Cpt2^L−/−^ samples (*n* = 4 males/genotype) in **d**, normalized to Hsc70 signal and represented as fold-change over WT signal. Values are mean ± SEM. Significance was determined by two-tailed unpaired *t*-test. ****p = 8.34 × 10^−5^. **e** *Rab30* mRNA in primary mouse hepatocytes treated with DMSO vehicle control or the selective Pparα agonist WY-14643. Primary mouse hepatocytes (500,000 cells/one well of a 6-well plate) were treated with 10 μM WY-14643 or DMSO in Medium 199 supplemented with 10% FBS and 1% penicillin-streptomycin 100x solution for 16 h. Values are mean ± SEM relative to expression under control DMSO treatment. Significance was determined by two-tailed unpaired *t*-test comparing 3 wells of DMSO treated cells to 3 wells of WY-14643 treated cells for each gene. *p = 0.0167; ****p = 4.08 × 10^−7^. *Pdk4* is a positive control for Pparα induction after WY-14643 administration. ANOVA tables and source data for relevant panels are provided as a Source Data file.

Compared to inhibition of triglyceride hydrolysis in Atgl^L−/−^, the loss of fatty acid oxidation by knockout of Cpt2 in the liver uniquely induces a Pparα transcriptional response^20^. As other groups have observed Rab30 to be among the top genes regulated by Pparα during fasting in the liver^14–17^, we examined the requirement of Pparα in the regulation of Rab30 in fatty acid oxidation deficiency in the livers of Cpt2^L−/−^;Pparα^−/−^ double-knockout mice (Fig. 1b–d). The loss of Pparα in a whole-body knockout (Pparα^−/−^) failed to induce Rab30 in the liver following a fast and, furthermore, the loss of Pparα in Cpt2^L−/−^:Pparα^−/−^ double knockout mice ablated the *Rab30* mRNA and protein induction by fasting. Finally, activating Pparα pharmacologically is sufficient to induce *Rab30* mRNA in primary mouse hepatocytes (Fig. 1e). Taken together, these data show that Pparα is both required and sufficient to induce Rab30 in the liver following a fast.

### Rab30 is localized to dynamic membranes from the Golgi apparatus

Rab30 has been reported to be a bona fide Golgi Rab^21–23^. Early dynamics studies in HeLa cells using photobleaching suggested that Rab30 is recruited to the Golgi from the cytosol but is not involved in vesicular or tubular exit from the Golgi^21^, while more recent studies indicate that it localized to vesicles through the endolysosomal pathway, including endosomes cycling the integral membrane protein TGN38 (human ortholog of mouse Tgoln1) between the Golgi and plasma membrane^24^, dynamic small intracellular vesicles marked by Tumor protein D52-like family members^25–27^, and even starvation and pathogen-induced autophagosomes^28,29^. BioID and other protein-protein interaction approaches in cultured human and *Drosophila* cells have also suggested Rab30 to interact with components of the exocyst and the Golgi-associated retrograde protein (GARP) complexes, indicating a potential for its involvement in the secretory and endocytic pathways^30,31^. Furthermore, Rab30 is observed to be localized to other membranes, such as to the apical pole in the Drosophila salivary gland, where it and other Rabs likely regulate Myosin V-dependent apical protein transport also in response to phosphatidylinositol levels^28,32^. The latter observation provides an interesting prospect of Rab30 as part of the machinery that maintains efficient vectorial transport and apical-to-basolateral polarity in mammalian epithelial cells such as hepatocytes. Therefore, given we understand how Rab30 expression is regulated in the mouse liver, we sought to define Rab30 localization, dynamics, and interactome in hepatocytes.

In order to better understand the localization of Rab30 in hepatocytes, we generated stably transfected AML12 cells, a cultured hepatic cell line, expressing an mScarletI-tagged Rab30. We observe that mScarletI-Rab30 localizes with the live Golgi stain C6-NBD-Ceramide in AML12 cells without perfect overlap (Fig. 2a). We next generated liver-specific adeno-associated viral vectors (AAV8) encoding mScarletI-tagged Rab30. Freshly isolated primary mouse hepatocytes expressing AAV-mScarletI-Rab30 demonstrated similar expression as AML12 cells in which mScarletI-Rab30 appears to be closely associating to but not overlapping with the Golgi stain (Fig. 2b, c). These observations are recapitulated in vivo with immunofluorescence staining of the cis-Golgi marker GM130 in the livers of fasted mice expressing AAV-mScarletI-Rab30, and we also find mScarletI signal to be polarized further out in the cytoplasm of hepatocytes (Fig. 2d).

**Fig. 2:**
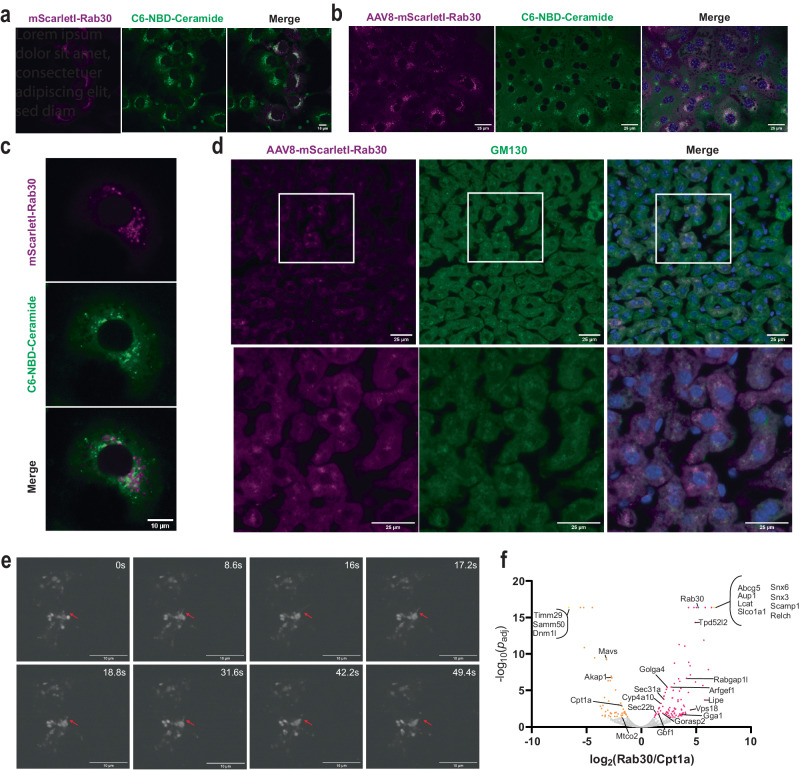
Rab30 is localized to dynamic membranes from the Golgi. **a** Confocal microscopy image of AML12 cells stably expressing HA-mScarlet-Rab30 and stained with the live-cell Golgi marker C6-NBD-Ceramide. The experiment was repeated twice with cells in replicate wells. **b** Confocal microscopy image of mouse hepatocytes isolated from animals overexpressing with AAV8-mScarletI-Rab30 and stained with the live-cell Golgi marker C6-NBD-Ceramide and Hoechst 33342 nuclear stain. Experiment was performed once in replicate wells. **c** Zoomed-in image of a representative primary mouse hepatocyte overexpressing AAV8-mScarletI-Rab30 and stained with the live-cell Golgi marker C6-NBD-Ceramide from the experiment described in **b**. **d** Immunostaining of GM130 in 24 h fasted mouse liver tissue overexpressing AAV8-mScarletI-Rab30. Blue channel in the merge is Hoechst 33342 nuclear stain. The experiment was repeated in 2-3 sections from 2 different animals. **e** Still images from time lapse of primary mouse hepatocytes overexpressing AAV8-TBG-mScarletI-Rab30 following the progression of a putative mScarletI-Rab30-positive membrane protraction event (marked by red arrows) captured using the spinning disk confocal microscope CSU-W1 SoRa. 60x objective. The experiment was repeated twice with hepatocytes from 2 different animals. See also Supplementary Movies 1–3. **f** Volcano plot of proteins enriched in TurboID-Rab30 or -Cpt1a pulldowns. The bait proteins are highlighted in blue. Proteins detected exclusively in one pulldown are collapsed into one point marked in yellow. Significantly enriched proteins (*p*_adj_ < 0.05) are colored magenta for Rab30 and orange for Cpt1a. Statistical significance is reported as the adjusted *p*-value using the Benjamini–Hockberg correction for the false discovery rate (FDR). See Supplementary Data 2 for the list of proteins used to generate the plot. Source data are provided as a Source Data file.

To understand if Rab30-positive membranes are dynamically fusing to and exiting from the Golgi, we performed live-cell super-resolution imaging of mScarletI-Rab30 in primary mouse hepatocytes (Fig. 2e, Supplementary Movies 1–3). We captured dynamic budding of Rab30 vesicles and transient interactions with the Golgi: for example, an entire membrane protraction and vesiculation event of mScarletI-Rab30 membranes occurs in less than 50 s. An independent live-cell super-resolution experiment in which primary mouse hepatocytes expressing mScarletI-Rab30 and stained with a live cell Golgi marker provides stronger evidence in support of Rab30-marked membranes both dynamically interacting with and also budding from the C6-NBD-ceramide stained Golgi (Supplementary Movies 2, 3).

Given our observations of Rab30 distribution in hepatocytes, we wanted to identify what proteins interact with Rab30 and their intracellular localization. First, we performed a yeast two-hybrid screen of a constitutively-active Rab30 mutant (Q68L, amino acids 1–198 and lacking prenylation site) against a human liver cDNA library. We identified a small number of putative direct interactors including the Golgi coiled-coil membrane protein GOLGA5, consistent with a Golgi-specific function; somewhat unexpectedly, we detected albumin and the apolipoproteins B and A2, which we supposed would have been internal to a vesicle (Supplementary Data 1). Next, to identify the Rab30 interactome specifically in fasted state hepatocytes in vivo, we used the biotin-dependent proximity-labeling approach TurboID^33^. While we cannot differentiate between direct and indirect interactors by this technology, understanding what proteins are in the vicinity of Rab30 provides us with insight into potential processes that Rab30 may be involved in via association. To express the biotin ligase fusion protein in vivo, we generated liver specific AAV8s encoding TurboID-Rab30 and also TurboID-Cpt1a. We used TurboID-Cpt1a, which localizes to the outer mitochondrial membrane, as a compartmental control. We expressed each vector in 4 mice, then fasted the TurboID-Rab30 and -Cpt1a expressing mice for 21 h prior to injecting them with biotin and allowing a 3 h labeling period. At the end of the 3 h labeling period, we collected the livers, harvested total protein, and performed streptavidin pulldowns to enrich for biotinylated proteins. Western blot analysis from the livers of TurboID expressing animals and from streptavidin enrichment of biotinylated proteins shows both AAV expression and significant total biotinylation as compared to EGFP-injected animals (Supplementary Fig. 2a, b).

We used mass spectrometry to identify the proteins that bound to the streptavidin beads for each replicate. 278 proteins were significantly enriched in at least 2 replicates of TurboID-Rab30 samples, while 226 were enriched in at least 2 replicates TurboID-Cpt1a samples (Fig. 2f, Supplementary Data 2, Supplementary Data 3). The bait proteins Rab30 and Cpt1a were both significantly enriched in their respective pulldowns (Fig. 2f, Supplementary Fig. 2c). To identify the subcellular localization associated with potential interactors, the list of significantly enriched interactors for each TurboID fusion protein were submitted to the DAVID Bioinformatics Database^34,35^. As anticipated, we found that TurboID-Cpt1a interactors were significantly associated with the mitochondria, such as Samm50, Dmn1l, Timm29, Akap1, Mavs, and Mtco2 (Fig. 2f, Supplementary Fig. 2d). TurboID-Rab30 interactors, on the other hand, were more broadly associated with the secretory pathway, such as the ER, Golgi apparatus, endosome, vesicles, and cell junctions (Supplementary Fig. 2d).

Golgi-localized proteins and small GTPase effectors such as Golga4, Gorasp2, Rabgap1l, Gbf1, Arfgef1, and Gga1 were identified to be enriched in streptavidin pulldown samples for Rab30. Vesicle trafficking proteins such as Snx3, Snx6, Scamp1, and Relch were found exclusively in the streptavidin pulldowns for TurboID-Rab30 expressing animals, and Sec22b, Sec31a, Tpd52l2 (Tpd54), and Vps18 were also found to be significantly enriched. Interestingly, we also found proteins with functions in lipid and lipoprotein metabolism to be enriched as potential interactors for Rab30, such as such as the neutral sterol transporter localized to the bile canaliculus, Abcg5; the bile acid transporter localized to the basolateral membrane, Slco1a1; the hepatic secreted enzyme that esterifies the free cholesterol of lipoproteins, Lcat; a lipid droplet regulator and very low density lipoprotein assembly factor, Aup1; the triglyceride lipase, Lipe (Hsl); and the Pparα target gene Cyp4a10. Additionally, the Golgi-localized proteins Golga4 and Gorasp2 have been implicated in the regulation of lipoprotein metabolism previously^36,37^. Correspondingly, “lipid metabolic process” and “fatty acid metabolic process” are Gene Ontology terms associated with enriched interactors with Rab30 (Supplementary Fig. 2e). Together, these imaging and biochemical interaction data demonstrate that Rab30 is a dynamic interactor with the Golgi apparatus and also with proteins throughout the secretory pathway, likely localizing to cytoplasmic and post-Golgi vesicles in mouse hepatocytes. Furthermore, the interaction between Rab30 and known regulators of lipid metabolism supports the hypothesis for a role of Rab30 in contributing to hepatic lipid homeostasis. Further studies will be required to validate the location of the interactions and understand the functional role in hepatocyte biology. We now focus on the physiological implications of Rab30 on hepatic lipid metabolism.

### Generation of Rab30 knockout mice

Given our observations that Rab30 (1) is a target of Pparα, a master transcriptional regulator of lipid catabolism and hepatocyte energy balance in the fasted state, (2) is dramatically upregulated in mice with deficient hepatic fatty acid oxidation, and (3) dynamically associates with the Golgi and proteins along the secretory pathway and regulators of lipid metabolism in live mouse hepatocytes, we hypothesized that loss of Rab30 in vivo might affect the secretion and/or turnover of lipids and proteins from the liver. Therefore, to determine the physiological role of Rab30 in response to fasting in the mouse liver, we generated Rab30 knockout (Rab30KO) and conditional knockout mouse (Rab30 ff) lines by CRISPR-Cas9 (Fig. 3a). Rab30KO mice were viable and fertile with an absence of *Rab30* mRNA and protein (Fig. 3b, c). Mice containing the floxed *Rab30* alleles were mated to mice expressing the albumin-Cre transgene to specifically knockout Rab30 in hepatocytes (Rab30^L−/−^) (Fig. 3d, e). Because we see a potentiated Pparα response in the livers of Cpt2^L−/−^ fasted mice and because Rab30 expression depends on the activity of Pparα, we reasoned that we could use the genetic background of the Cpt2^L−/−^ animals to amplify the effect of the loss of Rab30 in the liver. Therefore, Rab30 floxed mice were also mated to Cpt2 floxed animals carrying the albumin-Cre transgene to create liver-specific Rab30;Cpt2 double knockout (DKO) mice to determine the role of Rab30 induction in Cpt2^L−/−^ mice (Fig. 3d, e). The loss of Rab30 in the germline, the liver, or in Cpt2^L−/−^ liver had minimal effects on fed and fasting bodyweight, apart from Rab30KO males being larger on average than control males by 1.77 g in the fasted state (Supplementary Fig. 3a, c). Loss of Rab30 did not affect fed or fasting blood glucose measurements in males (Supplementary Fig. 3b); however, female blood glucose was increased in fasted Rab30KO female mice compared to littermates but decreased in DKO females compared to their controls (Supplementary Fig. 3d). While these data illuminate a potential sex difference in the response to fasting mediated by Rab30, we did not pursue further investigation of these discrepancies here because they are not related our main hypothesis regarding a role for Rab30 in the regulation of Pparα-dependent lipid and protein trafficking.

**Fig. 3:**
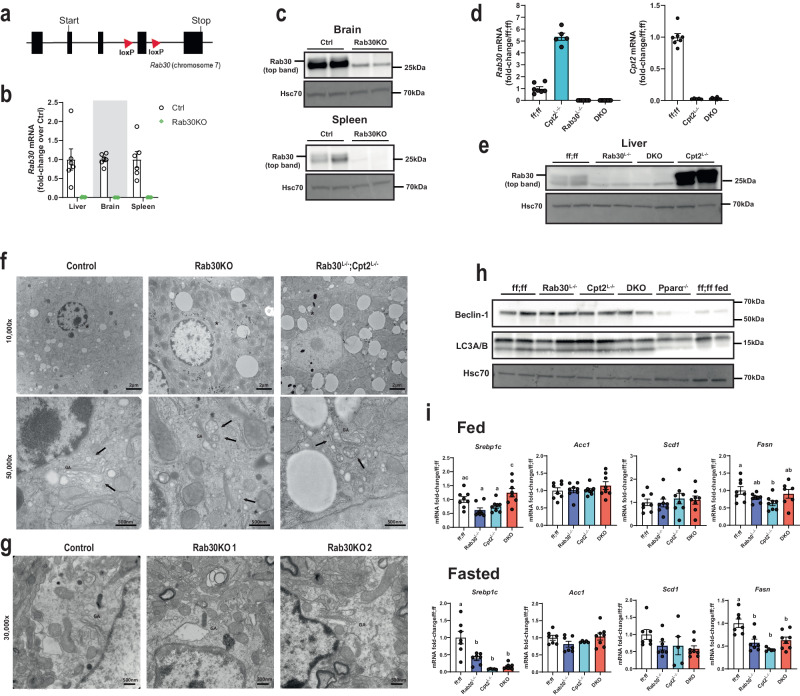
Characterization of Rab30 knockout mice. **a** Gene targeting strategy for the *Rab30* gene, with *loxP* site insertion indicated by triangles. **b** Fasting *Rab30* mRNA in the livers, brains, and spleens of whole-body Rab30 knockout male mice (Rab30KO) and littermates (Ctrl) (*n* = 6/genotype). Values are mean ± SEM relative to Ctrl for a given tissue. **c** Rab30 immunoblot in the brain and spleen of Rab30KO and control males. Hsc70 is an equal protein loading control. **d** Fasting hepatic qRT-PCR for *Rab30* (left) and *Cpt2* (right) mRNAs in male livers. Values are mean ± SEM relative to Rab30;Cpt2 floxed (ff;ff) animals. DKO = Rab30^L−/−^;Cpt2^L−/−^. *n* = 5 for Cpt2^L−/−^, *n* = 7 for ff;ff, and *n* = 8 for DKO. **e** Rab30 immunoblot in the livers of Rab30^L−/−^, Cpt2^L−/−^; DKO, and control (ff;ff) males. **f** Representative transmission electron micrographs of liver cells from 5–6-week-old 24 h fasted male knockouts and control males. Asterisks (*) in 10,000x denote region of 50,000x acquisition. GA, Golgi apparatus; arrows, vesicles. The experiment was performed in a total of 5 controls and 3 of each knockouts. **g** Representative transmission electron micrographs of hippocampi from 7-8-week-old control and 2 Rab30KO females under basal conditions taken at 30,000x. GA Golgi apparatus. The experiment was performed in a total of 3 females per genotype. **h** Western blot for autophagosome initiation markers in the livers of control fed male mice and fasted control (ff;ff), Rab30^L−/−^, Cpt2^L−/−^, Rab30;Cpt2 DKO, and Pparα^−/−^ male mice. Hsc70 is a protein loading control. **i** qRT-PCR of *Srebp1c, Acc1, Scd1*, and *Fasn* in fed and fasted livers of control (ff;ff), Rab30^L−/−^, Cpt2^L−/−^, and DKO males. *n* = 8/genotype for fed. *n* = 5 for Cpt2^L−/−^, *n* = 7 for ff;ff and Rab30^L−/−^, and *n* = 8 for DKO for fast. Values are mean ± SEM. Letters indicate significance groups by Tukey’s multiple comparisons test following one-way ANOVA for each individual gene. ANOVA tables and source data for relevant panels are provided as a Source Data file.

The influence of Rab30 on Golgi-ultrastructure remains a point of contention throughout the literature. In cultured cells, siRNA knockdown of Rab30 revealed a Golgi-dispersion phenotype, but knockout of Rab30 by CRISPR/Cas9 in transformed cells showed no fragmentation of the Golgi^21,24,38^. To understand the contribution of Rab30 on Golgi structure in the mouse in vivo, we visualized the Golgi by transmission electron microscopy in livers of control, Rab30KO, and Rab30; Cpt2^L−/−^ DKO mice and the hippocampus of control and Rab30KO mice (Fig. 3f, g). The Golgi apparatus appeared similar in both tissues between Rab30 knockout and wildtype mice. In conjunction with the data presented in Fig. 2, these data show that Rab30 associates with the Golgi but is not required for its ultrastructure in vivo.

Pparα regulates autophagosome formation in the mouse liver in response to fasting^3–5^. Given that the Golgi is also an important source for autophagic membrane lipids and proteins^39^, we asked if Rab30 was downstream of Pparα-directed autophagy. Fasting mRNA for autophagy related proteins, including *Beclin-1* and *LC3B*, proteins responsible for the initiation of autophagosome formation, were found to be slightly increased (i.e., fold-change roughly <1.5) in both the Cpt2^L−/−^ and DKO livers to similar extents, except for *Lamp2*, which was decreased in DKO livers (Supplementary Fig. 4). We next performed immunoblots against Beclin-1 and LC3A/B in wildtype fed livers and the fasted livers of wildtype, Rab30^L−/−^, Cpt2^L−/−^, Rab30;Cpt2 DKO, and Pparα^−/−^ animals (Fig. 3h). Beclin-1 and lipidated LC3 protein levels are not affected in fasted Rab30 knockout livers as compared to fed wildtype livers or fasted Pparα knockout livers, which exhibit decreased levels of both proteins. Taken together, our data does not support a role for Rab30 in Pparα-mediated autophagosome formation. However, as previously mentioned, Rab30 has been found to co-localize to autophagic membranes in HeLa cells^28,29^, and so it is possible that Rab30 could localize to the autophagosome following initiation and elongation or that the isolation membrane is scavenged from other organelles with the loss of Rab30. Another well-known role for the Golgi in regulating fatty acid metabolism is by affecting the processing of sterol regulatory element-binding protein 1 (Srebp1). Therefore, we determined the regulation of Srebp1 target genes in wildtype, Rab30^L−/−^, Cpt2^L−/−^, Rab30;Cpt2 DKO livers in the fed and fasted states (Fig. 3i). As Srebp1 target gene expression is largely unchanged with the loss of Rab30, we found no evidence to support a role of Rab30 in mediating Srebp1 processing.

### Loss of Rab30 results in retention of secreted proteins

Next, we performed RNA-seq and proteomics on 24 h fasted livers from Rab30 knockouts, wildtype, and Cpt2^L−/−^ animals for two main reasons. 

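The RNA-seq covered livers of 24 male mice fasted for 24 h, with 4 livers for each of 6 genotypes. Rab30KO mice lack exon 4 of Rab30 in the whole body and were compared with littermate controls (Rab30 Ctrl). In Rab30 L-/-, Cpt2 L-/- and DKO mice the albumin-Cre transgene, which is active in hepatocytes, acts on floxed Rab30, floxed Cpt2 or both. The ff;ff mice carry both floxed genes without Cre, and the sample labels give them as littermates of the DKO mice. The sequencing company Novogene made the libraries, sequenced them and ran the pairwise statistics, and the paper's text does not name the aligner, the counter or the annotation. The authors deposited raw counts per gene, FPKM values, counts normalized with DESeq2 and tables of pairwise comparisons. The coordinates listed with the counts were the same as in GENCODE M21, an annotation of GRCm38, for 53585 genes (98.3%). Total counts per library lay between 11801027 and 24497738, with a median of 14358966. They ranged from 11801027 to 17417065 in Rab30KO (median 13743837), from 14709834 to 20401129 in Rab30 Ctrl (median 17243480.5) and from 13230854 to 17508850 in ff;ff (median 15892372.5). The totals were between 13248673 and 24497738 in Rab30 L-/- (median 13902816.5), between 13839554 and 14261738 in Cpt2 L-/- (median 13904960.5), and between 13537598 and 20196355 in DKO (median 14630896.5). Every pair of libraries of a genotype differed by more than counting noise.

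From the raw counts, each pair of genotypes was fitted on its own 8 libraries. The thresholds were an adjusted p under 0.05 and at least a 1.2-fold change. The paper gives these for its RNA pathway analysis and in its reporting summary. Its methods give p under 0.05 without naming an adjustment. In simulated counts, 200 genes with a mean of at least 50 counts changed 2-fold. This test recovered 44% of them for Rab30KO against Rab30 Ctrl and 58.5% for Rab30 L-/- against ff;ff. It recovered 69% for Cpt2 L-/- against ff;ff, 69% for DKO against ff;ff and 80% for DKO against Cpt2 L-/-. In the same order it called 11, 10, 9, 5 and 5 unchanged genes. For DKO against Cpt2 L-/-, DESeq2's Wald test recovered 87.5% and called 20 unchanged genes. Recovery among genes of lower count was not measured. The choice of test moved the number of genes past these thresholds more than the normalization did.

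The targeted genes were read first. In CPM, Rab30 lay between 5.39 and 17.4 in the 4 libraries labelled Rab30KO and between 6.64 and 30.1 in those labelled Rab30 Ctrl. It lay between 10.4 and 26.6 in the libraries labelled Rab30 L-/- and between 25.9 and 44.6 in those labelled ff;ff. In the libraries labelled Cpt2 L-/- and DKO it lay between 122 and 188.5 and between 101 and 231. The log2 fold change of Rab30 was -0.34 (standard error 0.51, adjusted p = 1.00, edgeR) for Rab30KO against Rab30 Ctrl, and 0.35 when the library WT951 was left out. It was -1.10 (standard error 0.29, adjusted p = 0.174, edgeR) for Rab30 L-/- against ff;ff, where DESeq2's Wald test gave an adjusted p of 0.0155 and the alternatives ranged from 0.0155 to 0.277. It was 2.13 (standard error 0.28, adjusted p = 5.5e-04, edgeR) for DKO against ff;ff. For DKO against Cpt2 L-/- it was 0.15 (standard error 0.24, adjusted p = 0.763, edgeR), and -0.09 when the library DKO247 was left out. The count of Rab30 thus does not follow the labels. The deleted exon 4 makes up little of the Rab30 transcript, so a count over the whole gene carries little of the deletion, and the genotypes are used here as the labels give them. For Cpt2 the libraries labelled DKO lay between 96.1 and 120.0 CPM, and the log2 fold change was -0.34 (standard error 0.13, adjusted p = 0.0911, edgeR) against ff;ff. In the libraries labelled Rab30 L-/-, where Cpt2 is not targeted, Cpt2 lay between 170 and 268 CPM, a log2 fold change of 0.73 (standard error 0.15, adjusted p = 0.0772, edgeR) against ff;ff. In the libraries labelled Rab30KO and Rab30 Ctrl Cpt2 lay between 87.8 and 174 CPM and between 158 and 205 CPM. The ff;ff mice carry floxed Cpt2, which is not described for the Rab30 L-/- mice. Their comparison therefore differs at the Cpt2 gene as well as in Rab30.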

First, we were concerned that loss of Rab30 might influence the expression of other Rab proteins. Second, we predicted that if Rab30 was involved in intracellular membrane trafficking from the Golgi, then we would see a buildup of secreted proteins in the livers of Rab30 knockout mice.

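Principal components were computed over the 24 libraries from the 500 most variable genes, after DESeq2's variance-stabilizing transformation without regard to genotype. The first component (PC1) held 51.1% of the variance and the second 12.6%. The 8 libraries labelled Cpt2 L-/- and DKO lay on one side of PC1 and the 16 labelled Rab30 Ctrl, Rab30KO, ff;ff and Rab30 L-/- on the other. The empty stretch between the sides was 41.6% of the range of PC1, against a mean SD within genotypes of 5.52% of that range. Over all genes kept by the filter in place of 500, PC1 held 38.9% and the empty stretch was 34.5%. Without the library DKO233 it was 48.9%, and without KO3 47.3%. The share of the variance over all genes that lay between 2 genotypes was compared with that of each of the 35 splits of their 8 libraries by a one-sided exact permutation test, in which 4 livers against 4 allow no p under 0.0286. Between libraries labelled Cpt2 L-/- and ff;ff the share was 58.1% and between DKO and ff;ff 46.7% (exact permutation test, p = 0.0286 for each). Between DKO and Cpt2 L-/- it was 33.2% and between Rab30 L-/- and ff;ff 24.5% (exact permutation test, p = 0.0286 for each). The p of the latter rose to 0.0571 in the exact permutation test when ffff238, ffff240 or ffff242 was left out. Between Rab30KO and Rab30 Ctrl the share was 13.4%, no more than other splits gave (exact permutation test, p = 0.457). For DKO against ff;ff 2157 of 13389 genes were past the thresholds, 1054 higher and 1103 lower. Named as for Supplementary Fig. 1a, the largest changes were the rises of Rbm24, at least 33.9-fold higher, Nrg1 (log2 fold change 5.88) and Psat1 (log2 fold change 5.85), and the falls of Fam107a (-5.46), Acmsd (-4.57) and Tff3 (-3.98). Nrg1 was at least 34.7-fold higher without ffff238. Without ffff242 the log2 fold change of Acmsd was -3.79 and that of Fam107a -3.95. Fam107a was at -6.47 without DKO247, and it was no longer called without DKO232, DKO233, DKO943 or ffff240 (adjusted p from 0.0512 to 0.0859, edgeR). Tff3 was no longer called without DKO247, where its log2 fold change was -3.77 (adjusted p = 0.0561, edgeR).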

Global analysis of the liver transcriptome by principle component analysis of normalized transcript levels revealed that the Rab30^L−/−^ and Rab30KO clustered together with Rab30;Cpt2 floxed (ff;ff) and Rab30KO littermate controls (Rab30 Ctrl), while Cpt2^L−/−^ and Rab30;Cpt2 DKO animals clustered together but apart from the single knockouts (Fig. 4a). These data are consistent with liver proteomic data that largely shows gene specific clustering (Fig. 4b). As we expected, these data suggest that loss of Rab30 does not drastically affect the fasted liver transcriptome.

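The genes that passed the thresholds in the comparisons of Rab30 loss were counted as labelled. At an unadjusted p under 0.05 with at least a 1.2-fold change 302 genes differed between Rab30KO and Rab30 Ctrl, 121 higher and 181 lower. Past the thresholds were 3 of 13656 genes, all higher. Among these were Eif3j2 and the pseudogene Gm3650 next to it on chromosome 18. Gm3650 lies outside the rule for naming genes and was named after its values were seen. Eif3j2 (chromosome 18 from 43475418 to 43477796) was at 16.1 ± 4.63 CPM (SD, n = 4) in Rab30KO and 3.42 ± 1.08 CPM (SD, n = 4) in Rab30 Ctrl, a log2 fold change of 2.24 (standard error 0.29, adjusted p = 0.0314, edgeR). It was no longer past the threshold in any of the 8 fits that each left out a library, with an adjusted p from 0.0517 to 0.218. Gm3650 was at 2.17 ± 0.824 CPM in Rab30KO and 0.0451 ± 0.0311 CPM in Rab30 Ctrl (SD, n = 4 each). The whole count fell to 0 without KO1, WT951 or WT952, to 1 without KO3, KO4 or WT281, and was 10 with DESeq2's Wald test.

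For Rab30 L-/- against ff;ff 64 of 13367 genes passed, 40 higher and 24 lower. DESeq2's Wald test called 298 genes, and leaving out a library gave from 23 (without Rab30cff980) to 93 genes, with 35 without Rab30cff978 and 37 without ffff240. Pseudogenes were 20.3% of the 64 and 3.98% of the genes tested. Chosen by the same criteria, the largest falls were those of Pttg1 (log2 fold change -3.42, standard error 0.29, adjusted p = 2.4e-04, edgeR), Obp2a (-3.13) and Btnl9 (-2.33). The largest rises were those of Mndal, at least 24.7-fold higher, Rpl34 (log2 fold change 4.39, standard error 0.25, adjusted p = 7.7e-06, edgeR) and Rarres1 (4.00). Dab1, on chromosome 4 within 5 Mb of Cpt2, was at least 6.11-fold higher. It was also low in Cpt2 L-/- (0.128 to 0.562 CPM) and DKO (0.0469 to 0.194 CPM), the other groups with floxed Cpt2. In Rab30 Ctrl it was at 0.812 to 2.53 CPM and in Rab30KO at 0.165 to 1.06 CPM. For Dab1, a difference at floxed Cpt2 between Rab30 L-/- and ff;ff was thus not separated from Rab30 loss. Rpl34 has near-identical pseudogenes between which reads can be split. Pttg1, Obp2a and Rpl34 also fell into separate levels among the libraries of the Rab30KO mice and their littermates. Mndal was nearly absent from ff;ff and from DKO apart from DKO943. It was at 3.59 CPM or more in every library of the other groups, Rab30 Ctrl among them. Its rise here was thus not separated from a background shared by the ff;ff and DKO mice. Leaving out a library lost the call of Rarres1 in 7 of 8 fits, all but the one without Rab30cff979 (adjusted p from 0.0542 to 0.152, edgeR). Btnl9 lost its call without Rab30cff741, Rab30cff979, Rab30cff980, ffff238, ffff240 or ffff242 (adjusted p from 0.0553 to 0.119, edgeR). Obp2a lost its call without Rab30cff978, Rab30cff979, Rab30cff980, ffff238 or ffff248 (adjusted p from 0.0565 to 0.0876, edgeR). A fit over all 24 libraries also did not call Obp2a and Btnl9.

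For DKO against Cpt2 L-/- 360 of 13306 genes passed, 183 higher and 177 lower. DESeq2's Wald test called 1032 and limma-voom with sample quality weights 1535, while leaving out a library gave from 57 (without Cpt2802) to 445. The count was 98 without DKO233, 117 without Cpt2166, 143 without Cpt2801, 188 without DKO232 and 229 without Cpt2164. The largest rises were those of C1s2, at least 23.7-fold higher, Corin (log2 fold change 3.54, standard error 0.20, adjusted p = 2.3e-06, edgeR) and Obp2a (3.14). The largest falls were those of Rpl34 (-5.35), Mug2 (-2.99) and Raet1d (-2.75). Mug2 stood apart in DKO247, without which its log2 fold change was -3.92, and its call was lost in the other 7 fits that each left out a library (adjusted p from 0.0787 to 0.122, edgeR). Without DKO943 the log2 fold change of Raet1d was -3.73, and without Cpt2801 that of Obp2a was 4.08. The call of Raet1d was lost without DKO232, DKO233 or any of the libraries labelled Cpt2 L-/- (adjusted p from 0.0669 to 0.116, edgeR). That of Obp2a was lost without DKO232, DKO233, DKO943, Cpt2164, Cpt2166 or Cpt2802 (adjusted p from 0.0627 to 0.145, edgeR). C1s2, Corin, Obp2a, Rpl34 and Raet1d also fell into separate levels among the Rab30KO and Rab30 Ctrl libraries. Echdc2, on chromosome 4 within 5 Mb of Cpt2, had a log2 fold change of -0.47 and lost its call in each of the 8 such fits (adjusted p from 0.0547 to 0.145, edgeR). In a fit over all 24 libraries, which gave 114 genes, none of C1s2, Corin, Obp2a, Mug2, Raet1d and Echdc2 was called. Past the thresholds with the same sign in at least 2 of these 3 comparisons were 0 genes, where matched random draws gave 0.683 on average, and 154 without adjustment of p. This count was 8 with DESeq2's Wald test, 10 with limma-voom, 4 without DKO247 and 1 without KO2 or DKO943.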

**Fig. 4:**
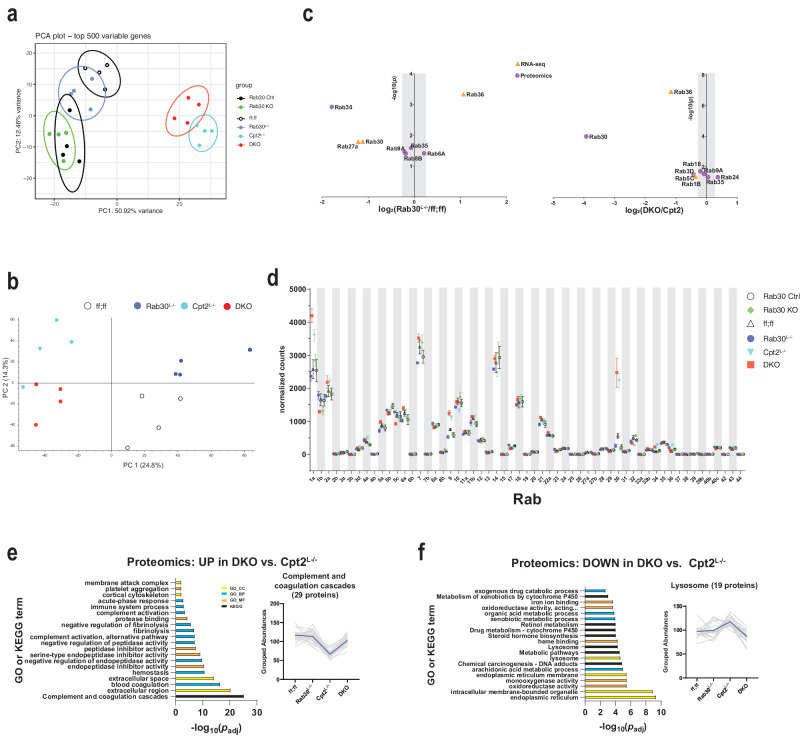
RNA-seq and proteomics analysis of 24 h fasted livers. **a** Principal component analysis of RNA-seq on 24 h fasted livers from Rab30;Cpt2 floxed (ff;ff), Rab30KO littermate controls (Ctrl), Rab30^L−/−^, Cpt2^L−/−^, DKO, and Rab30KO male mice (*n* = 4/genotype). **b** Principal component analysis of proteomics on 24 h fasted livers from Rab30;Cpt2 floxed (ff;ff), Rab30^L−/−^ (Rab30), Cpt2^L−/−^, and DKO mice (*n* = 4/genotype). **c** Volcano plot of significantly differentially expressed Rabs between Rab30^L−/−^ and control (ff;ff) or DKO and Cpt2^L-/−^ 24 h fasted livers in the RNA-seq (orange triangle) and proteomics (purple circle) datasets. Points outside of the gray bar represents a fold-change of at least 1.2. **d** Normalized read counts of Rab family members in RNA-seq of 24 h fasted livers. Values are the average of 4 samples/genotype ± SEM. Gene ontology and KEGG pathway analysis of proteomics comparing up- (**e**) and down- (**f**) regulated pathways in the DKO vs. Cpt2^L−/−^. Proteins with fold-change of at least 1.2 and *p* < 0.05 were submitted for pathway analysis to the DAVID functional annotation tool. Significantly enriched pathway terms are ranked against the Benjamini-adjusted *p*-value generated by the DAVID functional annotation tool. Top 20 terms by *p*_adj_ are presented. Colors represent pathway class as denoted in the legend. Normalized and scaled abundances vs. genotype plots depict the traces of all identified proteins within the given pathway, with the black line indicating the average grouped abundance of the proteins. For (**e**) mmu04610:Complement and coagulation cascades. For **f** GO:0005764~lysosome. *p*-values for pathway analysis and source data for relevant panels are provided in the Source Data file.

We directly investigated the transcriptomics and proteomics data set for differentially expressed Rab family members (Fig. 4c, d, Supplementary Fig. 5a). There were no significantly changed Rabs in the transcriptomics dataset when comparing Rab30KO livers to littermate control livers. 

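Of the 57 Rab genes of Fig. 4d, 43 other than Rab30 had enough counts to be tested between the libraries labelled Rab30KO and Rab30 Ctrl. None passed, with 0 past the thresholds over all genes tested and 0 when p was adjusted over the list alone. At an unadjusted p under 0.05 with at least a 1.2-fold change there was 1, Rab32, whose log2 fold change was 0.39 (standard error 0.15, adjusted p = 1.00, edgeR). The median size of the log2 fold change over the Rabs was 0.14, and they ran from -0.50 to 0.72. In the figure's terms, 10 of the 43 differed by at least 1.2-fold, none of them by more than the spread between livers allows after adjustment. Each of the 8 fits that left out a library also gave 0.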

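Rab36 (ENSMUSG00000020175, chromosome 10 of GRCm38 from 75037058 to 75054748) was the only one of 40 Rab genes other than Rab30 past the thresholds between the libraries labelled Rab30 L-/- and ff;ff, and the only one of 40 between DKO and Cpt2 L-/-. It was at 13.4 ± 2.62 CPM in Rab30 L-/- and 6.30 ± 0.871 CPM in ff;ff (SD, n = 4 each), a log2 fold change of 1.08 (standard error 0.20, adjusted p = 0.0402, edgeR). That call was lost in 7 of the 8 fits that each left out a library (adjusted p from 0.0603 to 0.134, edgeR), the exception being the one without Rab30cff978, while the log2 fold change stayed between 0.99 and 1.21. Rab36 went the opposite way between DKO, at 8.34 ± 1.29 CPM, and Cpt2 L-/-, at 18.8 ± 2.87 CPM (SD, n = 4 each), with a log2 fold change of -1.16 (standard error 0.16, adjusted p = 0.00508, edgeR). The difference between these 2 changes was itself tested, as an interaction over the 16 libraries, and was -2.24 (standard error 0.26, adjusted p = 5.9e-05, edgeR). The labels call the ff;ff mice littermates of the DKO mice, and this difference was not separated from a background that these 2 groups share by litter. Rab27a was lower in Rab30 L-/-, at 1.93 ± 0.632 CPM against 4.37 ± 0.955 CPM (SD, n = 4 each), and did not pass (log2 fold change -1.20, standard error 0.31, adjusted p = 0.152, edgeR). Rab5c (log2 fold change -0.38, adjusted p = 0.0847, edgeR) and Rab1b (-0.36, adjusted p = 0.0992, edgeR) were lower in every DKO library than in every Cpt2 L-/- library and did not pass either. DESeq2's Wald test called Rab27a between Rab30 L-/- and ff;ff, and Rab5c and Rab1b between DKO and Cpt2 L-/-, and limma-voom called Rab27a and Rab5c. The count of Rabs between Rab30 L-/- and ff;ff fell to 0 when at least 10 counts in every library were required. With p adjusted over the list alone, 2 Rabs passed between Rab30 L-/- and ff;ff, Rab27a and Rab36, and 1 between DKO and Cpt2 L-/-. At an unadjusted p there were 4 (Rab17, Rab27a, Rab36 and Rab9) and 5 (Rab1b, Rab34, Rab36, Rab40c and Rab5c). A change of at least 1.2-fold in either direction was seen for 10 of the 40 Rabs in the first comparison and 12 of the 40 in the second, with medians of 0.17 and 0.19 for the size of the log2 fold change.

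**Figure D1:**
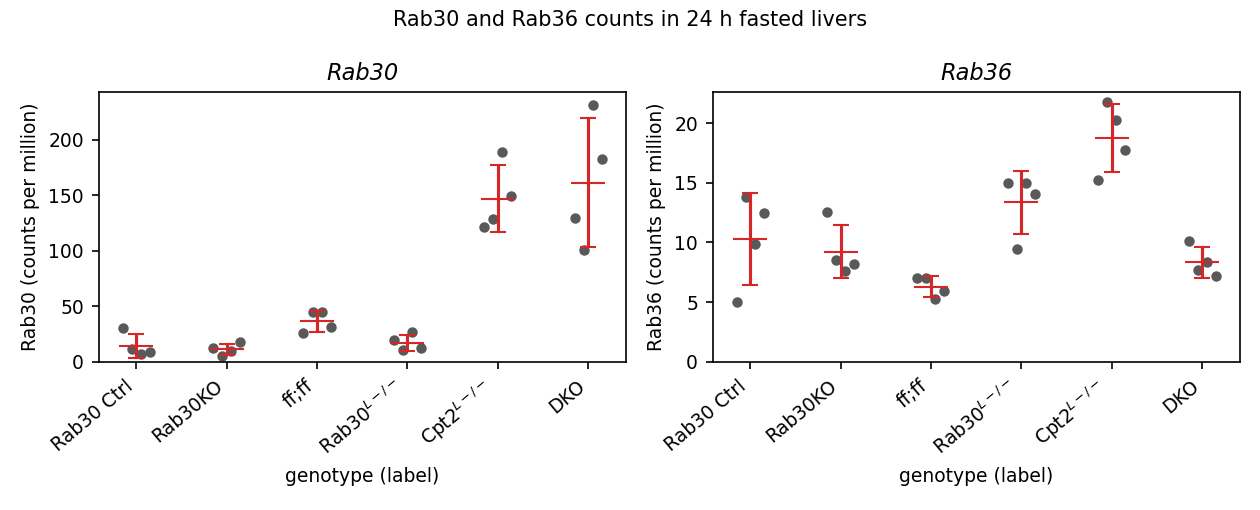
TMM-normalized counts scaled to library size (CPM) of Rab30 (left) and Rab36 (right) in 24 h fasted livers, by the genotype in the labels. Each point is 1 of 4 livers, with the red line and bars giving the mean and SD. The Rab36 points of Rab30 L-/- (9.48 to 15.0), Cpt2 L-/- (15.2 to 21.8) and DKO (7.18 to 10.1) lie above those of ff;ff (5.23 to 7.04). Rab36 did not pass between DKO and ff;ff (adjusted p = 0.207, edgeR).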

When comparing Rab30^L−/−^ to control (ff;ff) livers or DKO to Cpt2^L−/−^ livers, we find a few changes in Rab mRNA and protein abundances; most were not greater than 1.2 fold-change (Fig. 4c, d, Supplementary Fig. 5a). In summary, loss of Rab30 does not appear to significantly alter the expression of other Rab family members in the liver. These data suggest that, at least at the expression level, the loss of Rab30 does not result in compensatory changes in other Rab family members; however, we do not know if loss of Rab30 affects their functions independently of expression level.

We then used the DAVID Bioinformatics Database^34,35^ to perform pathway analysis of up- and down-regulated proteins from our proteomic dataset. When comparing Rab30^L−/−^ mice to control mice, we found no significantly enriched pathway terms upregulated in the liver knockouts. However, when comparing DKO mice to Cpt2^L−/−^ mice, we find that there are pathway terms associated with hepatic secreted proteins upregulated in the fasted DKO livers (Fig. 4e). The GO cellular component term “GO:0005576~extracellular region” was the second-most enriched term by *p-*value and was comprised of 82 proteins. The KEGG term “mmu04610:Complement and coagulation cascades” was the most enriched by *p-*value and contained 29 proteins. This pathway is not significantly enriched on the transcriptomic level when comparing Cpt2^L−/−^ to DKO (Supplementary Fig. 5b), indicating that the difference is not transcriptional in nature and possibly points to a defect in protein secretion and/or turnover. Furthermore, this term was also strongly downregulated on transcriptional levels in both the Cpt2^L−/−^ and DKO fasted livers when compared to control animals; while this downregulation is upheld on the proteomic level for Cpt2^L−/−^ mice, the loss of Rab30 in the DKO brings the protein abundances to about wildtype levels (Fig. 4e, trace of grouped abundances, and Supplementary Fig. 5c).

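The 29 proteins the paper lists for this term were matched to 28 genes, of which 26 were tested between the libraries labelled DKO and Cpt2 L-/-. Their median log2 fold change was 0.14, from -0.57 for C7 to 1.11 for Serpind1, with 18 higher and 8 lower. Past the thresholds were 0, and 2 of the 26 had no overlap between the groups, where chance gives 2.86%. As a set they did not differ from other genes by camera with a preset correlation of 0.01 (p = 0.0715), with an estimated correlation (p = 0.496) or by fry (p = 0.314). The median was higher than that of 89.75% of random lists matched on expression. Camera called the set when at least 10 counts were required in every library (median 0.15), without DKO247 (median 0.19) and without Cpt2801 (median 0.22). Over all 8 fits that each left out a library the median stayed between 0.08 and 0.22. C4bp, the Serpina1 genes and the kininogens Kng1 and Kng2 have close paralogs, between which the authors' counting could have split reads. The proteins of this term come from those the paper selected for being higher in DKO than in Cpt2 L-/-, so that selection sets the direction of the proteins, and not that of the RNA counts. From a rise in these proteins without enrichment of the pathway in RNA, the paper reasons that the difference is not transcriptional and proposes a defect in secretion or turnover of the proteins.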

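Between the libraries labelled Cpt2 L-/- and ff;ff all 26 genes of this list that were tested were lower, with a median log2 fold change of -1.26, and 22 of them were past the thresholds. Camera gave p = 2.9e-16, an estimated correlation between genes p = 0.00865 and fry p = 1.2e-05. With a library left out the median stayed between -1.38 and -1.20. Between DKO and ff;ff 25 of the 26 were lower, with a median of -1.31, and 21 were past the thresholds, with p = 1.4e-17 by camera, p = 0.0144 with an estimated correlation and p = 5.5e-05 by fry. There the median stayed between -1.32 and -1.16 with a library left out. No list of 2000 drawn at random and matched on expression had a lower median in either comparison.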

In terms of downregulated proteins, we find that proteins with pathway terms associated with the endoplasmic reticulum, intracellular membrane bounded organelle, and lysosome were significantly enriched in DKO animals compared to Cpt2^L−/−^ (Fig. 4f). Specifically, the abundances of lysosomal resident or lysosomal-interacting proteins with the GO term “GO:0005764~lysosome” such as Lamp2, Syt11, Lipa, and Ctsf are decreased in DKO livers. Taken together, these data possibly indicate a disruption of trafficking from the Golgi with the loss of Rab30. We rationalize that we only observe this phenotype in the DKO livers because the demand for lipid and protein recycling for energetic substrates is exacerbated in hepatocytes that cannot generate ATP from lipids or rid the liver of excess fat through of β-oxidation, and perhaps there is increased demand of lysosomal degradation of proteins and lipid stores in the absence of Rab30-dependent membrane trafficking. In livers that are able to oxidize fats, the loss of Rab30 may be minimized due to increased metabolism or compensated by other mechanisms that maintain protein flux through the Golgi.

### Rab30 influences circulating triglyceride and cholesterol

We next questioned if the defect in Golgi and endolysosomal trafficking of proteins could also relate to a role for Rab30 the mobilization of lipids in the liver in a Pparα-dependent manner. Therefore, we investigated if loss of Rab30 impacted lipid homeostasis in the liver and the serum of fasted mice. At the tissue level, the Cpt2^L−/−^ and DKO livers are quantifiably larger and visibly paler than the control and Rab30^L−/−^ livers (Fig. 5a, b). The basis for the dramatic increase in liver:body weight ratios after a fast in the Cpt2^L−/−^ and DKO mice is predominantly due to fasting-induced hepatic lipid accumulation, as evidenced by the following rationale. First, there are no differences in liver:body weight ratios between knockouts and their controls in the fed state male mice (Supplementary Fig. 3e), and is consistent with previous observations described by our lab when initially characterizing Cpt2^L−/−^ mice^18^. Next, examination of H&E stained sections of fed livers from control, Rab30^L−/−^, Cpt2^L−/−^, and DKO mice revealed no differences between genotypes (Supplementary Fig. 3f), while the fasting state histology showed that the Cpt2^L−/−^ and DKO sections were comprised of cells that appeared to be swollen and lipid laden compared to the control and Rab30^L−/−^ sections (Fig. 5c). BODIPY (Fig. 5c) and Oil Red O (Supplementary Fig. 3g) staining of fasted liver sections further indicate hepatic lipid accumulation in the DKO and Cpt2^L−/−^ mice. The fasted state BODIPY 493/503 stained liver sections of the Rab30^L−/−^ and control livers look overtly similar, while, as expected, both Cpt2^L−/−^ and DKO livers contained cells bloated with lipids (Fig. 5c). Furthermore, as observed in BODIPY 493/503 staining of lipid droplets in fasted liver tissue (Fig. 5c), fasting induced significantly more lipid droplet accumulation in the liver with the loss of hepatic zonation in the periportal region in the Cpt2^L−/−^ and DKO mice as compared to control or Rab30^L−/−^ mice due to the imbalance of the inability to oxidize fatty acids with loss of Cpt2 and the influx of lipids. Oil Red O staining of the liver sections show similar results to the BODIPY stained liver sections (Supplementary Fig. 3g). Finally, while there is no difference in liver triglycerides between Rab30KO and Rab30^L−/−^ and their respective controls, both the Cpt2^L−/−^ and DKO livers exhibit increased hepatic triglycerides (Fig. 5d). Overall, as the hepatic triglyceride content is driven by Cpt2^L−/−^ and not compounded by the loss of Rab30, we conclude that loss of Rab30 does not affect total hepatic triglyceride stores.

**Fig. 5:**
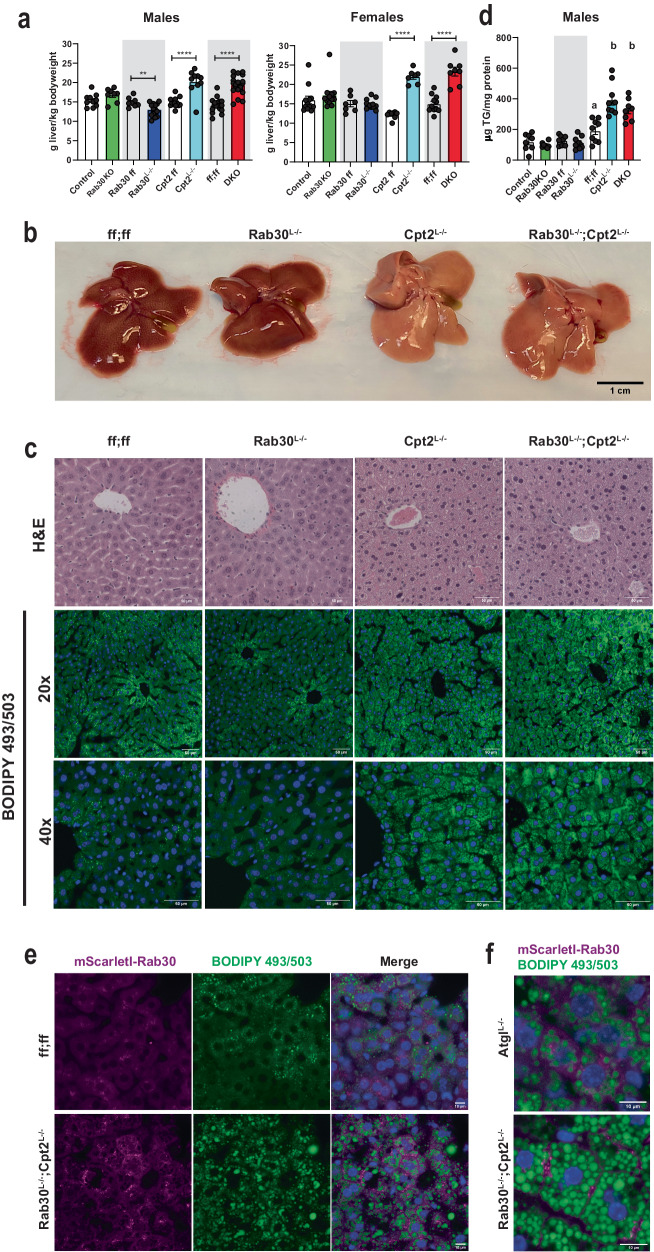
Loss of Rab30 does not influence hepatic triglyceride content. **a** Wet liver weights (large left lobe) normalized to body weight of fasted male and female mice. Data are represented as average ±SEM. Asterisks denote significance between knockouts and their littermate controls (Control, Rab30 ff, Cpt2 ff, and ff;ff for Rab30KO, Rab30^L−/−^_,_ Cpt2^L−/−^, and DKO, respectively) by two-tailed *t*-test: *p < 0.05; **p < 0.01; ***p < 0.001, ****p < 0.0001. **b** 24 h fasted livers of control, Rab30^L−/−^, Cpt2^L−/−^, and Rab30;Cpt2 DKO female mice. **c** 24 h fasted histology of H&E and BODIPY 493**/**503 stained livers from control, Rab30KO, Cpt2^L−/−^, and Rab30;Cpt2 DKO male mice. Scale bar represents 50 µm. Blue in the BODIPY 493/503 images is Hoechst 33342 nuclear stain. Both experiments were performed in 2 mice per genotype. **d** Hepatic triglyceride levels in 24 h fasted male mice livers. Controls are Ctrl (*n* = 8) for Rab30KO (*n* = 8), ff (*n* = 8) for Rab30^L−/−^ (*n* = 9), and ff;ff (*n* = 9) for Cpt2^L−/−^ (*n* = 9) and DKO (*n* = 8) controls. Data are represented at average ± SEM. Significance was determined by two-tailed unpaired *t*-test for Ctrl vs Rab30KO (*p* = 0.32) and ff vs Rab30^L−/−^ (*p* = 0.42). Significant differences between ff;ff, Cpt2^L−/−^, and DKO were determined by one-way ANOVA; letters indicate significance groups after Tukey’s multiple comparisons test. **e** BODIPY 493/503 stained 24 h fasted livers from Rab30;Cpt2 floxed (ff;ff) and DKO females expressing mScarletI-Rab30 in hepatocytes by adenoassociated virus. Blue in merge is Hoechst 33342 nuclear stain. Scale bar represents 10 µm. Experiments were performed in 2 mice per genotype. **f** Comparison of mScarletI-Rab30 localization in 24 h fasted Atgl^L−/−^ and DKO female livers stained with BODIPY 493/503. Experiment was performed in 1 Atgl^L−/−^ female and 2 DKO females. If not reported in the legend, all n, *p*-values, ANOVA tables, and source data for relevant panels are provided in the Source Data file.

While Rab30 is clearly enriched near the Golgi in both cultured hepatocytes and wildtype fasted livers (Fig. 2a–d) and despite the fact that hepatic triglyceride content is not altered with the loss of Rab30, we questioned if Rab30 would be driven to localize with lipid droplets in livers lacking Cpt2 in a Pparα-dependent manner. We therefore expressed mScarletI-Rab30 by AAV8 in wildtype and DKO mice and stained their livers after a 24 h fast with BODIPY 493/503 to mark lipid droplets (Fig. 5e). As previously observed in Fig. 2d, Rab30 signal is observed to be polarized from the center of the cell throughout the cytoplasm in control fasted livers and does not co-localize with the modest accumulation of lipid droplets. In the lipid-laden DKO livers that exhibit potentiated Pparα transcriptional activity, Rab30 signal does not co-localize with lipid droplets as we initially wondered, but instead appears to be enriched at the cell periphery. This plasma-membrane localization is consistent with our TurboID-Rab30 data (Fig. 2), as we identified plasma membrane receptors and transporters to be interactors with Rab30 in the mouse liver. Interestingly, when we expressed mScarletI-Rab30 in Atgl^L−/−^ livers, which also present a fasting-induced fatty liver but not Pparα induction, we do not find Rab30 to be enriched at the cell periphery (Fig. 5f).

While further experimentation is required to elucidate the mechanism behind the enrichment of Rab30 at the cell periphery only in mice lacking the ability to perform mitochondrial β-oxidation but not triglyceride hydrolysis, these results could imply an increased demand for lipid excursion in a Pparα-dependent manner in fasted livers that is exacerbated in the absence of β-oxidation and that Rab30 acts as part of this lipid disposal pathway. In fact, we have previously shown that Cpt2^L−/−^ mice but not Atgl^L−/−^ exhibit fasting-induced serum dyslipidemia^20^. We therefore asked if loss of Rab30 has an effect on circulating lipids. We quantified triglycerides, non-esterified fatty acids, cholesterol, and β-hydroxybutyrate in the serum from Rab30KO, Rab30^L−/−^, Cpt2^L−/−^, and DKO male mice compared to their controls. Rab30KO animals show a fasting-induced decrease serum triglycerides compared to littermates (Ctrl) (Fig. 6a). However, when comparing the Rab30^L−/−^ to their controls (ff), there are no significant differences in the serum metabolites measured (Fig. 6b), indicating that the loss of Rab30 alone in the liver is not sufficient to influence fasting serum triglyceride levels, and that the decrease observed in the whole-body knockout is due to a cumulative effect of several contributing tissues. We next quantified these lipid species in Rab30;Cpt2 floxed (ff;ff), Cpt2^L−/−^, and DKO serum (Fig. 6c). Fasting ketone bodies were significantly decreased in the DKO and Cpt2^L−/−^ as expected due to the suppression of ketogenesis in mice lacking hepatic Cpt2. As previously published, Cpt2^L−/−^ mice have increased serum triglycerides and cholesterol levels^18^. Interestingly, the loss of Rab30 on the Cpt2^L−/−^ background reverses the increased triglycerides and cholesterol levels back to control. Additionally, the DKO animals have increased NEFA compared to control and Cpt2^L−/−^. These differences are not observed in the fed state. By using the genetic background of Cpt2^L−/−^ mice that exhibit a high induction of Rab30 upon fasting, we have discovered that hepatic Rab30 expression contributes to serum lipid levels during fasting.

**Fig. 6:**
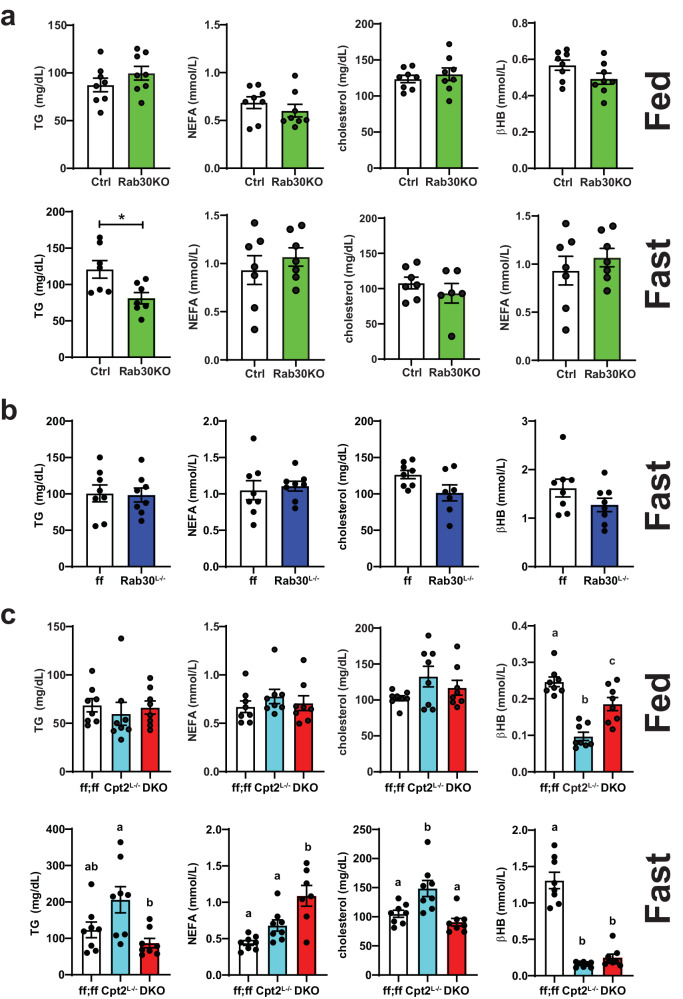
Loss of Rab30 influences fasting circulating triglyceride and cholesterol and suppresses dyslipidemia in fatty acid oxidation deficiency. **a** Fed and fasting triglyceride (TG), nonesterified fatty acid (NEFA), cholesterol, and β-hydroxybutyrate (βHB) levels in the serum of male Rab30KO and littermate control (Ctrl) mice. Fed, *n* = 8/genotype. Fast, *n* = 7/genotype, except *n* = 6 Rab30KO for cholesterol. **b** Fasting TG, NEFA, cholesterol, and βHB levels in the serum of male Rab30^L−/−^ and control (ff) mice. *n* = 8/genotype, except *n* = 7 Rab30^L−/−^ for cholesterol. **c** Fed and fasting TG, NEFA, cholesterol, and βHB levels in the serum of male Cpt2^L−/−^, DKO, and control (ff;ff) mice. *n* = 8 for all genotypes across both states, except *n* = 7 DKO for cholesterol. In all panels, data are represented as average ±SEM. Significant differences (*p*-value < 0.05) were determined by two-tailed unpaired *t*-test in a and b and by Tukey’s multiple comparison’s test following one-way ANOVA in **c**. *p < 0.05; shared letters indicate same significance level. *p*-values, ANOVA tables, and source data for relevant panels are provided in the Source Data file.

### Loss of Rab30 impacts circulating ApoA4 abundance

As Rab30 does not localize to lipid droplets, it is not likely that Rab30 is influencing serum triglyceride levels through turnover of lipid droplets by direct interaction. Additionally, our proteomics data reveals that loss of Rab30 causes a retention of secreted proteins in the liver, indicating a potential transport defect. We therefore analyzed the serum proteome by separating serum-derived proteins on an SDS-PAGE gel and staining for total protein by Coomassie to see if we could identify secreted regulators of lipid metabolism influenced by loss of Rab30 (Fig. 7a). Overall, the banding pattern amongst genotypes appeared to be similar at the sensitivity afforded by this assay. However, we were intrigued to find that one ~45 kDa protein in particular was highly abundant in the Cpt2^L−/−^ serum and appeared to be suppressed in the DKO serum (band ‘A’), as well as further decreased in the control and Rab30^L−/−^ animals. We excised this band, as well as the ~25 kDa protein labeled ‘B’, which appears consistent amongst the genotypes. We identified these bands by mass spectrometry as ApoA4 (band ‘A’) and ApoA1 (band ‘B’). We then visualized ApoA4 levels in the serum of fasted control, Rab30^L−/−^, Cpt2^L−/−^, and DKO males and females by western blot (Fig. 7b, c, Supplementary Fig. 6a–d). The loss of Rab30 in the DKO suppresses the increase in the ApoA4 levels observed in the Cpt2^L−/−^ serum.

**Fig. 7:**
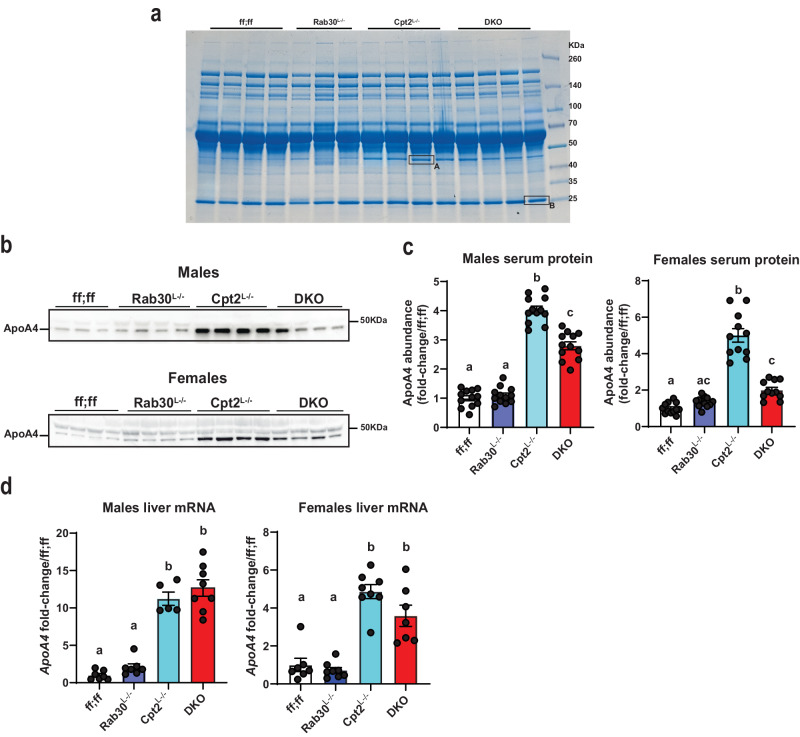
Loss of Rab30 impacts circulating ApoA4 abundance. **a** Coomassie stained gel for total protein in the serum (0.5 μl/lane) of fasted male mice. *n* = 4 mice for ff;ff, Cpt2^L−/−^, and DKO, while *n* = 3 mice for Rab30^L−/−^. Bands A and B were excised for mass spectrometry analysis. **b** Representative ApoA4 immunoblot in the serum (1 μl/lane) of 24 h fasted ff;ff, Rab30^L−/−^, Cpt2^L−/−^, and DKO males and females. **c** Left, quantification of ApoA4 band intensity in serum of 24 h fasted males (*n* = 12 males/genotype); Right, quantification of ApoA4 band intensity in serum of 24 h fasted females (*n* = 12 females for ff;ff and Rab30^L−/−^, and *n* = 11 females for Cpt2^L−/−^ and DKO). See Supplementary Fig. 6a–d for associated western blot for the quantitation. **d** Left, qRT-PCR of *ApoA4* mRNA in 24 h fasted livers of males (*n* = 7 for ff;ff and Rab30^L−/−^, 5 for Cpt2^L−/−^, and 8 for DKO); Right, qRT-PCR of *ApoA4* mRNA in 24 h fasted livers of females (*n* = 7 for ff;ff and DKO and 8 for Rab30^L−/−^ and Cpt2^L−/−^). Letters indicate significance groups by Tukey’s multiple comparisons test following one-way ANOVA. ANOVA tables and source data for relevant panels are provided as a Source Data file.

We investigated the expression of ApoA4 and other apolipoproteins in the livers of fasted mice. We performed qRT-PCR from fasted male livers for *ApoE*, *ApoB*, and a gene cluster of apolipoproteins conserved in mice and humans involving *ApoA1, ApoC3, ApoA4*, and *ApoA5* (Fig. 7d, Supplementary Fig. 6e). *ApoB*, *ApoA1, ApoC3*, and *ApoA5* mRNA varied little by genotype in males, while *ApoE* was suppressed ~40% in Cpt2^L−/−^ and DKO livers. However, *ApoA4* was the most highly regulated of the surveyed apolipoproteins and was significantly induced in the livers of both sexes of Cpt2^L−/−^ and DKO animals (Fig. 7c, d). In agreement with the qRT-PCR data, transcriptomics data, and proteomics data, we observe the upregulation of hepatic ApoA4 in the Cpt2^L−/−^ and DKO fasted male livers by western blot (Supplementary Fig. 6f, g). 

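In the transcriptomics data Apoa4 (ENSMUSG00000032080, chromosome 9 of GRCm38 from 46240696 to 46243459) was at 7891 ± 1064 CPM in the libraries labelled Cpt2 L-/-, 5816 ± 1595 CPM in DKO and 996 ± 676 CPM in ff;ff (SD, n = 4 each). The log2 fold change against ff;ff was 2.97 in Cpt2 L-/- (standard error 0.48, adjusted p = 0.00145, edgeR) and 2.53 in DKO (standard error 0.49, adjusted p = 0.00699, edgeR), and every library of both was above every ff;ff library. Leaving out each library in turn kept these between 2.69 and 3.41 and between 2.26 and 2.97. Without a filter on low counts the adjusted p for DKO was 0.0523, the highest of the alternatives, which began at 3.2e-05. Between DKO and Cpt2 L-/- the log2 fold change was -0.43 (standard error 0.19, adjusted p = 0.214, edgeR), and the libraries of these groups overlapped. The unadjusted p was 0.0423 (edgeR), so this change failed to pass only after adjustment. Of the alternatives that adjust p, limma-voom alone called it, with an adjusted p of 0.0311 in a range up to 0.719.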

While ApoA4 is synthesized by the intestine and liver, hepatic expression of ApoA4 is hypothesized to decrease lipid burden of the liver by promoting excursion during fasting^40,41^. Therefore, these data indicate that ApoA4 could be playing a significant role in lipid turnover in the hepatocyte under the pathophysiological conditions of the Cpt2^L−/−^ livers and its efficient trafficking requires Rab30 induction.

## Discussion

Hepatocytes are among the most suitable cell types in which to study the intersection between metabolism and cell biology due to their requirements for a flexible metabolic capacity and efficient intracellular trafficking system. Here, we sought to define the role of Rab30, an enigmatic mediator of vesicular transport in the liver. Rab30 is highly induced in the liver of Cpt2^L−/−^ mice that cannot perform hepatic β-oxidation and therefore exhibit fasting-induced hepatic steatosis, serum dyslipidemia, and increased Pparα transcriptional activity^18^. We hypothesized that Rab30 could be a transcriptional target of Pparα and acting in processes mediating lipid and/or protein recycling to salvage energetic substrates during a fast. Investigation of *Rab30* expression in wildtype mice under disparate dietary interventions revealed that *Rab30* is specifically a fasting-induced gene in the liver, and that Pparα expression is necessary and sufficient for its expression in fasted livers. Our results are consistent with other reports showing that Rab30 is among the top genes in the liver induced during fasting in a Pparα-dependent manner^14–17,42^. Interestingly, recent analysis of Pparα function in intestinal lipid metabolism reveals that *Rab30* is upregulated after high-fat diet in the mouse intestine and that this induction also requires Pparα^43^, possibly indicating a conserved function in lipid handling the liver and intestine.

Rab30 had previously been suggested to be a Golgi resident protein required for its structure^21^. Similarly to a CRISPR knockout cell line^38^, we do not find altered Golgi structure in Rab30 knockout mice, and, while Rab30 associates with the Golgi, its localization does not completely overlap with Golgi markers in cell culture or hepatocytes in vivo. We observe highly dynamic Rab30-postive puncta radiating from the Golgi by live-cell super-resolution imaging. Our yeast two-hybrid and in vivo proximity labeling data also indicates that Rab30 interacts with proteins along the secretory pathway in the liver. We were able to recapitulate some previously established interactions. Previous interaction studies in HeLa cells and *Drosophila* identified human orthologs of the effectors such as USO1, OCRL, GOLGA4, GOLGA5, MICAL3, and RELCH^30,31,44^, all of which were detected by one or both of our interaction methods (Fig. 2f, Supplementary Data 1 and 2). Rab30 has also previously been found to colocalize to vesicles in cultured cells that are marked by Tpd54 (or Tpd52l2), a protein that is also significantly enriched as Rab30 interactor from our in vivo proximity labeling dataset^25–27^. Furthermore, we identify interactions between Rab30 and proteins with functions in hepatic lipid metabolism, such as Slco1a1, Abcg5, Lcat, Aup1, Lipe, and Cyp4a10. Further investigation is required to define the subcellular locations and functional consequences of these interactions in lipid metabolism in the mouse liver.

We examined the requirement of Rab30 during fasting using whole-body, liver-specific, and Rab30^L−/−^;Cpt2^L−/−^ double knockout mice. Because Rab30 expression is potentiated in the fasted livers of Cpt2^L−/−^ mice, we hypothesized that the role of Rab30 might also be augmented in Cpt2^L−/−^ livers. Indeed, while whole body knockouts of Rab30 did exhibit decreased serum triglyceride levels following a fast, Rab30 single liver knockouts did not overtly appear to have an influence on fasting triglyceride levels or impact steady-state secreted protein levels. However, by using the DKO model to amplify the effect of loss of Rab30 in the liver specifically, our data shows a retention of secreted proteins in double knockout livers, indicating a disruption of hepatocyte Golgi trafficking, and that circulating triglycerides and cholesterol levels are altered with the loss of Rab30. Cpt2^L−/−^ mice exhibit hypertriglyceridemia and hypercholesterolemia after a 24 h fast, likely due to increased excursion of triglycerides from the liver in the absence of hepatic β-oxidation to dispose of the fasting-induced influx of lipids from adipose tissue lipolysis. Loss of Rab30 in the Cpt2^L−/−^ liver rescues the dyslipidemia and serum cholesterol levels, without altering hepatic triglyceride content. We also observe an increase in serum NEFA levels in the DKO mice. The decrease in serum triglyceride levels corresponds to a decrease in circulating ApoA4 abundance.

ApoA4 was the only significantly induced apolipoprotein at the level of mRNA and protein in mice lacking Cpt2 (Fig. 7d, Supplementary Fig. 1b, Supplementary Fig. 6f, g). The function of ApoA4 in lipoprotein metabolism, especially in the liver, is itself unclear. ApoA4 is synthesized in the liver and intestine^45,46^. The hypolipidemic phenotype originally observed in ApoA4 knockout mice is likely due to a simultaneous disruption in ApoC3. A more discrete TALEN-mediated ApoA4 knockout in Sprague-Dawley rats with normal ApoC3 expression demonstrated a fasting specific hepatic steatosis^47,48^. Therefore, ApoA4 is likely important for recycling of fatty acid between liver and peripheral tissues in the fasted state. The loss of ApoA4 in models of hepatic steatosis decreases VLDL secretion from the liver, and, conversely, overexpression of ApoA4 was found to increase VLDL secretion rate and particle size^40^. These data suggest that ApoA4 promotes lipid excursion from the liver in the face of steatosis and requires Rab30 for its efficient trafficking, at least during fasting.

Based on our current data, we propose a physiological role for Rab30 during fasting in the repackaging of adipose-derived lipids in the liver and their redistribution as lipoproteins to supply other organs with an energy source during fasting. While the assembly of lipoproteins is initiated at the ER, particles are further modified in the Golgi, making it an important organelle for maintaining cholesterol homeostasis and efficient lipoprotein transport. There is precedence for Golgi-localized small GTPases and resident proteins to regulate the maturation and secretion of triglyceride-rich lipoprotein particles. For example, a combination of mouse models and cell biological studies have led to the finding that the trans-Golgi localized small GTPase Arfrp1 is responsible for recruiting Arl1, Golgin-245, and Rab2 to the Golgi to mediate lipoprotein lipidation, packaging, and export from both enterocytes and hepatocytes^36,49–51^. It can be hypothesized that Rabs other than Rab2 might be involved in lipoprotein lipidation at the Golgi, as several Rab proteins have been identified to bind to Golgin GRIP proteins directly^31,44^. Of particular interest is the direct association between Golga4/Golgin-245 and Rab30 that we and others^31,44^ have observed. The Golgi resident protein Gorasp2, also known as Grasp55, was also identified to be a Rab30 interactor by proximity labeling. Gorasp2/Grasp55 knockout mice display impaired fat absorption and chylomicron secretion following oral olive oil gavage, indicating a function in lipoprotein metabolism in the intestine^37^; while the function of Gorasp2/Grasp55 in lipoprotein secretion from the liver in the fasting state has not been investigated to our knowledge, it may have a conserved role in both tissues. Intriguingly, we identified interactions between Rab30 and Aup1, which appears to regulate apoB stability^52^, by proximity labeling, as well as APOB and APOA2 by yeast two-hybrid. Further biochemical and colocalization approaches are required to validate the interaction, but these findings are consistent with a role for Rab30 in lipoprotein trafficking.

We speculate that Rab30 could be a downstream effector of the Arfrp1-Arl1-Golgin cascade and work in parallel with Rab2 in the fasted mouse liver to promote efficient lipoprotein turnover. RNA-seq analysis of Rab family members in wildtype livers reveals that the Rab2 isoform Rab2a is amongst the most highly expressed Rabs (Fig. 4d). 

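Over the 57 Rabs of Fig. 4d, Rab2a ranked 4 by mean CPM in the libraries labelled ff;ff and 4 in Rab30 Ctrl. It was at 125 ± 22.5 CPM in ff;ff and 122 ± 23.8 CPM in Rab30 Ctrl (SD, n = 4 each). Rab7 was the highest, at 212 ± 26.1 CPM in ff;ff and 198 ± 23.6 CPM in Rab30 Ctrl (SD, n = 4 each), and the median over the Rabs was 9.29 and 10.3 CPM. By the authors' FPKM values, which are divided by gene length, Rab2a ranked 3 in both groups.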

While we have confirmed that Rab30 is induced in the wildtype fasted mouse liver compared to the fed liver by qRT-PCR, its total RNA as measured by RNA-sequencing and protein abundance as determine by mass spectrometry in the liver is low relative to other Rabs, including Rab2a (Fig. 4d, Supplementary Fig. 4a). 

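In the libraries labelled ff;ff, Rab30 ranked 18 of 57 Rabs by mean CPM, and in Rab30 Ctrl it ranked 23 at 14.1 ± 10.8 CPM (SD, n = 4). As a percentage of Rab2a in the same library it was 30.6 ± 11.4% in ff;ff, from 16.3% to 40.3%, and 10.9 ± 6.07% in Rab30 Ctrl, from 5.32% to 19.4% (SD, n = 4 each). Rab30 was thus below Rab2a in each of these 8 libraries. A count per gene also grows with transcript length, and the deposited gene length is 9642 bases for Rab30 and 2133 for Rab2a. In FPKM Rab30 ranked 26 in ff;ff and 36 in Rab30 Ctrl, and was 6.76 ± 2.52% and 2.41 ± 1.34% of Rab2a (SD, n = 4 each).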

Perhaps the Pparα-mediated induction of Rab30 expression under fasting conditions is to support the increased demand of fatty acid re-esterification and lipoprotein flux through the liver that is predominantly dependent on the Arfrp1-Arl1-Golgin-245-Rab2 axis. However, it appears that, at least by the sensitivity of our steady state measurements in Rab30^L−/−^ mice, Rab30 is dispensable for maintaining both liver and circulating lipid homeostasis under fasting conditions, possibly due to how far down in the pathway it acts and causing a more subtle phenotype than an earlier regulator, such as Arfrp1. While RNA-seq and proteomics reveals little changes in Rab expression between Rab30 knockouts and controls (Fig. 4c,d, Supplementary Fig. 4a), we do not know if there is a hyper-activation of other Rabs such as Rab2 by shared regulators with Rab30 in a mechanism independent of changes in their expression in Rab30^L−/−^ livers that act to compensate for the loss of Rab30; alternatively, perhaps there is an increased oxidative capacity in the livers of Rab30^L−/−^ during fasting. However, due to (1) the influx of fatty acids and (2) inability to oxidize fats and perform ketogenesis in mice lacking Cpt2^L−/−^, the demand for fatty acid re-esterification and triglyceride export becomes exacerbated, resulting in Rab30 expression to be induced to similar levels as Rab2a (Fig. 4d) and increased reliance on Rab30 function. Therefore, Rab30;Cpt2 DKO mice illuminate a role for Rab30 in contributing to fasting state hepatic lipid transport and homeostasis.

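In the libraries labelled Cpt2 L-/- Rab2a was at 145 ± 14.6 CPM and in those labelled DKO at 142 ± 26.0 CPM (SD, n = 4 each). The CPM of Rab30 as a percentage of that of Rab2a was 101 ± 12.4% in Cpt2 L-/-, from 87.2% to 117%, and 115 ± 45.0% in DKO, from 73.8% to 179% (SD, n = 4 each), so that a difference between the genes was not larger than the spread between livers. Rab30 ranked 4 and Rab2a 5 among the Rabs in both genotypes. In FPKM, a comparison chosen after seeing the data, Rab30 was 22.3 ± 2.75% of Rab2a in Cpt2 L-/- and 25.5 ± 9.96% in DKO (SD, n = 4 each).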

In summary, we describe the role of Rab30 in Pparα-directed lipid and protein homeostasis in the fasted mouse liver. Rab30 marks dynamic membranes at the Golgi and post-Golgi vesicles in the mouse liver. Loss of Rab30 affects the flux of secreted hepatic proteins and prevents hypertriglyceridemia and hypercholesterolemia in the pathologically fatty livers of fasted mice that cannot oxidize fat. Correspondingly, Rab30 is required for efficient trafficking of ApoA4-enriched lipoproteins particles from the fasted liver. Our results indicate that Rab30 supports hepatic lipoprotein secretion and either recycling or export of hepatic secreted proteins in the fasted mouse liver. Furthermore, these data could imply a physiological role for Rab30 in the recycling and redistribution of lipid in the fasting state from adipose tissue through the liver to other highly fatty acid oxidative tissues, such as the heart and skeletal muscle, to use as substrates for energy during nutrient deprivation.

## Methods

### Animal studies

Rab30 floxed mice were generated by The Johns Hopkins University School of Medicine Transgenic Core Laboratory using CRISPR-Cas9 technology. Exon 4 of the Rab30 gene was targeted with 2 guide RNAs: 5’-TCTAGCAAGGCCGTGCTCTTTGG-3’ at the intronic region preceding exon 4 and 5’-CCTTCCAAGAATATAGTATAGTT-3’ in the intronic region following exon 4. 

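Rab30 has 5 exons in the transcript of GENCODE M21 used here, which is 9456 bases long. Exon 4 lies on chromosome 7 of GRCm38 from 92829526 to 92829709, on the plus strand, and all of its 184 bases are coding. Its sequence is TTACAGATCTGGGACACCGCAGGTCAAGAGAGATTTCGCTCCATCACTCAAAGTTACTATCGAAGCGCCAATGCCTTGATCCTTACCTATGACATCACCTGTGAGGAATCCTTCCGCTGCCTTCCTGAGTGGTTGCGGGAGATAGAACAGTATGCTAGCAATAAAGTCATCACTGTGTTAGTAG. The length of exon 4 leaves a remainder of 1 when divided by 3, so joining exon 3 to exon 5 shifts the reading frame. Exon 4 takes up bases 426 to 609 of the transcript, 1.95% of its length, while exon 5, of 8847 bases, takes up 93.6%. A count over the whole gene would fall by 0.03 on the log2 scale if exon 4 alone were lost and reads fell evenly along the transcript. Neither guide, TCTAGCAAGGCCGTGCTCTTTGG or CCTTCCAAGAATATAGTATAGTT, occurs in the transcript on either strand, and their positions in the introns were not analysed here. The forward primer of the paper's qRT-PCR for Rab30, GGTTGCGGGAGATAGAACAG, matches bases 556 to 575 of the transcript, inside exon 4, and the reverse primer, GCCTCTGAGAACTCTTCTGCT, bases 656 to 676, in exon 5. The qRT-PCR product therefore includes part of the deleted exon.

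**Figure D2:**
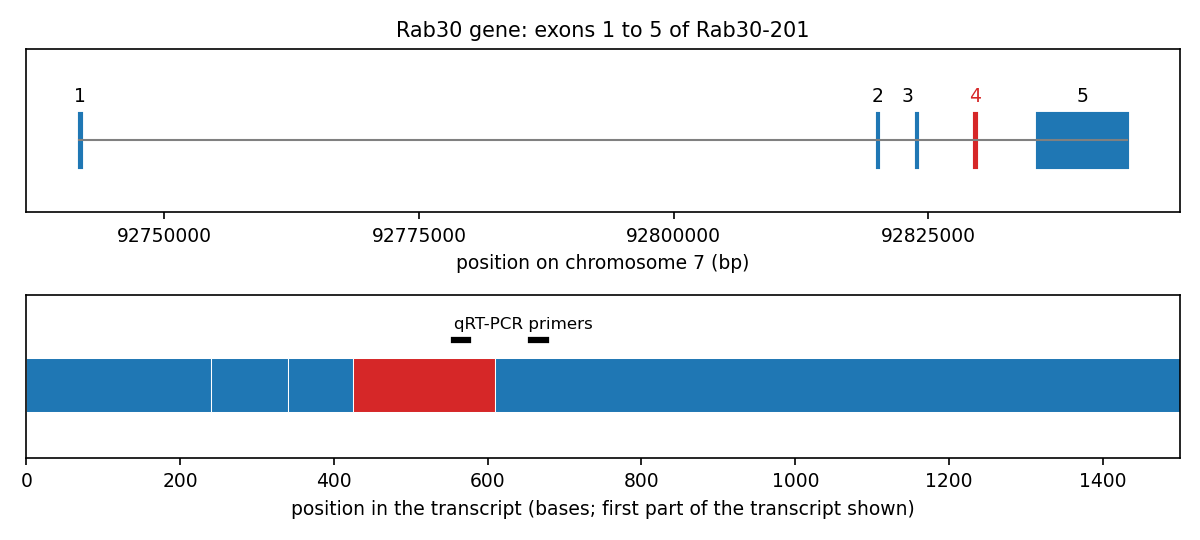
Exons of Rab30 along chromosome 7 of GRCm38 in base pairs (top) and along the first part of the transcript in bases (bottom), with exon 4 in red and the other exons in blue. Black bars mark the qRT-PCR primers, of which the forward one lies in exon 4 and the reverse one in exon 5, the exon that holds 93.6% of the transcript.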

A repair vector was constructed with *loxP* sites in the intronic regions flanking exon 4. Rab30 whole-body knockout animals were obtained when the exon was deleted. Floxed lines were crossed to a Cre transgenic line under the albumin promoter (JAX stock #003574, ref. ^53^) to delete Rab30 specifically in hepatocytes. To create Rab30^L−/−^;Cpt2^L−/−^ double knockouts, Rab30 floxed lines were mated to Cpt2^L−/−^ animals^18,54^. The generation of Atgl^L−/−^, Pparα^−/−^, and Cpt2^L−/−^;Pparα^−/−^ have been described elsewhere^20,55^. To generate Fgf21^L−/−^;Cpt2^L−/−^ mice, we bred Fgf21 floxed animals (JAX stock #022361, ref. ^56^) to Cpt2^L−/−^ mice.

All mice were initially bred and housed long-term in a facility with ventilated racks on a 14 h light/10 h dark cycle at approximately 23 °C and 50% humidity and *ad libitum* access to a standard rodent chow (18% protein, 2018SX, Envigo Teklad Diets). For fasting and feeding studies, 8-10week old mice were collected at 3 pm in the 24 h fasted or fed state. For fed state collections, food was removed 4 h prior to dissection to normalize glycemia. Body weight was taken at the time of dissection. Blood glucose measurements were determined by glucometer (NovaMax, Billerica, MA). Isolated serum and tissues were flash-frozen at time of harvest. Experimental details of diet studies in Fig. 1a were described previously^19^.

Serum triglycerides were measured by Infinity Triglycerides Stable Liquid Reagent (Thermo Fisher Scientific, TR-22421) with glycerol standard solution (Millepore Sigma, G7793). Serum cholesterol was measured colorimetrically by Total Cholesterol E Kit (FUJIFILM Wako, 999-02601). Nonesterified fatty acids (NEFA) were measured using the HR Series NEFA HR(2) Assay Kit (FUJIFILM WAKO). For ketones, β-hydroxybutyrate was measured using the LiquiColor assay kit (Stanbio Laboratory, 2440-58). Liver triglycerides were extracted with chloroform-methanol via the Folch method as previously described^57,58^. After drying down the chloroform phase, lipids were resuspended in 3:1:1 by volume *tert-*butanol:methanol:Triton X-100 and assayed with the respective kit and data was acquired using Gen5 1.09 and 3.13 softwares.

For in vivo overexpression studies, adeno-associated viruses with serotype AAV8 and driven under the thyroxine globulin binding promoter at 2 × 10^11^ genome copies were retro-orbitally injected with into mice 1 week prior to experimentation at 8 weeks of age, with exception to Atgl^L−/−^ mice (14 weeks).

All procedures were performed in accordance with the NIH’s Guide for the Care and Use of Laboratory Animals and under the approval of the Johns Hopkins School of Medicine Animal Care and Use Committee.

### RNA extraction, quantitative real-time PCR, and RNA-sequencing

Total RNA was extracted from flash frozen tissue using TRIzol reagent (Invitrogen for Thermo Fisher Scientific, 15596026) with additional purification using RNeasy Mini Kit (Qiagen, 74106), as per manufacturers’ instructions. Total concentration was measured and copy DNA was generated from 1 μg total RNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems for Thermo Fisher Scientific, 4368814). Quantitative real-time PCR analyses were carried out on 10 ng of cDNA using SsoAdvanced Universal SYBR Green Supermix (Bio-Rad, 1725271) per manufacturer recommendations with BioRad CFX Manager 2.1 software. RNA was first normalized to *CycloA*, *18s*, or the average of both to generate a ΔCt value and then ΔΔCt was obtained by normalizing data to mean ΔCt of the reference group^59^. For Fig. 1a, the average of *18s* and *β-actin* was used as reference. Primers listed in Supplementary Table 1.

Total liver RNA was submitted to Novogene Corporation Inc. (China & Davis, CA, USA) for library construction, sequencing, and statistical analysis of pairwise comparisons. Four biological replicates were used for each genotype. For comparisons across all genotypes, raw read counts were normalized in R (version 4.1.3) using DESeq2 (3.17)^60^. KEGG and Gene Ontology pathway analysis was performed using the DAVID bioinformatics database. Up- and down-regulated genes and proteins for a given pairwise comparison that were at least changed by 1.2-fold and *p* < 0.05 were submitted for pathway analysis to the DAVID functional annotation tool. Pathway terms are ranked against the Benjamini-adjusted *p*-value generated by the DAVID functional annotation tool.

### SDS-PAGE and immunoblotting

Frozen tissue was homogenized in lysis buffer (50 mM Tris–HCl at pH 7.4, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, and 0.25% deoxycholate) with Roche PhosSTOP phosphatase inhibitor (Millepore Sigma, 4906837001) and protease inhibitor cocktail (Millipore Sigma, 11836153001) on ice. Proteins were clarified for 20 mins at 12,000 rpm and 4 °C and supernatants were transferred to new tubes. Total protein content was estimated by Pierce BCA assay (Thermo Fisher Scientific, 23227). Lysates (30–50 μg/20 μL) were boiled in sample buffer (Bio-Rad, 1610747) and β-mercaptoethanol for 8–10 min at 95 °C. For serum samples, 0.5-1 μL serum was loaded per well following boiling in sample buffer. Proteins were separated on Tris-glycine SDS-PAGE gels. For immunoblotting, proteins were transferred onto PVDF membranes, treated with Ponceau S Staining Solution (Cell Signaling Technology, 59803S), and blocked with 5% non-fat milk in TBST for 1 h at room temperature. Membranes were washed in 1xTBST and were incubated overnight in primary antibody diluted in 3% BSA or 5% non-fat milk in TBST at 4 °C. The next day, membranes were washed in 1xTBST and were incubated in secondary antibodies diluted in 5% milk for 1-2 h at room temperature. For antibodies and dilutions, see Supplementary Table 2. Proteins were visualized using the Amersham ECL Select Western Blotting Detection Reagent (Cytiva, RPN2235) or epifluorescence on an Alpha Innotech MultiImage III instrument. Band quantitation was performed using AlphaView Software 1.3.0.6. Protein bands from tissue samples were normalized to intensities of bands from equal protein loading control, Hsc70. For the quantification depicted in Fig. 7 and Supplementary Fig. 6, the molecular weight area surrounding the protein of interest was cut from 3 independent 4–15% SDS-PAGE gels with *n* = 4 serum samples/genotype and transferred on the same membrane prior to immunoblotting, therefore enabling *n* = 12 samples/genotype to be on the same membrane and directly compared for band intensities.

For total protein staining of SDS-PAGE separated serum proteins, gels were incubated with SimplyBlue Safe Stain (Invitrogen for Thermo Fisher Scientific, LC6060) as per manufacturer’s instructions. Protein bands of interest were excised from the gel and were placed in methanol-rinsed Eppendorf tubes. Gel pieces were washed twice in 50% ethanol for 10 min each. Gel pieces were stored at −20 °C prior to digestion and peptide identification by mass spectrometry through the Johns Hopkins School of Medicine Mass Spectrometry and Proteomics Facility using their standard procedures.

### Total liver proteome analysis

Frozen tissue was homogenized in lysis buffer (50 mM Tris–HCl at pH 7.4, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, and 0.25% deoxycholate) with Roche PhosSTOP phosphatase inhibitor (Millepore Sigma, 4906837001) and protease inhibitor cocktail (Millipore Sigma, 11836153001) on ice. Proteins were clarified for 20 min at 12,000 rpm and 4 °C and supernatants were transferred to new tubes. Total protein content was estimated by Pierce BCA assay (Thermo Fisher Scientific, 23227). Samples were submitted to the Johns Hopkins School of Medicine Mass Spectrometry and Proteomics Facility and were reduced with DTT, alkylated with IAA, TCA/Acetone precipitated then digested overnight with Trypsin/LysC at 1:20 enzyme/protein by mass in 100 mM TEAB. Each sample was individually labeled according to manufacturer protocol then reaction was quenched with 8 ul of 5% hydroxylamine. The combined sample was then dried and reconstituted in 10 mM TEAB and injected onto an Agilent LC with fraction collector and separated into 96 fractions over a 105 min gradient. Samples were then concatenated into 24 fractions and each run on a Lumos Orbitrap (Thermo Scientific) mass spectrometer with a 90-min gradient. Total proteome analysis was performed with Proteome Discoverer 2.4.0.305 (Thermo Scientific) and Mascot 2.8 using RefSeq version 204. *p*-values were calculated by ANOVA and Tukey’s honest significant difference test post-hoc for individual proteins with biological replicates.

### Primary hepatocyte isolation

Mice were anaesthetized and placed on a hot plate on low setting. The abdomen was decontaminated with ethanol and the abdominal cavity was opened. The suprahepatic inferior vena cava was clamped and the inferior vena cava was cannulated. The portal vein was severed following initiation of perfusion with 0.5 mM EGTA dissolved in 1X PBS. Primary mouse hepatocytes were subsequently isolated based on a previously published protocol^61^ with some adjustments. First 0.5 mM EGTA and then 1X PBS were perfused for 5 min at 5 mL/min. In the final perfusion step with liver digest media (Gibco, 17703-34) supplemented with 0.15 mg/mL collagenase (Millepore Sigma C5138), the media was perfused through the liver at a rate of 5 mL/min for the first minute and then the flow rate was turned down to 2 mL/min for the remaining volume. Following perfusion and dissociation of the liver cells on ice in chilled wash media (Gibco, 17704-024) supplemented with 1% penicillin-streptomycin (Gibco, 15140122), hepatocytes were filtered through 70 μm cell strainer into a 50 mL conical tube and pelleted at 50 × *g* for 5 min at 4 °C. Media was aspirated and the pellet was resuspended in 15 mL cold was media; hepatocytes were again pelleted at 50 × *g* for 5 min at 4 °C. This wash and spin step was repeated. After aspiration, hepatocytes were resuspended in 25 mL Medium M199 (Gibco, 11150-059) supplemented with 1% penicillin-streptomycin (Gibco, 15140122) and mixed with 2 mL 10X HBSS (Gibco, 14065-056)/18 mL Percoll (GE Healthcare, 17-0891-01), and centrifuged at 300 × *g* for 10 min at 4 °C to separate live and dead cells. Media with dead cells was aspirated. The hepatocyte pellet was resuspended in Medium M199 supplemented with 10% FBS and 1% penicillin-streptomycin and live cells were quantified via Trypan blue exclusion by hemocytometer. Hepatocytes were plated on home-made collagen-coated 6-well plates at roughly 500,000 cells/well, ethanol and flame-sterilized coverslips in 6-well plates at roughly 500,000 cells/well, or collagen-coated Ibidi 8-well μ-slides at roughly 90,000 cells/well. Cells were allowed to adhere at least 4 h prior to changing media and adding treatments.

For the experiment depicted in Fig. 1e, cells were treated with 10 μM WY-14643 or DMSO in Medium 199 supplemented with 10% FBS and 1% penicillin-streptomycin 100× solution for 16 h. Total RNA was extracted using TRIzol reagent. cDNA was generated and qPCR was performed as mentioned in a previous section.

For experiments depicted in Fig. 2, live primary hepatocytes were stained with Cell Navigator NBD Ceramide Golgi Staining Kit *Green Fluorescence* (AAT Bioquest, 22750) as per manufacturer’s instructions. Cells were subjected to live-cell imaging or washed in 1xPBS and fixed in 4% paraformaldehyde for 20 min before imaging.

### Cloning, adenoviral vectors, and stable cell line generation

3XHA-TurboID-Rab30 was made by amplifying Rab30 from EGFP-Rab30 plasmid (Addgene plasmid # 49607) and inserting into 3XHA-TurboID-NLS (Addgene plasmid # 107171) backbone. For mScarletI-Rab30, mScarletI was cloned into the EGFP-Rab30 plasmid by replacing EGFP. TurboID-Cpt1a was generated by PCR amplifying the TurboID (without the 3XHA tag) and ligating into a Cpt1a-containing plasmid using standard cloning procedures. Adeno-associated vectors were constructed by Vector Biolabs (PA, USA) using the AAV8 serotype and TBG promoter for expression.

Stably expressing HA-mScarletI-Rab30 AML12 cells (CRL-2254) were generated using standard cloning procedures. HA-mScarletI-Rab30 PCR product was inserted into pEF6/V5-His TOPO vector by TOPO TA cloning (Invitrogen, K961020). HA-mScarletI-Rab30 plasmid was delivered into AML12 cells via FuGENE HD transfection reagent (Promega, E2311), and vector-expressing colonies were selected by blasticidin resistance 48 h post transfection. AML12 cells were maintained in DMEM/F-12, HEPES (Gibco,11330032) supplemented with 10% BCS, 1% penicillin-streptomycin, 1% ITS (Corning, 25-800-CR), and 35.88 ng/mL dexamethasone at 37 °C; HA-mScarletI-Rab30 stably expressing cells were maintained with an additional 10 μg/mL blasticidin in the media.

### Histology and immunohistochemistry

For liver histology, tissue was fixed in 10% neutral buffered formalin, embedded in paraffin, sectioned, and stained with H&E by The Johns Hopkins Reference Histology Core. For transmission electron microscopy, livers and hippocampi were chopped using the McIlwain Tissue Chopper and fixed in a 2% paraformaldehyde, 2% gluteraldehyde-PBS solution. A 3mm^3^ block of tissue was further processed for TEM with osmium tetroxide by the Johns Hopkins University School of Medicine Microscope Facility. Ultrathin sections were then cut and imaged with a Hitachi 7600 microscope as previously described^58^.

For immunohistochemistry, tissue was fixed in 4% PFA at 4 °C overnight. Tissue was washed with 1xPBS 3 times for 5 mins, followed by incubation in 10% sucrose/1xPBS during the day (~8 h) and then transferred to 30% sucrose/1xPBS overnight. Tissue was frozen in OCT compound and 7μm sections were cut using a cryostat and dried at room temperature. Slides were processed or frozen at −80. Slides were rehydrated in 1xPBS in 3 by 5 min washes. Tissue sections were surrounded by hydrophobic barrier and blocked in 5% donkey serum/0.5%Triton X-100/1xPBS for 1 h at room temperature in a humidified chamber. Primary antibody was diluted in in blocking buffer and incubated overnight at 4 °C in a humidified chamber. Slides were washed out of primary antibody, and secondary antibody was diluted in blocking buffer for 2 h at room temperature in a humidified chamber. Slides were washed 3 by 5 min in PBST. Slides were incubated in 1:5000 Hoescht 33258 (Invitrogen, H3569) for 5 min. Slides were rinsed in PBST and coverslips were mounted in fluorescent mounting media and sealed with nail polish. For BODIPY 493/503 (Invitrogen, D3922) staining, rehydrated slides were incubated in 0.1 mg/mL BODIPY 493/503 for 30 min in the dark before staining with Hoescht 33258. For antibodies and dilutions, see Supplementary Table 2.

### Confocal microscopy and live-cell imaging

Fixed cell or tissue fluorescent images were acquired using a Zeiss AxioObserver with 880-Quasar laser scanning confocal microscope with a 40x/1.30NA or 63x/1.4NA oil immersion objective and Zen (Zeiss) 2.3 SP1 software. Excitation wavelengths used were 405 nm, 488 nm, and 561 nm. Images were processed in Fiji. Super-resolution live-cell imaging was performed using a Nikon/Yokogawa CSU-W1 SoRa spinning disk confocal microscope with a 60x/1.49NA oil immersion objective. Excitation wavelengths used were 405 nm, 488 nm, and 561 nm. Live-cell imaging data were processed in NIS Elements Viewer 4.50 (Nikon) and Fiji (2.3.051).

### Yeast two-hybrid

The ULTImate Y2H screen was performed by Hybridgenics. *Homo sapiens* RAB30(aa 1–198) was expressed in a pB29 vector encoding a C-terminal LexA DNA binding domain (RAB30(aa 1–198)-LexA fusion) and screened against the Human Liver_RP1 prey library. A total of 77 prey fragments were PCR amplified and sequenced for identification. Gene Ontology pathway analysis for cellular component terms associated with identified interactors was performed using the DAVID bioinformatics database. The data are presented in Supplementary Data 1.

### in vivo TurboID and biotinylated protein enrichment

3XHA-TurboID-Rab30, TurboID-Cpt1a, or EGFP expressing mice were injected either in the fed state or after a 21 h fast with 24 mg/kg bodyweight biotin^62,63^; a 3 h labeling period was allowed prior to dissection. Protein was extracted from flash frozen liver in lysis buffer with protease and phosphatase inhibitors on ice. Total protein of clarified lysates was quantified by BCA, and 5 mg protein was diluted to a final volume of 600 μL in dilution buffer (10 mM Tris-HCl/150 mM NaCl/0.5 mM EDTA with protease and phosphatase inhibitors added). Biotinylated peptides were immunoprecipitated on streptavidin magnetic beads (NEB, S1420S) overnight at 4 °C, rotating end-over-end. After removing flowthrough, beads were washed 3x in dilution buffer, 3x in 1%SDS, and 3x in 1XPBS, changing tubes every second wash. For western blot analysis of enriched biotinylated proteins depicted in Supplementary Fig. 2, bound proteins were eluted by boiling all or a fraction of the beads in sample buffer (Bio-Rad, 1610747) and β-mercaptoethanol for 10 min at 95 °C followed by magnetic separation of the beads and isolation of the eluted fraction. For protein identification of streptavidin pulldown samples by mass spectrometry, beads were frozen in 1X PBS prior to elution.

### Mass spectrometry analysis of streptavidin pulldown samples following on-bead digestion

100 ul of 100 mM Triethyl Ammonium Bicarbonate (TEAB, pH 8) was added to the solution containing the streptavidin beads, followed by reduction with 50 mM Dithiothreitol at 60 °C for 45 min and subsequent alkylation with 100 mM Iodoacetamide at room temperature in the dark for 15 min. The samples were then digested on the beads by adding 8 ug of Trypsin/LysC (1:50 enzyme:protein) mixed protease (Pierce) and incubating overnight at 37 °C and 1000 rpm. Beads were separated from the digested peptides magnetically. The peptides were further processed to remove detergents and background components using Sera-Mag beads (GE Healthcare GE24152105050350) and standard SP3 peptide cleanup protocols. The TurboID-Rab30 and TurboID-Cpt1a samples were injected into a Thermo Fisher Scientific Orbitrap Fusion Lumos or Q Exactive Plus Orbitrap mass spectrometers, respectively, and eluted over a 90-min gradient from 2% to 90% acetonitrile containing 0.1% formic acid. Mass spectrometry settings were 120,000 resolution for MS1 precursors and 30,000 for MS2 fragment ions with a 3 s cycle time between precursors. AGC for MS2 was set to 200% (1e5) with a maximum injection time of 54 ms and a normalized collision energy of 34.

Raw files obtained from mass spectrometry runs were searched by a label-free quantitation workflow in Proteome Discoverer (Thermo Scientific, version 3.1.0.638) against the Uniprot UP589 *Mus musculus* database using the CHIMERYS identification node prediction model inferys_3.0.0_fragmentation. Oxidation on M and Carbamidomethyl (C) were set by CHIMERYS as dynamic and static modifications, respectively. Supplementary Data 3 provides the total list of proteins identified across all replicates of TurboID-Rab30 and TurboID-Cpt1a streptavidin pulldowns prior to filtering for proteins with at least 2 peptides, removal of contaminants (i.e., keratin), and normalizing intensities to pyruvate carboxylase levels. We normalized to pyruvate carboxylase, a highly abundant and endogenously biotinylated protein, so that we could better compare the TurboID-Rab30 and TurboID-Cpt1a datasets, as they were run on different mass spectrometers. Additionally, statistically significantly enriched proteins were retained only if the proteins were found in at least 2 of the 4 replicates. Supplementary Data 2 displays the proteins identified in replicates of TurboID-Rab30 or TurboID-Cpt1a livers after normalization to pyruvate carboxylase and filtering as described and was used to generate the volcano plot in Fig. 2f. For both Supplementary Data 2 and 3, statistical significance is reported as the adjusted *p*-value using the Benjamini–Hockberg correction for the false discovery rate (FDR). Gene Ontology pathway analysis for cellular component and biological process terms associated with significantly enriched interactors was performed using the DAVID bioinformatics database as cited in the manuscript body.

### Statistical analysis

All data analyses were analyzed using GraphPad Prism software and Microsoft Excel, except for total liver RNA-seq and proteomics, which were addressed in previous sections. Significance was determined using unpaired two-tailed *t-*test or one-way ANOVA with Tukey’s post-hoc correction for single or multi-variable expression as specified. For Fig. 1a Welch and Brown–Forsythe ANOVA with Tamhane’s T2 multiple comparisons test *post-hoc* was used due to unequal variances between groups. Data with replicate values are expressed as the mean ± SEM. A *p* < 0.05 was considered significant. For pairwise comparisons, asterisks (*) denote significance levels as specified. For ANOVA, letters represent significance groupings, where shared letters indicate that one group is not significantly different from another group.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Reporting Summary

### Source data

Source Data

## Data Availability

RNA-seq data were deposited in GSE240396. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD044528 for whole liver proteome and PXD050376 for the proteins identified from TurboID following streptavidin pulldown. Source data are provided with this paper.

## References

[1] Schulze RJ, Schott MB, Casey CA, Tuma PL, McNiven MA (2019). The cell biology of the hepatocyte: A membrane trafficking machine. J. Cell Biol..

[2] Fougerat A (2022). ATGL-dependent white adipose tissue lipolysis controls hepatocyte PPARα activity. Cell Rep..

[3] Preidis GA, Kim KH, Moore DD (2017). Nutrient-sensing nuclear receptors PPARα and FXR control liver energy balance. J. Clin. Investig..

[4] Lee JM (2014). Nutrient-sensing nuclear receptors coordinate autophagy. Nature.

[5] Kim KH, Moore DD (2017). Regulation of Liver Energy Balance by the Nuclear Receptors Farnesoid X Receptor and Peroxisome Proliferator Activated Receptor α. Digestive Dis..

[6] Kersten S (2008). Peroxisome Proliferator Activated Receptors and Lipoprotein Metabolism. PPAR Res..

[7] Peters JM (1997). Alterations in lipoprotein metabolism in peroxisome proliferator-activated receptor alpha-deficient mice. J. Biol. Chem..

[8] Stenmark H (2009). Rab GTPases as coordinators of vesicle traffic. Nat. Rev. Mol. Cell Biol..

[9] Pereira-Leal JB, Seabra MC (2001). Evolution of the Rab family of small GTP-binding proteins. J. Mol. Biol..

[10] Fukuda M (2010). How can mammalian Rab small GTPases be comprehensively analyzed?: Development of new tools to comprehensively analyze mammalian Rabs in membrane traffic. Histol. Histopathol..

[11] Klöpper TH, Kienle N, Fasshauer D, Munro S (2012). Untangling the evolution of Rab G proteins: implications of a comprehensive genomic analysis. BMC Biol..

[12] Chiba M (2011). Elevation and characteristics of Rab30 and S100a8/S100a9 expression in an early phase of liver regeneration in the mouse. Int. J. Mol. Med..

[13] Liu A, Han N, Munoz-Muriedas J, Bender A (2022). Deriving time-concordant event cascades from gene expression data: A case study for Drug-Induced Liver Injury (DILI). PLoS Comput. Biol..

[14] Régnier M (2018). Insights into the role of hepatocyte PPARα activity in response to fasting. Mol. Cell Endocrinol..

[15] Iroz A (2017). A Specific ChREBP and PPARα Cross-Talk Is Required for the Glucose-Mediated FGF21 Response. Cell Rep..

[16] Defour M, Hooiveld G, van Weeghel M, Kersten S (2020). Probing metabolic memory in the hepatic response to fasting. Physiological Genomics.

[17] Ruppert PMM (2019). Transcriptional profiling of PPARα−/− and CREB3L3−/− livers reveals disparate regulation of hepatoproliferative and metabolic functions of PPARα. BMC Genomics.

[18] Lee J, Choi J, Scafidi S, Wolfgang MJ (2016). Hepatic Fatty Acid Oxidation Restrains Systemic Catabolism during Starvation. Cell Rep..

[19] Ellis JM, Bowman CE, Wolfgang MJ (2015). Metabolic and tissue-specific regulation of acyl-CoA metabolism. PloS One.

[20] Selen, E. S., Choi, J. & Wolfgang, M. J. Discordant hepatic fatty acid oxidation and triglyceride hydrolysis leads to liver disease. *JCI Insight***6**, 10.1172/jci.insight.135626 (2021).10.1172/jci.insight.135626PMC793487533491665

[21] Kelly EE (2012). Rab30 is required for the morphological integrity of the Golgi apparatus. Biol. Cell.

[22] de Leeuw HP (1998). Small GTP-binding proteins in human endothelial cells. Br. J. Haematol..

[23] Goud B, Liu S, Storrie B (2018). Rab proteins as major determinants of the Golgi complex structure. Small GTPases.

[24] Zulkefli KL (2021). A role for Rab30 in retrograde trafficking and maintenance of endosome-TGN organization. Exp. Cell Res..

[25] Larocque, G., La-Borde, P. J., Clarke, N. I., Carter, N. J. & Royle, S. J. Tumor protein D54 defines a new class of intracellular transport vesicles. *J. Cell Biol.***219**, 10.1083/jcb.201812044 (2020).10.1083/jcb.201812044PMC703920631672706

[26] Larocque, G. et al. Intracellular nanovesicles mediate α5β1 integrin trafficking during cell migration. *J. Cell Biol.***220**, 10.1083/jcb.202009028 (2021).10.1083/jcb.202009028PMC829810034287617

[27] Larocque G, Royle SJ (2022). Integrating intracellular nanovesicles into integrin trafficking pathways and beyond. Cell. Mol. Life Sci..

[28] Nakajima K (2019). RAB30 regulates PI4KB (phosphatidylinositol 4-kinase beta)-dependent autophagy against group A Streptococcus. Autophagy.

[29] Oda S (2016). Golgi-Resident GTPase Rab30 Promotes the Biogenesis of Pathogen-Containing Autophagosomes. PloS One.

[30] Gillingham, A. K., Bertram, J., Begum, F. & Munro, S. In vivo identification of GTPase interactors by mitochondrial relocalization and proximity biotinylation. *eLife***8**, 10.7554/eLife.45916 (2019).10.7554/eLife.45916PMC663907431294692

[31] Gillingham AK, Sinka R, Torres IL, Lilley KS, Munro S (2014). Toward a comprehensive map of the effectors of rab GTPases. Dev. Cell.

[32] Lattner, J., Leng, W., Knust, E., Brankatschk, M. & Flores-Benitez, D. Crumbs organizes the transport machinery by regulating apical levels of PI(4,5)P(2) in Drosophila. *Elife***8**, 10.7554/eLife.50900 (2019).10.7554/eLife.50900PMC688114831697234

[33] Branon TC (2018). Efficient proximity labeling in living cells and organisms with TurboID. Nat. Biotechnol..

[34] Huang da W, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat. Protoc..

[35] Sherman BT (2022). DAVID: a web server for functional enrichment analysis and functional annotation of gene lists (2021 update). Nucleic Acids Res..

[36] Jaschke A (2012). The GTPase ARFRP1 controls the lipidation of chylomicrons in the Golgi of the intestinal epithelium. Hum. Mol. Genet..

[37] Kim J (2020). Grasp55(−/−) mice display impaired fat absorption and resistance to high-fat diet-induced obesity. Nat. Commun..

[38] Homma Y (2019). Comprehensive knockout analysis of the Rab family GTPases in epithelial cells. J. Cell Biol..

[39] De Tito S, Hervás JH, van Vliet AR, Tooze SA (2020). The Golgi as an Assembly Line to the Autophagosome. Trends Biochem. Sci..

[40] VerHague MA, Cheng D, Weinberg RB, Shelness GS (2013). Apolipoprotein A-IV expression in mouse liver enhances triglyceride secretion and reduces hepatic lipid content by promoting very low density lipoprotein particle expansion. Arteriosclerosis Thrombosis Vasc. Biol..

[41] Cheng C (2022). Apolipoprotein A4 Restricts Diet-Induced Hepatic Steatosis via SREBF1-Mediated Lipogenesis and Enhances IRS-PI3K-Akt Signaling. Mol. Nutr. Food Res..

[42] Mattijssen F (2014). Hypoxia-inducible lipid droplet-associated (HILPDA) is a novel peroxisome proliferator-activated receptor (PPAR) target involved in hepatic triglyceride secretion. J. Biol. Chem..

[43] Yan T (2023). Intestinal peroxisome proliferator-activated receptor α-fatty acid-binding protein 1 axis modulates nonalcoholic steatohepatitis. Hepatology.

[44] Sinka R, Gillingham AK, Kondylis V, Munro S (2008). Golgi coiled-coil proteins contain multiple binding sites for Rab family G proteins. J. Cell Biol..

[45] Apfelbaum TF, Davidson NO, Glickman RM (1987). Apolipoprotein A-IV synthesis in rat intestine: regulation by dietary triglyceride. Am. J. Physiol..

[46] Elshourbagy NA (1985). Expression of rat apolipoprotein A-IV and A-I genes: mRNA induction during development and in response to glucocorticoids and insulin. Proc. Natl Acad. Sci. USA.

[47] Kohan AB (2012). Apolipoprotein A-IV regulates chylomicron metabolism-mechanism and function. Am. J. Physiol. Gastrointest. Liver Physiol..

[48] Wang Z (2019). Apolipoprotein A-IV involves in glucose and lipid metabolism of rat. Nutr. Metab..

[49] Hesse D, Jaschke A, Chung B, Schürmann A (2013). Trans-Golgi proteins participate in the control of lipid droplet and chylomicron formation. Biosci. Rep..

[50] Hesse D (2014). Hepatic trans-Golgi action coordinated by the GTPase ARFRP1 is crucial for lipoprotein lipidation and assembly. J. Lipid Res..

[51] Zahn C (2006). Knockout of Arfrp1 leads to disruption of ARF-like1 (ARL1) targeting to the trans-Golgi in mouse embryos and HeLa cells. Mol. Membr. Biol..

[52] Zhang J (2017). AUP1 (Ancient Ubiquitous Protein 1) Is a Key Determinant of Hepatic Very-Low-Density Lipoprotein Assembly and Secretion. Arteriosclerosis Thrombosis Vasc. Biol..

[53] Postic C (1999). Dual roles for glucokinase in glucose homeostasis as determined by liver and pancreatic beta cell-specific gene knock-outs using Cre recombinase. J. Biol. Chem..

[54] Lee J, Ellis JM, Wolfgang MJ (2015). Adipose fatty acid oxidation is required for thermogenesis and potentiates oxidative stress-induced inflammation. Cell Rep..

[55] Cavagnini, K. S. & Wolfgang, M. J. Pparα and fatty acid oxidation coordinate hepatic transcriptional architecture. *bioRxiv*, 10.1101/2021.07.12.451949 (2021).

[56] Potthoff MJ (2009). FGF21 induces PGC-1alpha and regulates carbohydrate and fatty acid metabolism during the adaptive starvation response. Proc. Natl Acad. Sci. USA.

[57] Folch J, Lees M, Sloane Stanley GH (1957). A simple method for the isolation and purification of total lipides from animal tissues. J. Biol. Chem..

[58] Ellis JM, Wong GW, Wolfgang MJ (2013). Acyl coenzyme A thioesterase 7 regulates neuronal fatty acid metabolism to prevent neurotoxicity. Mol. Cell. Biol..

[59] Livak KJ, Schmittgen TD (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. Methods.

[60] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[61] Lee P, Peng H, Gelbart T, Beutler E (2004). The IL-6- and lipopolysaccharide-induced transcription of hepcidin in HFE-, transferrin receptor 2-, and beta 2-microglobulin-deficient hepatocytes. Proc. Natl Acad. Sci. USA.

[62] Wei W (2021). Cell type-selective secretome profiling in vivo. Nat. Chem. Biol..

[63] Uezu A (2016). Identification of an elaborate complex mediating postsynaptic inhibition. Science.

# Supplementary material for: Rab30 facilitates lipid homeostasis during fasting
**Source:** Nat Commun. 2024 May 25;15:4469. doi: 10.1038/s41467-024-48959-x
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **Rab30 facilitates lipid homeostasis during fasting**

**Danielle M. Smith<sup>1,2</sup>, Brian Y. Liu<sup>1</sup>, and Michael J. Wolfgang<sup>1,2,3\*</sup>**

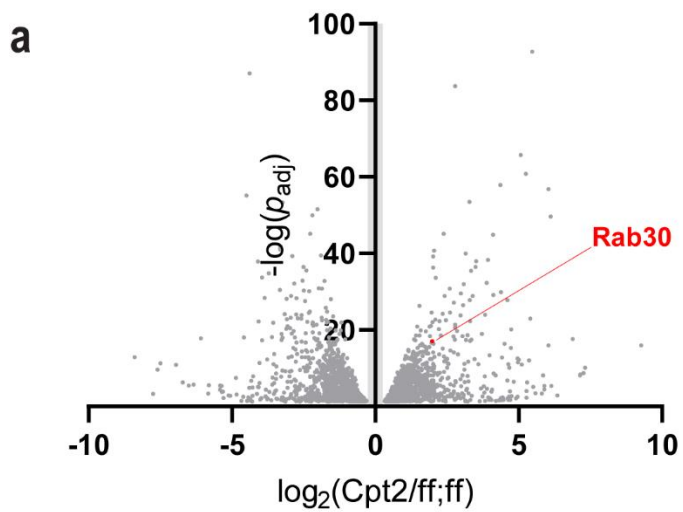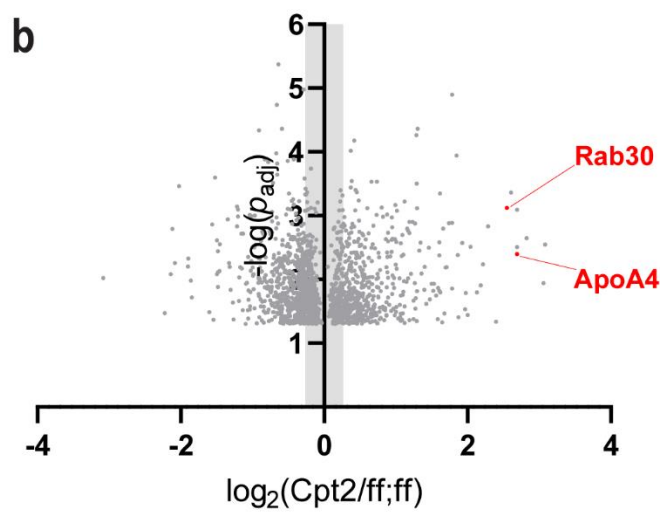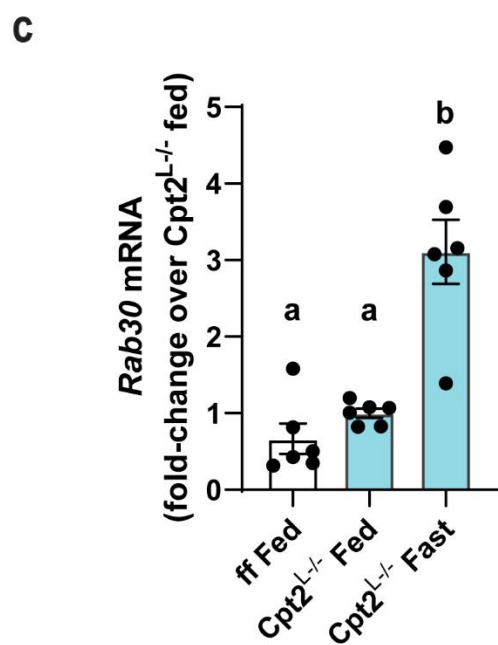

**Supplementary Fig. 1. Rab30 is amongst the most highly upregulated transcripts and proteins in the fasted livers of mice incapable of  $\beta$ -oxidation.** **a,b** Volcano plots of differentially expressed ( $p < 0.05$ ) (a) transcripts from RNA-seq data and (b) proteins from proteomics data in 24hr fasted livers of Cpt2<sup>L/-</sup> and control (Rab30;Cpt2 double floxed, or ff;ff) animals (n=4/genotype). Gray bars indicate fold-change of less than 1.2. **c** qRT-PCR of hepatic *Rab30* mRNA levels in the fed state of Cpt2 floxed (ff) and Cpt2<sup>L/-</sup> males and in the 24hr fasted state of Cpt2<sup>L/-</sup> males. Values are mean $\pm$ SEM relative to Cpt2<sup>L/-</sup> fed. Letters indicate significance groups by Tukey's multiple comparisons test following one-way ANOVA. ANOVA tables and source data for relevant panels are provided as a Source Data file.

**a**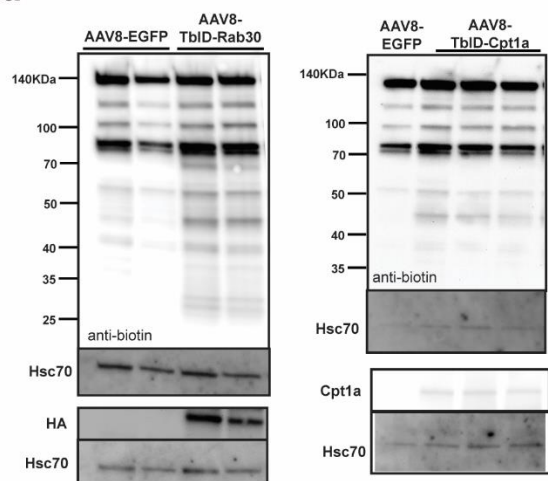**b**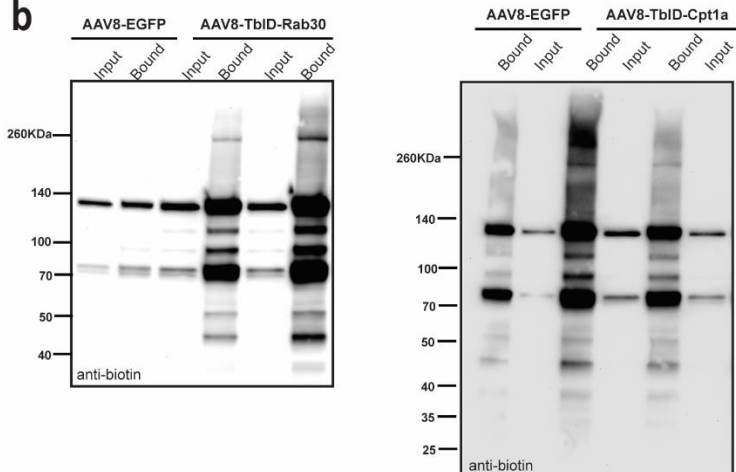**c**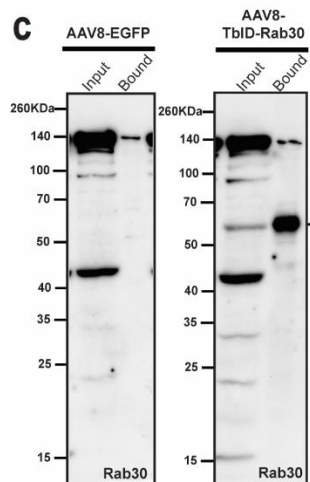**d**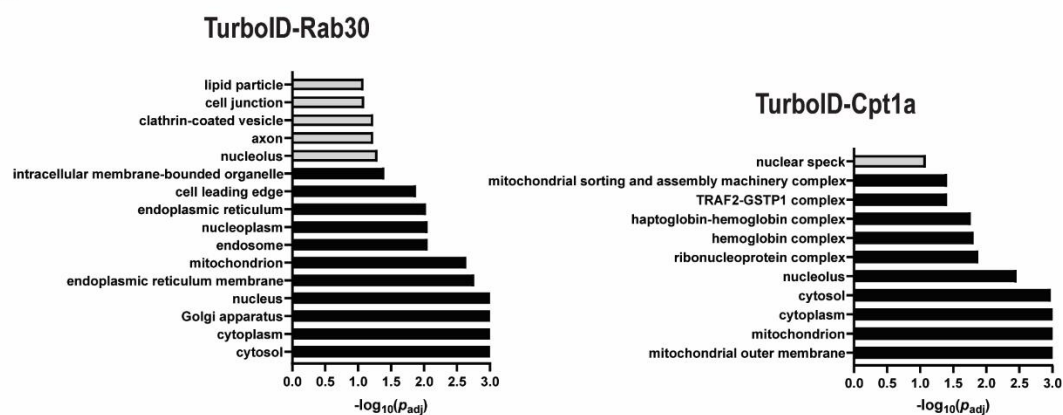**e**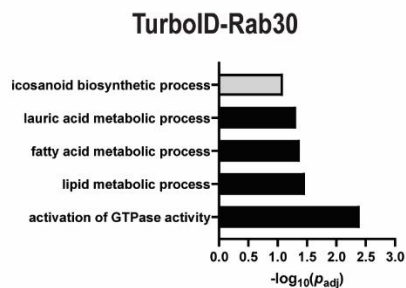

**Supplementary Fig. 2. TurboID technology to define the Rab30 interactome *in vivo*.** **a** Representative immunoblot for total biotinylation (anti-biotin), HA-tag, and Cpt1a in 30µg liver homogenate from mice expressing AAV8-EGFP, AAV8-3xHA-TurboID-Rab30, or AAV8-TurboID-Cpt1a 3hr post biotin injection. Hsc70 is a total protein loading control. **b** Representative immunoblot following enrichment of biotinylated proteins on streptavidin beads from liver homogenate of biotin injected AAV8-EGFP, AAV8-3xHA-TurboID-Rab30, or AAV8-TurboID-Cpt1a expressing animals. “Input” lanes reflect ~10µg protein (4% of total loaded onto streptavidin beads), while “Bound” lanes (peptides eluted from the immunoprecipitation) reflect 40% of total eluted fraction. **c** Representative immunoblot for Rab30 following enrichment of biotinylated proteins on streptavidin beads from 1mg liver homogenate of biotin injected AAV8-EGFP or AAV8-3xHA-TurboID-Rab30 expressing animals. “Input” lanes reflect ~20µg protein, while “Bound” lanes (peptides eluted from the immunoprecipitation) reflect 2% of total immunoprecipitation. **d** Gene Ontology for cellular component (GO\_CC) vs  $-\log(p_{\text{adj}})$  for proteins identified by TurboID-Rab30 and TurboID-Cpt1a in mouse livers. Pathway terms are ranked against the Benjamini-adjusted  $p$ -value generated by the DAVID functional annotation tool. GO terms with  $p_{\text{adj}} < 0.05$  are depicted in black and  $p_{\text{adj}} < 0.1$  are depicted in grey. **e** Gene Ontology for biological process (GO\_BP) vs  $-\log(p_{\text{adj}})$  for proteins identified by TurboID-Rab30 in mouse livers. Pathway terms are ranked against the Benjamini-adjusted  $p$ -value generated by the DAVID functional annotation tool. GO terms with  $p_{\text{adj}} < 0.05$  are depicted in black and  $p_{\text{adj}} < 0.1$  are depicted in grey. Source data are provided as a Source Data file.

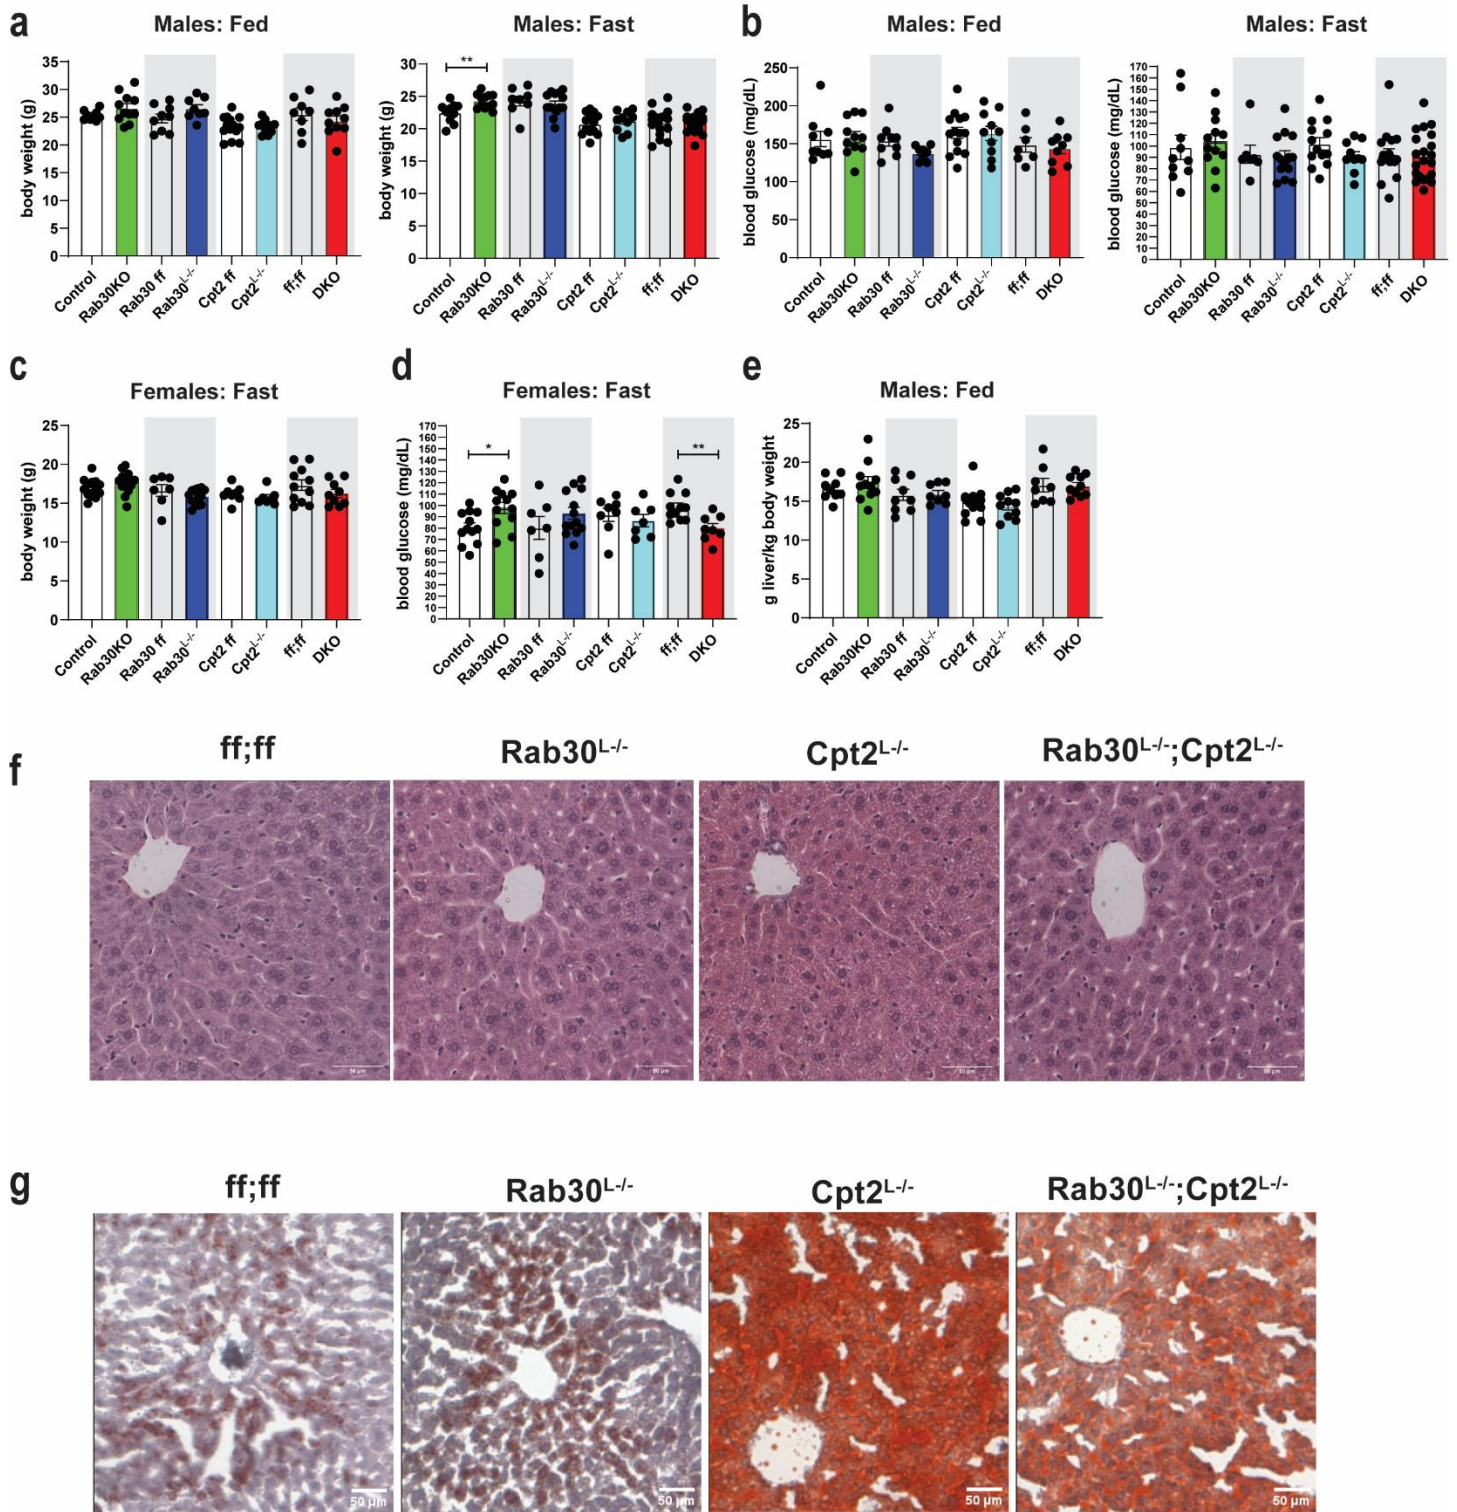

**Supplementary Fig. 3. Fed and fasting state body weight, blood glucose, liver weights, and histology of Rab30 knockout models.** **a** Fed state (2-4hr fasted) and 24hr fasted body weight of 9-11 week old male mice. **b** Fed state (2-4hr fasted) and 24hr fasted blood glucose of 9-11 week old male mice. **c** 24hr fasted body weight of 9-11 week old female mice. **d** 24hr fasted blood glucose of 9-11 week old female mice. **e** Wet liver weights (large left lobe) normalized to body weight of fed-state male mice. **f** Fed state histology of H&E stained livers from control, Rab30KO, Cpt2<sup>L/-</sup>, and Rab30;Cpt2 DKO male mice. Scale bar represents 50µm. **g** 24hr fasted Oil Red O stained livers from control, Rab30KO, Cpt2<sup>L/-</sup>, and Rab30;Cpt2 DKO male mice. Scale bar represents 50µm. Staining was repeated for 2 mice per genotype. For panels **a-e**, asterisks denote significance between knockouts and their littermate controls (Control, Rab30 ff, Cpt2 ff, and ff;ff for Rab30KO, Rab30<sup>L/-</sup>, Cpt2<sup>L/-</sup>, and DKO, respectively). Significance was determined by two-tailed *t*-test: \*, *p*<0.05; \*\*, *p*<0.01; \*\*\*, *p*<0.001, \*\*\*\*, *p*<0.0001. All n, *p*-values, and source data for relevant panels are provided in the Source Data file.

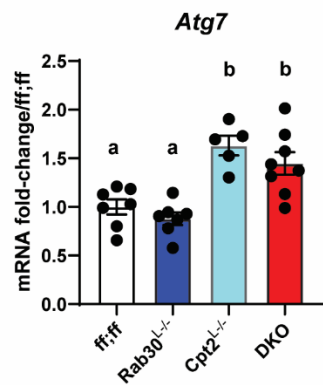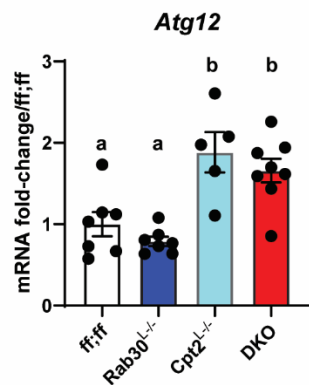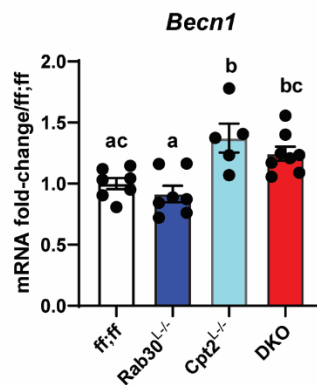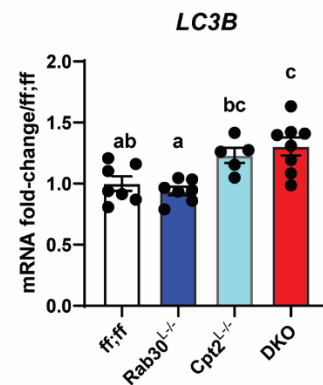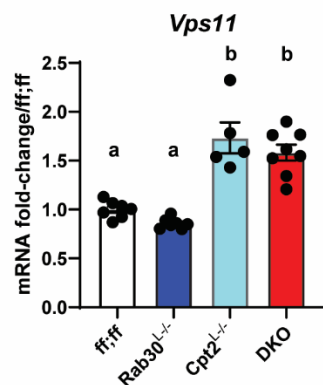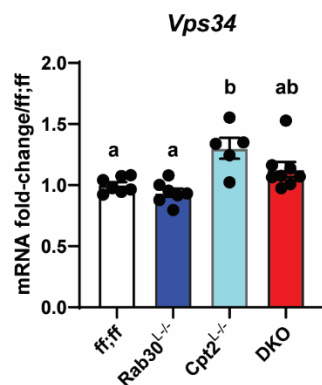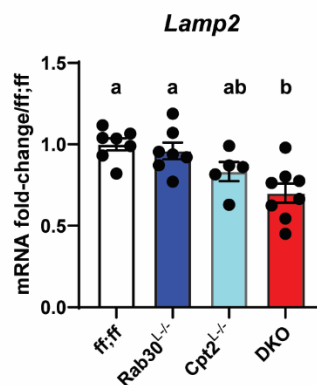

**Supplementary Fig. 4. Loss of Rab30 does not affect the mRNA of genes involved in autophagosome formation.** qRT-PCR in the livers of 24hr fasted males (n=7 ff;ff and Rab30<sup>L-/-</sup>, 5 Cpt2<sup>L-/-</sup>, and 8 DKO). Values are mean±SEM relative to ff;ff. Letters indicate significance groups by Tukey's multiple comparisons test following one-way ANOVA. ANOVA tables and source data for relevant panels are provided as a Source Data file.

a

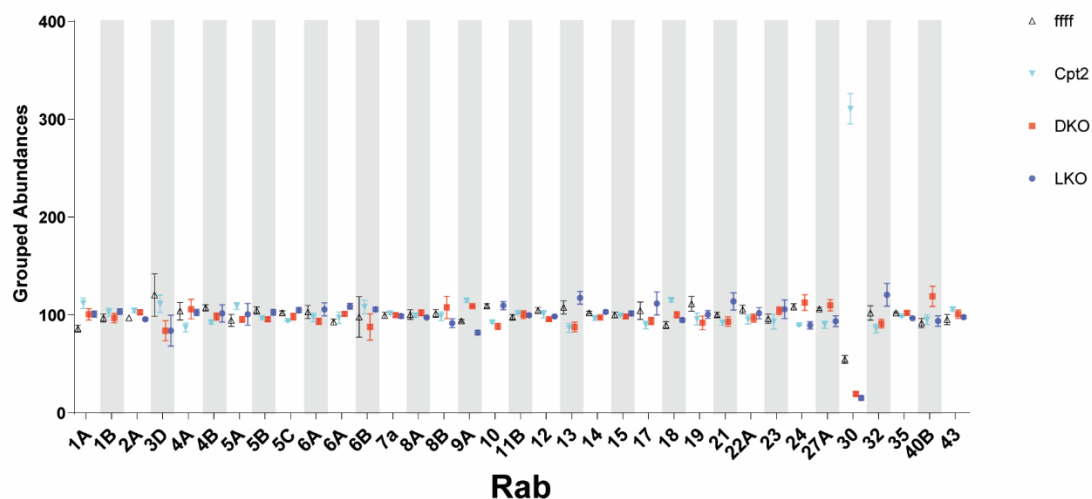

b

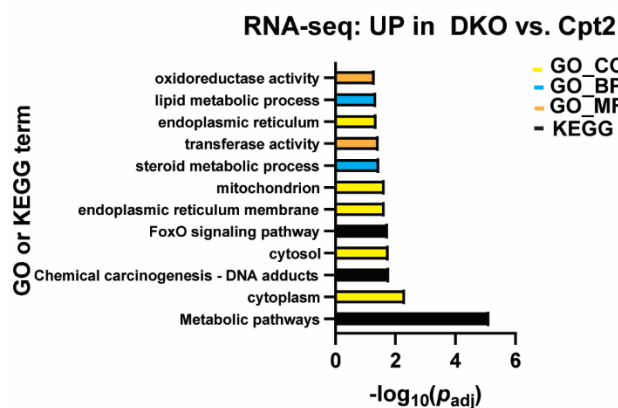

RNA-seq: DOWN in DKO vs. Cpt2

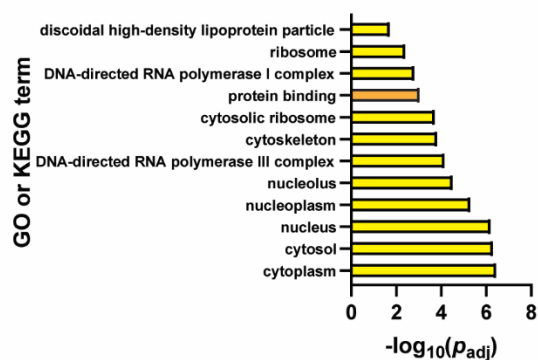

c

RNA-seq: DOWN in Cpt2 vs. ff;ff

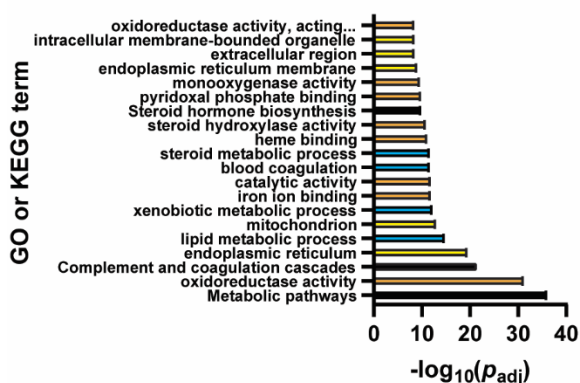

d

RNA-seq: DOWN in DKO vs. ff;ff

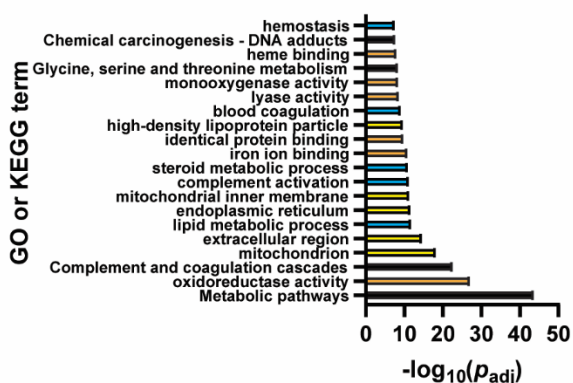

**Supplementary Fig. 5. Protein abundances of Rabs in fasted knockout livers and pathway analysis of RNA-seq data.** **a** Grouped abundances of Rab family members detected in 24hr fasted proteomics (n=4/genotype). Data are represented as average  $\pm$  SEM. **b** Gene ontology and KEGG pathway analysis of RNA-seq comparing up- and down-regulated pathways in the DKO vs. Cpt2<sup>L-/-</sup> fasted livers. **c** Gene ontology and KEGG pathway analysis of RNA-seq for downregulated pathways in the Cpt2<sup>L-/-</sup> vs. Rab30; Cpt2 floxed (ff;ff) control fasted livers. **d** Gene ontology and KEGG pathway analysis of RNA-seq for downregulated pathways in the DKO vs. Rab30; Cpt2 floxed (ff;ff) control fasted livers. Genes with fold-change of at least 1.2 and  $p_{adj} < 0.05$  were submitted for pathway analysis to the DAVID functional annotation tool. Pathway terms are ranked against the Benjamini-adjusted  $p$ -value generated by the DAVID functional annotation tool. Colors represent pathway class as denoted in the legend. Source data for relevant panels are provided as a Source Data file.

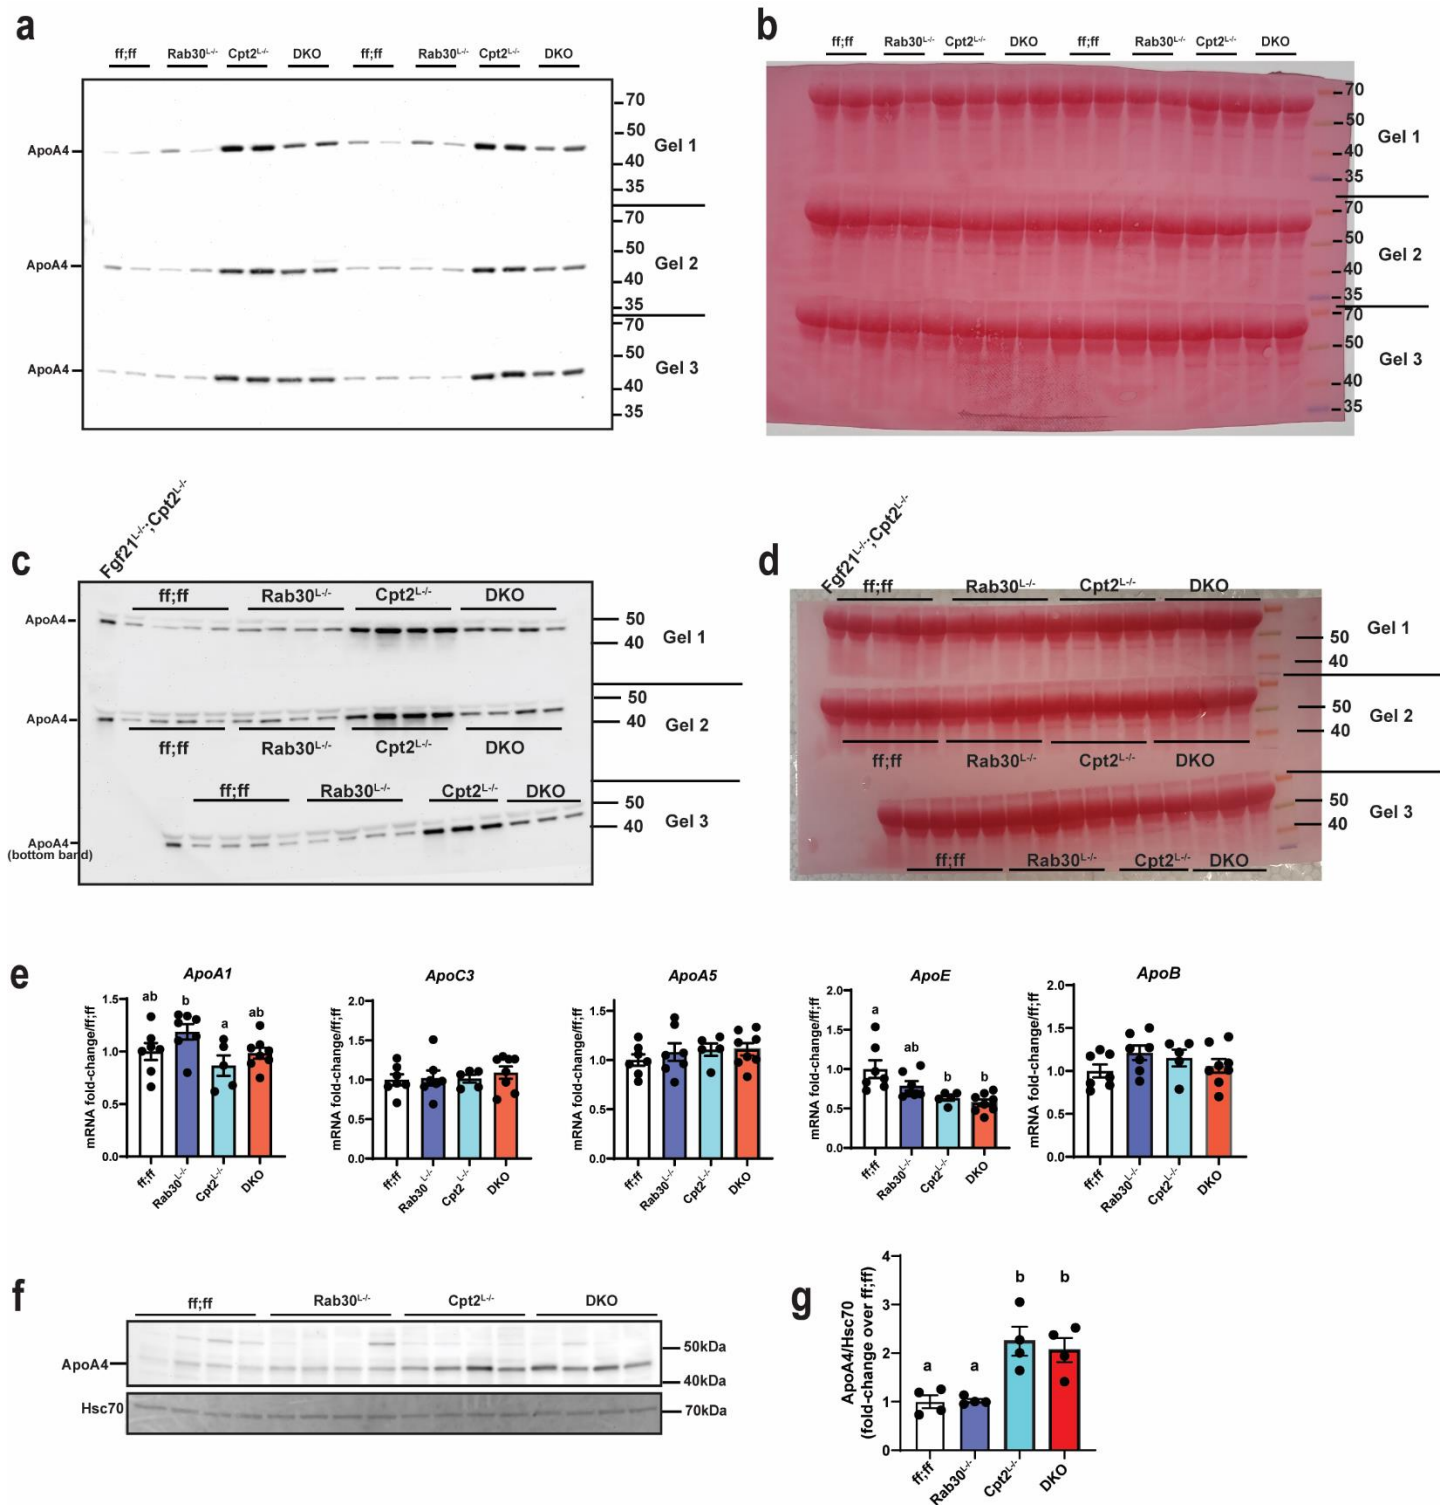

**Supplementary Fig. 6. ApoA4 abundance in the serum and livers of fasted knockouts. a,b** Immunoblot for ApoA4 (a) and Ponceau S protein stain (b) in the serum (1μL/lane) of 24hr fasted males. Proteins from n=12 serum samples/genotype were resolved on 3 separate 4-15% SDS-PAGE gels (4 samples/genotype per gel) prior to being transferred onto the same PVDF membrane and probed for the protein of interest. **c,d** Immunoblot for ApoA4 (c) and Ponceau S protein stain (d) in the serum (1μL/lane) of 24hr fasted females. Proteins from n=12 serum samples for ff;ff and Rab30<sup>L/-</sup> and n=11 for Cpt2<sup>L/-</sup> and DKO were resolved on 3 separate 4-15% SDS-PAGE gels (4 samples/genotype per gel) prior to being transferred onto the same PVDF membrane and probed for the protein of interest. Serum from an Fgf21<sup>L/-</sup>;Cpt2<sup>L/-</sup> animal is in the first lane of each row. The last row (Gel 3) has 3 Cpt2<sup>L/-</sup> and 3 DKO samples, while all other rows have 4 each. **e** qRT-PCR of select apolipoproteins in 24hr fasted male livers (n=7/genotype, except n=5 for Cpt2<sup>L/-</sup>). Letters indicate significance groups by Tukey's multiple comparisons test following one-way ANOVA. **f, g** ApoA4 immunoblot (f) and quantification (g) in the livers of 24hr fasted male mice (n=4/genotype). Hsc70 is an equal protein loading control. ApoA4 signal was normalized to Hsc70 signal and the quantification is represented as fold-change over ff;ff signal. Letters indicate significance groups by Tukey's multiple comparisons test following one-way ANOVA. ANOVA tables and source data for relevant panels are provided as a Source Data file.

**Supplementary Table 1. List of qPCR primer sequences**

| <b>Gene</b>            | <b>Forward Primer Sequence</b> | <b>Reverse Primer Sequence</b> |
|------------------------|--------------------------------|--------------------------------|
| <i>Rab30</i>           | GGTTGCGGGAGATAGAACAG           | GCCTCTGAGAACTCTTCTGCT          |
| <i>Pdk4</i>            | ATCTAACATCGCCAGAATTAAACC       | GGAACGTACACAATGTGGATTG         |
| <i>Cpt2</i>            | CAACTCGTATACCCAAACCCAGTC       | GTTCCCATCTTGATCGAGGACATC       |
| <i>Becn1</i>           | GGAAAAGAACCGCAACGTGGTG         | AAACTGTCCGCTGTGCCAGATG         |
| <i>Atg12</i>           | GGCCTCGGAACAGTTGTTTA           | CAGCACCGAAATGTCTCTGA           |
| <i>Atg7</i>            | TGCCTATGATGATCTGTGTC           | CACCAACTGTTATCTTTGTCC          |
| <i>Vps11</i>           | AAAAGAGAGACGGTGGCAATC          | AGCCCAGTAACGGGATAGTTG          |
| <i>Vps34</i>           | CCTGGACATCAACGTGCAG            | TGTCTCTTGGTATAGCCCAGAAA        |
| <i>LC3B</i>            | CCCACCAAGATCCCAGTGAT           | CCAGGAACTTGGTCTTCTCCA          |
| <i>Lamp2</i>           | GATGTGCCTCTCTCCGGTTA           | ATTGGACTGAACGGCTCCTA           |
| <i>Fgf21</i>           | CTGCTGGGGGTCTACCAAG            | CTGCGCCTACCACTGTTCC            |
| <i>ApoC3</i>           | GAGGGATCCTTGCTGCTGG            | AGTGCATCCTGGACCGTCTT           |
| <i>ApoA1</i>           | AGAAGAGCTGGACACCCAGA           | CACCACAGCTTTCATCCTGA           |
| <i>ApoA4</i>           | CCAGCTAAGCAACAATGCC            | TGGAAGAGGGTACTGAGCTGC          |
| <i>ApoA5</i>           | GACACCTACCTGCAGATTGCT          | TTCCACAGGTCGTCCAGTCG           |
| <i>ApoE</i>            | CTCCCAAGTCACACAAGAACT          | CCAGCTCCTTTTTGTAAGCCTTT        |
| <i>ApoB</i>            | AAGCACCTCCGAAAGTACGTG          | CTCCAGCTCTACCTTACAGTTGA        |
| <i>CycloA (Ppia)</i>   | AGCACTGGGGAGAAAGGATT           | CATGCCTTCTTTCACCTTCC           |
| <i>18S (Rn18s-rs5)</i> | GCAATTATTCCCATGAACG            | GGCCTCACTAAACCATCCAA           |
| <i>B-actin</i>         | GGCTGTATTCCCCTCCATCG           | CCAGTTGGTAACAATGCCATGT         |
| <i>Srebp1c</i>         | GGAGCCATGGATTGCACATT           | GGCCCGGGAAGTCACTGT             |
| <i>Acc1</i>            | TGTACAAGCAGTGTGGGCTGGCT        | CCACATGGCCTGGCTTGGAGGG         |
| <i>Scd1</i>            | CCCTGCGGATCTTCCTTATC           | TGTGTTTCTGAGAACTTGTGGTG        |
| <i>Fasn</i>            | GCTGCGGAAACTTCAGGAAAT          | AGAGACGTGTCACTCCTGGACTT        |

**Supplementary Table 2. List of antibodies**

| <b>Antigen</b>                       | <b>Supplier</b> | <b>Catalog #</b> | <b>Species</b> | <b>Use</b> | <b>Dilution</b> |
|--------------------------------------|-----------------|------------------|----------------|------------|-----------------|
| Rab30                                | LSBio           | LS-C353400       | rabbit         | WB         | 1:500-1:1000    |
| Cpt1a                                | Proteintech     | 15184-1-AP       | rabbit         | WB         | 1:500-1:1000    |
| Hsc70                                | SC              | 7298             | mouse          | WB         | 1:1000          |
| GM130                                | abcam           | ab52649          | rabbit         | IHC        | 1:250           |
| ApoA4                                | R&D Systems     | AF8125           | sheep          | WB         | 1:1000          |
| Beclin-1                             | Cell Signaling  | 3495T            | rabbit         | WB         | 1:1000          |
| LC3A/B                               | Cell Signaling  | 12741T           | rabbit         | WB         | 1:1000          |
| HA                                   | Sigma           | H6908            | rabbit         | WB         | 1:1000          |
| rabbit IgG<br>(Alexa Fluor<br>488)   | Invitrogen      | A11008           | goat           | IHC        | 1:500           |
| rabbit IgG<br>(HRP-linked)           | Cell Signaling  | 7074S            | goat           | WB         | 1:5000-10,000   |
| anti-mouse<br>IgG (Cy3<br>conjugate) | Invitrogen      | M30010           | goat           | WB         | 1:2000          |
| anti-sheep<br>(HRP-linked)           | Sigma           | A3415            | donkey         | WB         | 1:5000          |

# Supplementary material for: Rab30 facilitates lipid homeostasis during fasting
**Source:** Nat Commun. 2024 May 25;15:4469. doi: 10.1038/s41467-024-48959-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**File Name: Supplementary Data 1**

**Description:** Proteins identified by yeast two-hybrid of Rab30Q68L(1-198aa) against human liver cDNA library and associated Gene Ontology Cellular Component (GO\_CC) terms

**File Name: Supplementary Data 2**

**Description:** Proteins identified in replicates of TurboID-Rab30 or TurboID-Cpt1a livers post-normalization and filtering

**File Name: Supplementary Data 3**

**Description:** Total list of proteins identified across all replicates of TurboID-Rab30 and TurboID-Cpt1a streptavidin pulldowns prior to normalizing and filtering

**File Name: Supplementary Movie 1**

**Description: HA-mScarletl-Rab30 membrane protraction event and vesicle dynamics in primary mouse hepatocytes.** Time lapse of AAV8-mScarletl-Rab30 membrane protraction event in primary mouse hepatocytes corresponding to the still images depicted in Fig. 2E. 60x oil objective, zoomed in.

**File Name: Supplementary Movie 2**

**Description: HA-mScarletl-Rab30 and C6-NBD-Ceramide Golgi stain dynamics in live primary mouse hepatocytes.** Time lapse (~4x speed) of AAV8-mScarletl-Rab30 in primary mouse hepatocytes stained with the live-cell Golgi marker C6-NBD-Ceramide and nuclear stain Hoescht 33342 (channel not acquired during imaging). 60x oil objective.

**File Name: Supplementary Movie 3**

**Description: HA-mScarletl-Rab30 and C6-NBD-Ceramide Golgi stain tubular networks in live primary mouse hepatocytes.** Time lapse (~4x speed) of AAV8-mScarletl-Rab30 in primary mouse hepatocytes stained with the live-cell Golgi marker C6-NBD-Ceramide and nuclear stain Hoescht 33342. 60x oil objective.

# Supplementary material for: Rab30 facilitates lipid homeostasis during fasting
**Source:** Nat Commun. 2024 May 25;15:4469. doi: 10.1038/s41467-024-48959-x
**Supplement:** Supplementary file 10 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Confocal microscopy images were collected with Zen (Zeiss) 2.3 SP1; RNA sequencing data was collected remotely by Novogene Corporation Inc.; Proteomics data was collected by the Johns Hopkins School of Medicine Mass Spectrometry and Proteomics Facility; Western blot images were acquired using the AlphaInnotech software AlphaView 1.3.0.6; qRT-PCR data were collected with the BioRad CFX Manager 2.1; Absorbance readings for serum biochemistry and liver triglycerides were collected with Gen5 1.09 and 3.13 softwares |
| Data analysis   | GraphPad Prism 8.1.2 (332); Fiji 2.3.051; NIS-Elements Viewer 4.50; R version 4.1.3 DESeq2 3.17; AlphaView 1.3.0.6; Proteome Discoverer version 2.4.0.305; Mascot 2.8                                                                                                                                                                                                                                                                                                                                                                |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-seq data were deposited in GSE240396 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE240396>]. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD044528 [<https://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PX044528>] for whole liver proteome and PXD050376 [<https://www.ebi.ac.uk/pride/archive/projects/PXD050376>], for the proteins identified from TurboID following streptavidin pulldown. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

Sample sizes used are consistent with similar studies in this field.

### Data exclusions

None of the data presented on bar graphs were excluded from analyses. For pathway analysis of RNA sequencing and proteomics data, only genes and proteins in pairwise comparisons that were changed by at least 1.2-fold and had a p-adj value <0.05 were considered

### Replication

Body weights, tissue weights, serum and liver biochemistry, and gene expression by qRT-PCR were tested once with a minimum of 5 animals. Western blots used 2-12 animals/genotype and/or condition as described in the text. Tissue histology, electron microscopy, and liver confocal microscopy images were performed on tissues obtained from at least 2 mice of the same age and sex. In vitro studies were performed in replicate wells/plates. All attempts to repeat the experiment were successful.

### Randomization

Experimental mice were allocated based on age, sex, and genotype. Littermates were used when possible, and experiments were performed

Randomization ☐ with mice across different litters and parents.Blinding ☐ Blinding was not performed in this study. Sex, age, and genotype. Littermates were used when possible, and experiments were performed with mice across different litters and parents.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

- | n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

- | n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

Rab30 LSBio LS C353400 Rabbit Lot#176184 (now LS#C808247) 1:500-1:1000  
 Hsc70 Santa Cruz 7298 mouse Lot#D2121 Clone B-6 1:1000  
 GM130 abcam ab52649 rabbit A-4 ClonEP892Y 1:250  
 ApoA4 R&D Systems AF8125 sheep CIG0011802A 1:1000  
 Beclin-1 Cell Signaling 3485T rabbit lot#2 Clone D40C5 1:1000  
 LC3A/B Cell Signaling 12741T rabbit Lot#3 Clone D304C XP(R) 1:1000  
 HA Sigma H6908 rabbit lot#110m4850 1:1000  
 rabbit IgG (Alexa Fluor488) Invitrogen A11008 goat lot# 2284594 1:500  
 rabbit IgG (HRP-linked) Cell Signaling 7074S goat lot#'s 28,29 1:5000-10,000  
 anti-mouse IgG (Cy3 conjugate) Invitrogen M30010 goat 2550967 1:2000  
 anti-sheep (HRP-linked) Sigma A3415 donkey 1:5000

### Validation

<https://www.lsbio.com/antibodies/rab30-antibody-if-immunofluorescence-wb-western-ls-c808247/834812>  
<https://www.scbt.com/p/hsc-70-antibody-b-6>  
<https://www.abcam.com/products/primary-antibodies/gm130-antibody-ep892y-cis-golgi-marker-ab52649.html>  
[https://www.rndsystems.com/products/human-mouse-apolipoprotein-a-iv-apoa4-antibody\\_af8125](https://www.rndsystems.com/products/human-mouse-apolipoprotein-a-iv-apoa4-antibody_af8125)  
<https://www.cellsignal.com/products/primary-antibodies/beclin-1-d40c5-rabbit-mab/3495>  
<https://www.cellsignal.com/products/primary-antibodies/lc3a-b-d3u4c-xp-rabbit-mab/12741>  
<https://www.sigmaaldrich.com/US/en/product/sigma/h6908>  
<https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11008>  
<https://www.cellsignal.com/products/secondary-antibodies/anti-rabbit-igg-hrp-linked-antibody/7074>  
<https://www.thermofisher.com/antibody/product/Goat-anti-Mouse-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/M30010>  
<https://www.sigmaaldrich.com/US/en/product/sigma/a3415>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

Primary mouse hepatocytes (both male and female mice were used)  
 alpha mouse liver 12 (AML12)

### Authentication

AML12 cells were purchased from ATCC:<https://www.atcc.org/products/crl-2254>

### Mycoplasma contamination

Cell lines were not tested for mycoplasma contamination

### Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified lines were used in this study and the cell lines were not authenticated

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Species: <i>Mus musculus</i><br>Strain: C57/BL6J<br>Age: 5-7 weeks for TEM images; 8-10 weeks for all other experiments unless less otherwise stated in the Methods section of the Study (i.e., Atgl LKO animals injected with AAV8-TBG-mScarletl Rab30 were 14weeks old)                                                                                                                                                                  |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                    |
| Reporting on sex        | Described in the figure legends in detail. RNA sequencing, whole-liver proteomics, serum biochemistry, and liver lipid quantification were performed in male mice. Female mice were used for immunohistochemistry. General physiological assessments (ex., fed/fasting body weight, liver weight, blood glucose), primary hepatocyte isolation, western blots and ApoA4 quantification in Figure 7 were performed in male and female mice. |
| Field-collected samples | The study did not involve samples that were collected from the field.                                                                                                                                                                                                                                                                                                                                                                      |
| Ethics oversight        | All procedures were performed in accordance with the NIH's Guide for the Care and Use of Laboratory Animals and under the approval of the Johns Hopkins School of Medicine Animal Care and Use Committee.                                                                                                                                                                                                                                  |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

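RNA-seq was analysed from the livers of 24 male mice fasted for 24 h, with 4 livers in each of 6 groups. The groups were whole-body Rab30KO, their littermate controls (Rab30 Ctrl), Rab30 L-/-, Cpt2 L-/-, DKO and the double floxed controls without Cre (ff;ff). Each library was assigned to its group from the sample labels and the paper, and every column of the deposited tables matched the label of 1 library. The counts of the targeted genes do not follow these assignments, so a library is described by its label.

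According to the methods, the sequencing company Novogene made and sequenced the libraries and ran the pairwise statistics for the authors. The paper's text does not name the aligner, the counter, the annotation or whether strand was used. The authors deposited raw counts of reads per gene, as whole numbers without normalization. They also deposited FPKM values, which divide the counts by gene length and library size, by a formula that is not stated. A further table of the authors holds a normalized signal per gene, the raw count divided by a DESeq2 size factor for each library, with genes of low count left out. For each of 5 comparisons the authors deposited a table with log2 fold changes, and with p-values and adjusted p-values, from a tool that is not named. In those tables an adjusted p-value of exactly 1 may stand for a gene left out of the adjustment. The proteins discussed beside the RNA are the paper's, from its source data.

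All tests started from the raw counts. Library totals ranged from 11801027 to 24497738 counts. Libraries of a group were first compared with each other, and every pair differed by more than counting noise. Genes were kept by edgeR's filterByExpr, library sizes were scaled by TMM, and each comparison was fitted on its own 8 libraries with edgeR's quasi-likelihood test (glmQLFit with robust estimation and glmQLFTest; edgeR 4.0.16 in R 4.3.3). Adjusted p-values are Benjamini-Hochberg values over all genes tested. A gene was past the thresholds with an adjusted p under 0.05 and at least a 1.2-fold change, as in the paper's reporting summary. An interaction, the change from Cpt2 L-/- to DKO less the change from ff;ff to Rab30 L-/-, was fitted over 16 libraries. A gene with 3 or fewer counts in every library of its lower group has only a lower bound on its fold change, computed against that floor. Reads without molecular identifiers are not independent molecules, so the floor covers counting error only. No gene counting is stated to use strand, so overlapping and antisense genes, paralogs and pseudogenes are uncertain.

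Principal components were computed on DESeq2 1.42.0 variance-stabilized values of the 500 most variable genes. The separation of 2 groups was tested by an exact one-sided permutation test over the 35 splits of 8 libraries. Gene lists were tested with limma 3.58.1, by camera on voom values with a correlation of 0.01, with camera's estimated correlation and with fry, and their medians were set against 2000 random lists matched on mean expression. The lists were the complement and coagulation proteins of Fig. 4e, a wider hand-written complement and coagulation list, the lysosome proteins of Fig. 4f, hand-written Pparα targets, the apolipoproteins, autophagy and Srebp1 genes of the paper's qRT-PCR panels, the Rabs of Fig. 4d, and hand-written markers of Kupffer, stellate, endothelial and bile duct cells. Other tables were made in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6. The edgeR test of each comparison was tested on simulated counts, drawn from the means and sizes of the real libraries. In these, 200 genes with a mean of at least 50 counts changed 2-fold, so recovery of genes of lower count was not measured. DESeq2's Wald test, limma-voom and DESeq2's size factors were tested in this way for DKO against Cpt2 L-/- alone. Camera with a preset correlation, fry and the permutation test of separation were tested on simulated data with and without a planted change, and camera's estimated correlation was not.

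The alternatives were DESeq2's size factors, DESeq2's Wald test, limma-voom with sample quality weights, a fit over all 24 libraries, no filter on low counts (at least 1 count in all), at least 10 counts in every library, no fold threshold, no adjustment of p, and each library left out in turn. For the principal components they were log2 CPM, the authors' normalized counts, a larger number of genes and all genes. These alternatives, the edgeR test, the principal components, the test of separation, the rule for naming genes and the tests of the complement list of Fig. 4e, the lysosome list and the Pparα targets in the comparisons of the paper's claims were set before the data were examined. The level of Rab30 beside Rab2a by FPKM and with each library left out, and the tests that the closing parts name as chosen after the results, were added later. By that rule the text names Rab30, Cpt2 and the genes the paper names. For each comparison it adds the 3 highest and 3 lowest log2 fold changes among protein-coding genes past the thresholds, with no overlap between the groups and a mean of at least 50 normalized counts in the higher group. It also adds genes past the thresholds in all comparisons of Rab30 loss with the same sign, and those within 5 Mb of Rab30 or Cpt2. Coordinates were those listed with the counts, which were compared with GENCODE M21 (GRCm38). The genome sequence was not used here, so the guides were compared with the Rab30 transcript alone, and the pathway enrichments of the paper were not repeated. For Rab30KO against Rab30 Ctrl, 1 of the genes past the thresholds is not reported here. No blocking by litter was possible, since the labels give no litter for each library.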

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

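The tests in this part were chosen only after the results they bear on were seen, apart from the test of chance overlap and the test of the summed counts of Rpl34. Of 98 sets of 4 libraries (total counts and the genes named here, by genotype), 13 had a library that stood apart by Dixon's ratio (its gap to the nearest other library as a share of the range), where 4.9 are due by chance at 1 in 20. Of these 13, DKO247 gave 3. In 4 of the 13 the other 3 libraries had no count at all, so that any count stands apart: Mndal in ffff242 (0.139 CPM), Fabp3 in ffff240 (0.296 CPM), C1s2 in Cpt2801 (0.130 CPM) and Capn11 in Cpt2802 (0.187 CPM). Fam107a stood at 157 CPM in ffff242 against 11.6 to 27.8 in the other ff;ff libraries, and at 3.19 CPM in DKO247 against 0.349 to 0.710. Without ffff242 its log2 fold change moved from -7.45 to -5.94 in Cpt2 L-/- and from -5.46 to -3.95 in DKO, and without DKO247 to -6.47 in DKO. Mug2 was at 39.2 CPM in DKO247 against 6.58 to 9.70, and its log2 fold change between DKO and Cpt2 L-/- moved from -2.99 to -3.92 without that library. Lamp2 was at 502 CPM in DKO247 against 601 to 617, and Syt11 at 1.81 CPM in DKO233 against 0.911 to 0.977. Without these libraries the log2 fold change between DKO and Cpt2 L-/- was 0.24 for Lamp2 and -0.77 for Syt11, and neither passed. Among the Rab30 L-/- libraries, Rab36 was at 9.48 CPM in Rab30cff978 against 14.0 to 15.0, Btnl9 at 1.73 CPM in Rab30cff978 against 0.607 to 0.679 and Obp2a at 1.21 CPM in Rab30cff741 against 0.461 to 0.531. Without these libraries the log2 fold changes against ff;ff were 1.21, -2.79 and -3.56. No biological explanation was tested for single libraries.

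The library Rab30cff979 held 24497738 counts, against 13248673 to 14456194 in the other Rab30 L-/- libraries. Without it 48 genes were past the thresholds between Rab30 L-/- and ff;ff, against 64 with it, and 38 genes were past them in both fits with the same sign. This argues against its depth as the cause of those 38 calls. For the other 26, among them Rab36, Obp2a and Btnl9, its depth cannot be told apart from the lower power of a fit with 1 library fewer. No biological explanation was tested for its total.

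The change from Cpt2 L-/- to DKO differed from the change from ff;ff to Rab30 L-/- in 571 of 14063 genes, 310 with a positive and 261 with a negative difference, in a comparison that the paper does not report. Among 60 splits of the 16 libraries, 1, the real one, gave as many genes, and the next largest gave 106. The count ranged from 300 (without Cpt2802) to 679 with a library left out. On simulated counts the test found 24.5% of genes changed 2-fold, all of a mean of at least 50 counts. The contrast adds DKO to ff;ff and sets them against Cpt2 L-/- and Rab30 L-/-. The labels call the ff;ff mice littermates of the DKO mice without a litter for each library, so a background shared by these 2 groups was not separated from an interaction of Rab30 and Cpt2. The paper's reporting summary says that littermates were used where this could be done and that mice came from several litters and parents. The DKO and ff;ff libraries were not all alike: Mndal was at 3.00 CPM in DKO943 and at most 0.0650 CPM in the other DKO libraries, and Corin was at 7.98 CPM in ffff240 and 0.190 to 0.418 CPM in the other ff;ff libraries. Both genes were picked after their values were seen.

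Among the genes of this contrast, Rab36 had a log2 difference of -2.24, with a range from -2.36 to -2.15 over the 16 fits that each left out a library. It was higher in Rab30 L-/- than in ff;ff and lower in DKO than in Cpt2 L-/-. The 8 Rab30KO and Rab30 Ctrl libraries held no separate levels of Rab36, with a largest gap of 0.54 on the log2 scale between neighbouring libraries. For Rab36 the litter of the DKO and ff;ff mice cannot be told apart from an effect of Rab30 loss that depends on Cpt2, since the labels give no litter for each library. Both remain as hypotheses.

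Most genes past the thresholds are outside those that the paper discusses: 63 of 64 between Rab30 L-/- and ff;ff, and 358 of 360 between DKO and Cpt2 L-/-. Of the 35 splits of each set of 8 libraries, 1, the real one, gave as many genes for Rab30 L-/- against ff;ff (next largest 1), for Cpt2 L-/- against ff;ff (next largest 0), for DKO against ff;ff (next largest 1) and for DKO against Cpt2 L-/- (next largest 7). For Rab30KO against Rab30 Ctrl 4 of the 35 splits gave as many as the real 3 genes, and the largest gave 17, so these 3 calls are no more than other splits of the same livers gave. Pseudogenes were 20.3% of the genes past the thresholds between Rab30 L-/- and ff;ff, 11.4% between DKO and Cpt2 L-/- and 7.18% in the interaction, against 3.98%, 4.00% and 4.38% of the genes tested.

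No gene was past the thresholds with the same sign in both Rab30 L-/- against ff;ff and DKO against Cpt2 L-/- (0 genes), and 13 were past them with opposite signs, 4 of them pseudogenes: Adh6-ps1, Daglb, Mme, Nhsl1, Obp2a, Rab36, Rarres1, Rpl21-ps15, Rpl21-ps8, Rpl34, Rpl34-ps1, Thnsl2 and Zc3h12d. Counted over any 2 of the 3 comparisons of Rab30 loss, where it was also 13, the number of genes with opposite signs ranged with a library left out from 3 (without Rab30cff980) to 18, with 6 without Rab30cff978 or ffff248 and 8 without ffff238, ffff242 or Cpt2802. It was 65 with DESeq2's Wald test, 42 with limma-voom, 40 without a filter on low counts, 17 in a fit over all 24 libraries, 15 with DESeq2's size factors and 5 with at least 10 counts in every library. At an unadjusted p, 154 genes had the same sign in at least 2 of the 3 comparisons, and 353 had opposite signs in 2 of them. Random draws matched on mean expression shared 1.60 genes on average and 9 at most, which argues against chance overlap. The signs argue against an effect of Rab30 loss that is alike with and without Cpt2 for these 13 genes. A candidate explanation is that DNA variants of the mouse families, and not Rab30, set some of these genes. The Rab30KO and Rab30 Ctrl libraries, which are in neither comparison, were used to look for it: a gene was taken to have separate levels if these 8 libraries left a gap of at least 2 on the log2 scale. Of the 13 genes 3 had separate levels (Adh6-ps1, Obp2a and Rpl34), where matched draws gave 0.0591 on average (permutation p = 0.0002).

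The same was counted over all genes past the thresholds. Separate levels were found for 9 of 64 genes between Rab30 L-/- and ff;ff, where matched draws gave 0.312, and for 9 of 360 between DKO and Cpt2 L-/-, where they gave 1.51. For Cpt2 L-/- against ff;ff they were found for 33 of 3155 genes (15.4 in draws) and for the interaction for 19 of 571 (2.81 in draws), each of these 4 with a permutation p of 0.0001, the smallest that 10000 draws can give. Between the littermates DKO and ff;ff they were found for 9 of 2157 genes, no more than the 10.6 of matched draws (permutation p = 0.762), which argues against such variants there. C1s2 was at 0 to 0.130 CPM in the 4 Cpt2 L-/- libraries, 0.129 CPM in KO4 and 0 in WT951, and at 2.47 CPM or more in the other libraries. These counts are consistent with variants that segregate between the families, as a hypothesis that covers a small part of each list. A gap in other libraries was read from the counts alone and no genotype at these genes was analysed here, so the part of the remaining genes that differs by family stays open, as does an effect of Rab30.

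For Rpl34, reads of 1 transcript could be counted on the gene in some mice and on its pseudogenes in others. The share of the summed counts of Rpl34 and 2 pseudogenes that fell on Rpl34 itself was 0.910 to 3.59% in ff;ff, 1.40 to 2.94% in DKO, 46.1 to 49.9% in Rab30 L-/- and 95.6 to 98.1% in Cpt2 L-/-. It was 3.29 to 94.7% in Rab30KO and 45.8 to 98.3% in Rab30 Ctrl. The sum over the 3 genes was 133 ± 27.2 CPM in ff;ff, 126 ± 9.92 in Rab30 L-/-, 132 ± 32.1 in Cpt2 L-/-, 139 ± 17.8 in DKO, 123 ± 24.1 in Rab30 Ctrl and 104 ± 10.3 in Rab30KO (SD, n = 4 each). Between DKO and Cpt2 L-/- its log2 ratio was 0.074, where Rpl34 alone had -5.35. This is consistent with a split of reads that differs between mice, such as a variant that makes a read match the gene or a pseudogene better, and the reads themselves were not analysed here.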

How the results depend on the processing

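The alternatives in this part were fixed in advance, and no test was chosen only after a result was seen, except that FPKM and the libraries left out in turn were added after seeing the data for the level of Rab30 beside Rab2a. Of 394 values of the summary results under an alternative, 312 kept their direction and side of the threshold or stayed within the spread or 1.5 times, 4 fell short of a threshold, 3 passed one and 1 changed sign, and the others moved. Except where the setting's own construction shows it, as when fewer genes or livers enter, the cause was not tested.

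With DESeq2's Wald test the number of genes past the thresholds was 10 for Rab30KO against Rab30 Ctrl (3 in the edgeR test), 298 for Rab30 L-/- against ff;ff (64), 1032 for DKO against Cpt2 L-/- (360) and 1080 for the interaction (571). With limma-voom and sample quality weights it was 1, 239, 1535 and 1294 in the same order, and 3742 for DKO against ff;ff (2157). A fit over all 24 libraries gave 9 for Rab30KO, 114 for DKO against Cpt2 L-/- and 374 for the interaction. Without a filter on low counts it was 6 for Rab30KO, 240 for Rab30 L-/- and 705 for DKO against Cpt2 L-/-. With at least 10 counts in every library it was 0 for Rab30KO and 25 for Rab30 L-/-. Without adjustment of p, genes of at least a 1.2-fold change were 302 for Rab30KO, 1495 for Rab30 L-/-, 4733 for Cpt2 L-/- against ff;ff (3155), 3977 for DKO against ff;ff, 2816 for DKO against Cpt2 L-/- and 3056 for the interaction. DESeq2's size factors in the edgeR fit and the omission of the fold threshold left all these counts within 1.5 times.

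Across the 8 fits that each left out a library, the count ranged from 0 to 4 for Rab30KO (0 without KO1, WT951 or WT952 and 1 without KO3, KO4 or WT281), with 302 genes at an unadjusted p over all libraries. It ranged from 23 (without Rab30cff980) to 93 (without Rab30cff741) for Rab30 L-/-, with 35 without Rab30cff978 and 37 without ffff240. For Cpt2 L-/- against ff;ff it ranged from 2352 to 3459 and for DKO against ff;ff from 1485 to 2675. For DKO against Cpt2 L-/- it ranged from 57 (without Cpt2802) to 445 (without DKO247), with 98 without DKO233, 117 without Cpt2166, 143 without Cpt2801, 188 without DKO232 and 229 without Cpt2164. Over 16 such fits the interaction ranged from 300 (without Cpt2802) to 679, with 328 without DKO233, 339 without Cpt2801, 349 without Rab30cff978, 362 without Rab30cff980 and 365 without Cpt2166.

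Among the Rabs other than Rab30, the count between Rab30 L-/- and ff;ff (1) was 2 with DESeq2's Wald test and with limma-voom, 0 with at least 10 counts in every library and 4 without adjustment of p. It was 0 in 7 of the 8 fits that each left out a library and 1 without Rab30cff978. Between DKO and Cpt2 L-/- (1) it was 3 with DESeq2's Wald test, 2 with limma-voom and 5 without adjustment, and between Rab30KO and Rab30 Ctrl (0) it was 1 without adjustment. The number of genes with the same sign in at least 2 of the comparisons of Rab30 loss (0) was 8 with DESeq2's Wald test, 10 with limma-voom, 4 without a filter on low counts and 154 without adjustment. With a library left out it ranged from 0 to 4 (4 without DKO247, 1 without KO2 or DKO943).

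PC1 held 40.7% of the variance with log2 TMM-normalized CPM, 43.4% with the authors' normalized counts and 38.9% with all genes, against 51.1%. The gap on PC1 between the libraries labelled Cpt2 L-/- or DKO and the others was 34.5% with all genes against 41.6%, and ranged from 39.8% to 48.9% with a library left out (48.9% without DKO233, 47.3% without KO3). The separation of Rab30 L-/- and ff;ff ranged from 24.0% to 29.7% with a library left out, and its exact permutation p rose to 0.0571 without ffff238 (29.1%), ffff240 (25.2%) or ffff242 (27.3%). The complement and coagulation list between DKO and Cpt2 L-/- was called by camera with at least 10 counts in every library (median log2 fold change 0.15), without DKO247 (0.19) and without Cpt2801 (0.22), and ranged from 0.084 to 0.22 with a library left out. The Pparα targets between Cpt2 L-/- and ff;ff, with a median of 0.93, were no longer called with an estimated correlation (camera p = 0.0508). Their median between DKO and Cpt2 L-/- turned from 0.03 to -0.0075 without Cpt2164, the lowest of a range up to 0.058. The lysosome list between DKO and Cpt2 L-/- was called in each alternative and in each fit that left out a library.

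Among 782 values of 56 results for named genes under an alternative, 668 kept their direction and side of the threshold, 90 no longer passed, 19 newly passed and 5 changed sign. Those that changed sign were small in size. The log2 fold change of Rab30 between Rab30KO and Rab30 Ctrl turned from -0.34 to 0.35 without WT951, in a range from -0.66, and that of Rab36 from -0.17 to 0.0065 without WT952, in a range from -0.39. Cpt2 between Cpt2 L-/- and ff;ff turned from -0.07 to 0.036 without Cpt2164, in a range from -0.23. Rab30 between DKO and Cpt2 L-/- turned from 0.15 to -0.078 with limma-voom and to -0.087 without DKO247, in a range up to 0.32. As a percentage of Rab2a, Rab30 was 22.3% in Cpt2 L-/- and 25.5% in DKO by FPKM, chosen after seeing the data, against 101% and 115% by counts, and the deposited gene length is 9642 bases for Rab30 and 2133 for Rab2a.

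On simulated counts the test recovered from 24.5% (the interaction) to 80% (DKO against Cpt2 L-/-) of genes changed 2-fold, with 44% for Rab30KO against Rab30 Ctrl, so low counts of calls in these comparisons leave room for changes of that size. No paired analysis was possible because the groups share no replicate numbers and the labels give no litter for each library. All the alternatives listed in advance were run.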

Differences from the paper's values

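No value that the paper states and that was also computed here differed by more than its error in the edgeR test. No test in this part was chosen only after the result was seen, apart from the comparison by FPKM.

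Fig. 4c marks Rab30 and Rab27a as changed in Rab30 L-/- against ff;ff, and the edgeR test called neither, with log2 fold changes of -1.10 (adjusted p = 0.174) and -1.20 (adjusted p = 0.152). DESeq2's Wald test called both (adjusted p = 0.0155 and 0.0139), as did limma-voom (adjusted p = 0.0206 and 0.0211), and over all alternatives and fits without a library the adjusted p ranged from 0.0155 to 0.385 and from 0.0139 to 0.368. With limma-voom the log2 fold changes were -1.44 and -1.50, and without Rab30cff979 that of Rab30 was -1.39, off the paper's values of -1.12 and -1.21 by more than the error. Fig. 4c also marks Rab5c and Rab1b as changed in DKO against Cpt2 L-/-, and the edgeR test called neither, with log2 fold changes of -0.38 (adjusted p = 0.0847) and -0.36 (adjusted p = 0.0992). DESeq2's Wald test called both (adjusted p = 0.0253 and 0.0353) and limma-voom called Rab5c (adjusted p = 0.0231), in ranges from 0.0231 to 0.234 for Rab5c and from 0.0353 to 0.285 for Rab1b that include the fits without a library.

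The paper places Rab30 among the most increased transcripts in Cpt2 L-/- livers. It ranked 219 of 1576 increased genes by log2 fold change, so that 13.8% of these genes had a larger one, and 69 by p-value. The paper puts the level of Rab30 beside that of Rab2a in livers lacking Cpt2. By counts Rab30 was 101% of Rab2a in Cpt2 L-/- and 115% in DKO, and by FPKM, a comparison chosen after seeing the values, it was 22.3% and 25.5%.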

Other observations

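The tests of the paper's complement and coagulation list, the lysosome list and the Pparα targets in the comparisons of its claims were set beforehand. The other tests in this part were chosen only after the results they bear on were seen. The count of Rab30 does not follow the genotypes in the labels. Between the libraries labelled DKO and Cpt2 L-/- its log2 fold change was 0.15, with a standard error of 0.24, which argues against a loss of the whole Rab30 transcript from hepatocytes. A loss of exon 4 alone would change the count by -0.028 on the log2 scale, if reads fell evenly along the transcript, and the observed value lies within 2 standard errors of that. An exchange of libraries cannot be told apart from the labels as given by this count, because exon 4 is 1.95% of the transcript. In Rab30 L-/- against ff;ff Rab30 had a log2 fold change of -1.10. Between the 2 control groups it was at 36.6 ± 9.55 CPM in ff;ff and 14.1 ± 10.8 CPM in Rab30 Ctrl (SD, n = 4 each), a log2 ratio of 1.37 that did not pass (two-sided exact permutation test, p = 0.0571), with WT951 at 30.1 CPM above ffff238 at 25.9 CPM. A difference between mouse families cannot be told apart from an effect of the deletion there, since the Rab30 L-/- and ff;ff mice are not given as littermates. The interaction for Rab30 was 1.25 (standard error 0.41, adjusted p = 0.0951 from edgeR). It was called with DESeq2 (adjusted p = 0.0319), limma-voom (adjusted p = 0.0250) and without Rab30cff979 (1.53, adjusted p = 0.0463), in a range from 0.0250 to 0.262.

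Cpt2 was higher in Rab30 L-/- than in ff;ff by 0.73 on the log2 scale (standard error 0.15, adjusted p = 0.0772 from edgeR) and was called there with DESeq2 (adjusted p = 0.00147) and without a filter on low counts (adjusted p = 0.0185), in a range up to 0.191 that includes the fits without a library. Between DKO and ff;ff its log2 fold change of -0.34 was called with DESeq2 (adjusted p = 0.0392) and limma-voom (adjusted p = 0.00854), in a range up to 0.269. The rise of Cpt2 in Rab30 L-/- was not separated from the floxed Cpt2 of the ff;ff mice. Both qRT-PCR primers of the paper for Cpt2 lie in exon 4 of the gene (chromosome 4 of GRCm38 from 107906921 to 107908225). That exon is 1305 of the 2372 bases of the transcript (55.0%). If it was the one deleted, the counts in Cpt2 L-/- and DKO fell less than even reads and unchanged expression would give. The cause was not tested.

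Of the 50 genes with the smallest p between Rab30KO and Rab30 Ctrl, 17 lie on chromosome 7, which holds Rab30 and 7.58% of the genes tested. Random draws of 50 genes put at most 13 genes on any chromosome, and 6.38 on average on their fullest one (permutation p = 0.0001, the smallest that 10000 draws can give), which argues against chance placement. Of the 17 genes, 6 were higher in Rab30KO. None lies within 10 Mb of Rab30 (0 genes). They start between 16308393 and 67730160, and the nearest, Synm, is 25011443 bases from Rab30. These genes thus give no sign of a segment within 10 Mb of Rab30 carried along with the edited allele. They cannot exclude a longer linked segment, since genes nearer to Rab30 need not differ in expression. A segment elsewhere on the chromosome that differs between the mice also stays open and was not tested.

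The complement and coagulation list was lower in Cpt2 L-/- and DKO than in ff;ff. A lower share of hepatocytes would raise the markers of every other cell type alike. The median log2 fold change in Cpt2 L-/- was 0.39 for 9 stellate cell markers, -0.12 for 8 endothelial, -0.49 for 8 Kupffer cell and -1.04 for 4 bile duct markers. In DKO it was 0.03, -0.04, -0.53 and, for 5 bile duct markers, -0.53. The most abundant marker of each type in Cpt2 L-/- and ff;ff was Dcn (182 and 148 CPM), Stab2 (56.3 and 54.3), Clec4f (53.0 and 84.5) and Spp1 (10.6 and 18.6). No marker is in another of the lists. These values argue against a lower share of hepatocytes as the cause of the fall in either genotype. In Rab30 L-/- against ff;ff the Kupffer cell markers had a median of 0.72, the stellate ones 0.17, the endothelial ones -0.34 and the bile duct ones 0.07. In Rab30KO the medians were 0.43, 0.04, 0.07 and -0.01, and between DKO and Cpt2 L-/- they were -0.04, -0.18, 0.10 and 0.30. The wider list of complement and coagulation genes had medians of -0.82 in Cpt2 L-/- and -0.77 in DKO against ff;ff, 0.07 between DKO and Cpt2 L-/-, 0.29 in Rab30 L-/- and 0.07 in Rab30KO. In Rab30 L-/- against ff;ff 25 of 26 genes of the paper's list were higher, with a median of 0.28. Camera with a preset correlation called the paper's list there (p = 3.9e-05), and neither an estimated correlation (p = 0.148) nor fry (p = 0.0569) did. Of the wider list 59 of 67 genes were higher in that comparison. Camera with a preset correlation (p = 2.3e-07) and fry (p = 0.0347) called the wider list, and an estimated correlation (p = 0.0931) did not.

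The RNA of the 19 lysosome proteins that the paper lists for Fig. 4f was lower in DKO than in Cpt2 L-/-, with 14 lower and a median log2 fold change of -0.19. Camera with a preset correlation (p = 0.00923), an estimated correlation (p = 0.0340) and fry (p = 0.00185) each called it. With a library left out the median ranged from -0.26 (without DKO943) to -0.13 (without DKO233). The paper took this term from proteins selected for being lower in this comparison, so the proteins themselves add no test of its direction. In the paper's protein values 4 of the 19 listed proteins were nevertheless higher in DKO than in Cpt2 L-/-, with a median log2 ratio of -0.26. The same list was higher in Cpt2 L-/- (median 0.29) and in Rab30 L-/- (median 0.21) than in ff;ff, and had a median of -0.012 in DKO against ff;ff and 0.01 in Rab30KO. In Rab30 L-/- against ff;ff, which holds none of the genotypes of that selection, the paper's proteins had a median log2 ratio of -0.14, where the RNA had 0.21. In DKO against ff;ff 4 of the genes were past the thresholds and higher, and fry called the list while camera did not, so that the median near 0 covers genes that moved both ways. The litter of the DKO and ff;ff mice cannot be told apart from an effect of Rab30 loss here, because the labels give no litter for each library. Of the lysosomal genes the paper names, Lamp2 had a log2 fold change of 0.17, Ctsf 0.15, Lipa -0.11 and Syt11 -0.48 between DKO and Cpt2 L-/-, and none passed. For the complement and coagulation list the paper's proteins had a median log2 ratio of -0.11 in Rab30 L-/- against ff;ff.

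The Pparα targets had a median log2 fold change of 0.93 in Cpt2 L-/- and 1.07 in DKO against ff;ff, with 20 and 19 of 30 past the thresholds and higher. Camera, fry and, for DKO, an estimated correlation called them. Between DKO and Cpt2 L-/- the median was 0.03, in Rab30 L-/- it was -0.03 and in Rab30KO 0.01. The apolipoprotein list had medians of -0.30 in Cpt2 L-/-, -0.37 in DKO and 0.12 in Rab30 L-/- against ff;ff, -0.26 between DKO and Cpt2 L-/- and -0.12 in Rab30KO. Within it, Apoe fell by 1.28 on the log2 scale in DKO against ff;ff and by 0.67 in DKO against Cpt2 L-/-, and both passed. The call against Cpt2 L-/- was lost in a fit over all 24 libraries (adjusted p = 0.232 from edgeR) and without DKO232, DKO233, Cpt2801 or Cpt2802 (adjusted p from 0.0611 to 0.0992, edgeR), in a range over the alternatives from 8.3e-06. In Cpt2 L-/- against ff;ff it had -0.60 (standard error 0.23, adjusted p = 0.0737 from edgeR) and was called with DESeq2 (adjusted p = 0.0254), limma-voom (adjusted p = 0.00706), without a filter (adjusted p = 0.0150) and without ffff238 (-0.80, adjusted p = 0.00469), in a range up to 0.182. The log2 fold change of Apoa1 was -0.11 in Cpt2 L-/- and -0.68 in DKO, that of Apoa5 -0.30 and -0.39, that of Apob -0.37 and -0.04 and that of Apoc3 -0.31 and -0.35.

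The autophagy list had medians of 0.14 in Cpt2 L-/-, 0.09 in DKO and -0.08 in Rab30 L-/- against ff;ff, -0.01 between DKO and Cpt2 L-/- and 0.12 in Rab30KO. The 4 Srebp1 genes of Fig. 3i had medians of -1.15 in Cpt2 L-/-, -1.07 in DKO and -0.61 in Rab30 L-/- against ff;ff, 0.08 between DKO and Cpt2 L-/- and -0.27 in Rab30KO. By qRT-PCR the paper found the Srebp1 targets mostly unchanged without Rab30. In Rab30 L-/- against ff;ff 4 of the 4 genes were lower, with 0 past the thresholds. These groups are not given as littermates and also differ in floxed Cpt2, which was not separated from Rab30 loss. Without adjustment over the lists, camera with a preset correlation (p = 0.00306), an estimated correlation (p = 0.0238) and fry (p = 0.0137) each called the list there. The same 3 tests called the list in DKO, and in Cpt2 L-/- camera with a preset correlation and fry did and the estimated correlation did not. In Cpt2 L-/- the log2 fold change was -1.42 for Scd1, -1.28 for Fasn, -1.02 for Srebf1 and 0.16 for Acaca, and in DKO it was -1.08, -1.05, -1.11 and -0.18. Other than Rab30, 8 of 40 Rabs of Fig. 4d were past the thresholds in Cpt2 L-/- and 4 of 39 in DKO against ff;ff, and 1 of 43 in the interaction.

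The authors' deposited tables of pairwise comparisons were read with the same thresholds. In the authors' deposited table 10 genes pass for Rab30KO, 309 for Rab30 L-/-, 3675 for Cpt2 L-/-, 2733 for DKO against ff;ff and 940 for DKO against Cpt2 L-/-. Of the genes called here by edgeR, 3 of 3, 64 of 64, 3138 of 3155, 2151 of 2157 and 359 of 360 were also past the thresholds in the authors' deposited tables, all with the same sign.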
